# The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes

**DOI:** 10.1038/s41467-023-41784-8

**Published:** 2023-10-17

**Authors:** Donna M. Bond, Oscar Ortega-Recalde, Melanie K. Laird, Takashi Hayakawa, Kyle S. Richardson, Finlay.C. B. Reese, Bruce Kyle, Brooke E. McIsaac-Williams, Bruce C. Robertson, Yolanda van Heezik, Amy L. Adams, Wei-Shan Chang, Bettina Haase, Jacquelyn Mountcastle, Maximilian Driller, Joanna Collins, Kerstin Howe, Yasuhiro Go, Francoise Thibaud-Nissen, Nicholas C. Lister, Paul D. Waters, Olivier Fedrigo, Erich D. Jarvis, Neil J. Gemmell, Alana Alexander, Timothy A. Hore

**Keywords:** Comparative genomics, Epigenomics, Epigenetic memory

## Abstract

Combining genome assembly with population and functional genomics can provide valuable insights to development and evolution, as well as tools for species management. Here, we present a chromosome-level genome assembly of the common brushtail possum (*Trichosurus vulpecula*), a model marsupial threatened in parts of their native range in Australia, but also a major introduced pest in New Zealand. Functional genomics reveals post-natal activation of chemosensory and metabolic genes, reflecting unique adaptations to altricial birth and delayed weaning, a hallmark of marsupial development. Nuclear and mitochondrial analyses trace New Zealand possums to distinct Australian subspecies, which have subsequently hybridised. This admixture allowed phasing of parental alleles genome-wide, ultimately revealing at least four genes with imprinted, parent-specific expression not yet detected in other species (*MLH1*, *EPM2AIP1*, *UBP1* and *GPX7*). We find that reprogramming of possum germline imprints, and the wider epigenome, is similar to eutherian mammals except onset occurs after birth. Together, this work is useful for genetic-based control and conservation of possums, and contributes to understanding of the evolution of novel mammalian epigenetic traits.

## Abstract (web summary)

The brushtail possum is a treasured Australian marsupial, but also a harmful pest introduced into New Zealand. Here, using functional genomics and a new chromosome-level genome assembly of New Zealand possums, Bond et al. quantify their genome admixture and identify unique parent-specific and weaning associated gene expression.

## Introduction

The common brushtail possum (*Trichosurus vulpecula*) is a nocturnal arboreal marsupial native to Australia. Like other marsupials, the brushtail possum gives birth to altricial young—gestation lasts only 17.5 days. Possums at birth are hairless, without overt sexual differentiation and do not even possess full respiration capacity in the lungs^1^. The first 100 days of life in the pouch are spent moving very little and with eyes shut, completing organogenesis and growth while continuously suckling from a teat^2,3^ (Fig. 1a). As such, it could be argued that the most major developmental transition for possums is at weaning and exit from the pouch around 6 months of age. Despite this, physiological changes associated with extended lactation and weaning have not been well studied, particularly in a genome-wide manner.

**Fig. 1:**
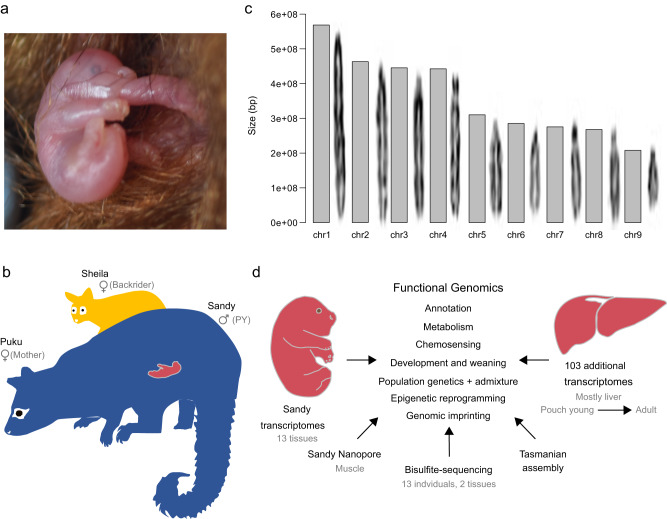
Chromosomal assembly of the possum genome. **a** Possum pouch young are altricial and complete the majority of development suckling inside the pouch. **b** The individual sequenced (Sandy) was a male pouch young (PY), collected alongside his mother (Puku) and juvenile ‘backrider’ sister (Sheila), who had not long left the pouch. **c** The assembled genome from Sandy features 99.88% of the sequence assigned to chromosomes, matching the karyotype^28^. **d** A range of functional genomics data supports the assembly, including RNA-sequencing (mostly liver) from a wide population of possums and 13 tissues from Sandy. Also performed was DNA methylation profiling, featuring nanopore and bisulfite sequencing for genomic imprinting and germline reprogramming analysis, respectively, and a sequence assembly of a Tasmanian possum.

In addition to studies of their unique adaptations, marsupials are often used as a model for comparative evolutionary studies^4–6^. Of these, one of the most interesting is genomic imprinting—a form of monoallelic gene expression that is dependent on the sex of the parent from which an allele is inherited^7,8^. There are approximately 100–200 imprinted genes in humans and mice, characterised by paternal-specific expression of factors enhancing growth, and maternal-specific expression of those suppressing growth^9^. The most popular theory explaining why these genes would forgo the benefits of diploidy is known as the kinship, or parental-conflict, hypothesis^10,11^. The kinship hypothesis predicts genes with paternal-specific expression will maximise the use of maternal resources and increase the fitness of fathers. In contrast, maternally-derived genes act to control growth such that total reproductive output is maximised, irrespective of who the father is.

Marsupials like possum provide an interesting test for the parental-conflict hypothesis because there is limited opportunity for paternally-derived genes to influence maternal resource provision within the short-lived placenta^7,12^. Indeed, most of the genes that are imprinted in humans and mice appear to be not imprinted, or are without orthologues, in marsupials^7,13–15^; however, genome-wide searches for marsupial imprinted genes are limited^16,17^. Other than the genes controlling imprinted X-chromosome inactivation^4^, genomic imprinting is yet to be studied in brushtail possums.

In addition to their value as a model for marsupial development and understanding mammalian evolution, possums are an iconic and protected species in Australia. For Aboriginal Australians, possums represent a cultural treasure, whereby cured pelts are used as a canvas upon which individual life-stories are depicted^18^. Possums can thrive in urban areas and are thus the native mammals most likely to come into human contact. Consequently, possums are a focus of relocation and rehabilitation efforts in areas where they are threatened^19–21^. These conservation efforts are hampered, at least to some extent, by the lack of genomic resources^19^.

In striking contrast to Australia, possums have destroyed many native forest ecosystems in Aotearoa New Zealand, following their first importation in 1858^22^. Ecological damage occurs mainly through defoliation of trees^23^, but also through opportunistic invertebrate and bird predation^24^. Considering their additional role as a reservoir for bovine tuberculosis^25^, possums are often viewed as the most significant vertebrate pest species in New Zealand^26^. Efforts to control and locally eradicate possums have focussed on poisoning, trapping and shooting; however, more humane and effective approaches involving suppression of possum fertility have been hampered by a lack of genetic information about the species.

To address this, we have produced a near-complete possum genome assembly as part of the Vertebrate Genomes Project, and undertaken a comprehensive functional genomics study. In addition to providing a basic understanding of marsupial pouch young development, we have identified novel communication genes, and imprinted loci not yet discovered in other species. By quantifying admixture in New Zealand possums, and tracing diversity to their source populations in Australia, we aid both pest management in New Zealand and conservation in their native range.

## Results

### Chromosomal assembly of the possum genome

The main brushtail possum genome assembly was generated from the forearm muscle of a 22-day-old male pouch young we called ‘Sandy’ (Fig. 1b). In addition to Sandy, tissue was collected from his sister (Sheila), a ‘backrider’ of approximately 180 days old, and mother (Puku) following trapping. This trio and many other possum samples we collected were from the Dunedin region in southern New Zealand—we concentrated our efforts here on account of it featuring multiple early possum introductions, both from the first site of establishment in nearby Southland, but also directly from Tasmania and mainland Australia^22^.

We generated the assembly following the Vertebrate Genomes Project pipeline v1.5^27^, including haplotype phased contigs from PacBio long-read sequencing, polishing nucleotide errors with short-reads, scaffolding the contigs into chromosomes with 10x Genomics linked reads, Bionano Genomics optical maps, Arima Genomics Hi-C chromatin maps, and curation for structural errors and naming of chromosomes (GenBank accession GCA_011100635.1). Almost all sequence (99.88%) mapped to chromosomes, matching the karyotype^28^ (Fig. 1c), and possessing strong assembly rates (scaffold N50, 442,560,073 bp; contig N50, 4,314,688 bp). Gene annotation was assisted by long-read IsoSeq RNA-sequencing from muscle, brain and testis tissue (GenBank accession: GCF_011100635.1). Our assembly registered a BUSCO score of 96.8% complete genes, better than the most commonly used marsupial genomes (e.g., *Monodelphis domestica*, 91.6% complete)^29^, with the exception of the koala (98% complete)^30,31^ (Supplementary Table 1). Due to hemizygosity, the X-chromosome suffered increased fragmentation relative to the autosomes. Nevertheless, we assembled approximately ~1.28 Mbp of Y-chromosome sequence from 3 separate scaffolds that were specific to males (Fig. S1). At least one gene on these scaffolds, synaptonemal complex element protein 1 (*SYCE1Y*), is a novel Y-linked gene in mammals with differential expression compared to its X-linked homologue, *SYCE1X*.

### RNA sequencing reveals unique physiological adaptations associated with altricial birth, extended lactation and weaning

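One library was sequenced from each of 13 tissues of Sandy, who was 22 days postpartum (dpp), so these values have no replicates. The tissues were liver, brain, skin, kidney, heart, bladder, muscle, small intestine, large intestine, stomach, eye, lung and spleen. Poly(A)-enriched, strand-specific libraries were prepared, and the authors deposited one table with a value for each of 23816 annotated genes in every library. Each value is the log2 of CPM, the uniquely mapped reads on the gene scaled to the total of the library, without correction for gene length. Between 17130171 and 32064469 reads per library fell on genes, with a median of 26034403, and these were 81.1 to 94.1% of the library total used for scaling. A gene without reads carried a value between -5.31 and -4.51 in these 13 libraries, depending on the depth of the library.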

To assist with functional annotation of the possum genome, we undertook RNA-sequencing from 13 of Sandy’s tissues. 

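Liver libraries from 33 pouch young, 7 juveniles and 44 adults were compared, which are the 84 livers shown in the paper's figures. The pouch young were 2 to 109 dpp and comprised 18 animals labelled male and 15 labelled female, the juveniles 3 and 4, and the adults 29 and 15. The liver of 1 pouch young labelled male, of 85 dpp, had no reads on Y-linked genes. The remaining libraries of the table were 9 kidneys, 8 brains and the single libraries of Sandy's other tissues, 2 tongues, 2 pouch young livers that the paper left out, and 1 library whose labels disagree on its tissue and which was not analysed as any condition. Reads on genes ranged from 2846616 to 104559227 in pouch young livers (median 19097745), from 8160891 to 42929396 in juvenile livers (median 17677953) and from 4913366 to 115914844 in adult livers (median 22713642). The value written for a gene without reads therefore ran from -7.09 to -1.81 between livers. Libraries came from 2 kits, NEXTFLEX for 7 pouch young, 3 juveniles and 15 adults, and NEBNext for 26, 4 and 29. The fourth principal component of the 84 livers carried 5.50% of the variance and 62.9% of it was explained by kit, so the main differences between pouch young and adults and between the sexes were also computed within kits. Groups were compared with limma on the deposited log2 values over the 19121 genes with reads in at least 7 of the 84 livers. A gene was counted as different at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 difference of at least 1.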

We also produced a further 103 transcriptome reactions from tissues (mostly liver) collected over a range of developmental stages and locations in the Dunedin region (southern New Zealand; Fig. 1d). 

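Between the livers of 33 pouch young and 44 adults, 4359 genes were higher and 1813 were lower in pouch young. The median difference over all genes tested was 0.36 on the log2 scale. It was 0 with all values below 0 set to 0, 0.11 in NEXTFLEX libraries, 0.43 in NEBNext libraries and -0.10 in pouch young compared with their own mothers. A general shift towards pouch young therefore depended on the processing and on the animals compared. Setting every value below 0 on the log2 scale to 0, which removes the dependence of the lowest value on depth, moved the counts most among the alternatives over all 84 livers, to 2314 higher and 1347 lower. The NEXTFLEX libraries alone gave 3270 genes higher and 1525 lower, and the NEBNext libraries alone gave 4888 and 1839. In 91 of the genes that were higher, every pouch young exceeded every adult, and in 82 of the genes that were lower, every pouch young was below every adult. A chance order of these animals separates a given gene in one direction with a probability of 1.59e-22. The 5 largest differences among the 91 genes were those of *H19* (*LOC118853838*), alpha-fetoprotein (*LOC118852573*), *PRX*, *LOC118832575* and *STEAP1*. *PRX*, on chromosome 2 from 36668408 to 36686695, had at most 3 reads in any adult and was at least 228-fold higher in pouch young. *LOC118832575* lies on chromosome X from 24465793 to 24520278, and its log2 difference was 9.12 (standard error 0.34), with 9.50 in NEXTFLEX and 9.00 in NEBNext libraries. For *STEAP1*, on chromosome 5 from 50892352 to 50916621, the log2 difference was 9.00 (standard error 0.26), with 8.48 and 9.18 in the same order of kits. Both differences depend on the value given to libraries without reads, and with the values below 0 set to 0 they were 5.05 and 4.37.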

Many genes upregulated in possum pouch young relative to adults appeared characteristic of fetal life in eutherian mammals. For example, alpha-fetoprotein (*AFP*; *LOC118852573*) is the major albumin protein during fetal life in humans and mice and its expression is rapidly silenced after birth^32^. Yet we saw high expression in possum pouch young, including juvenile pouch young >120 days post birth (Fig. S2a). 

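*AFP* lies on chromosome 6 from 80715054 to 80750243 on the minus strand. Its expression in liver was 14.73 ± 0.78 (log2 CPM, SD, n = 33) in pouch young, 12.13 ± 3.49 (n = 7) in juveniles and 3.37 ± 1.11 (n = 44) in adults. The log2 difference between pouch young and adults was 11.36 (standard error 0.30, limma adjusted p = 3.11e-50), and all 33 pouch young exceeded every adult. Within kits it was 11.46 in NEXTFLEX libraries and 11.29 in NEBNext libraries. Juveniles exceeded adults by 8.77 (standard error 0.54), with 6 of the 7 juveniles above every adult (two-sided exact Mann-Whitney test, p = 1.14e-06). The remaining juvenile was the backrider Sheila, and without this animal the difference was 10.02. Within kits, juveniles exceeded adults by 7.58 in NEXTFLEX libraries (two-sided exact Mann-Whitney test of 3 juveniles against 15 adults, p = 0.0049) and by 9.70 in NEBNext libraries. The mothers of most juveniles are among these adults. All tests of juveniles against adults treat mother and young as independent animals, and juveniles were not tested as pairs with their mothers. Adding the 2 pouch young livers that the paper left out moved the difference between pouch young and adults most, to 10.49. Among pouch young, *AFP* had no detectable relation to age (Pearson r = -0.280, permutation p = 0.115; Spearman rho = -0.288, permutation p = 0.105; adjusted p = 0.207 over 9 measures tested against age). Within kits, r was -0.733 (exact permutation p = 0.0641) and rho -0.893 (exact permutation p = 0.0123) in the 7 NEXTFLEX pouch young, and r was -0.222 (permutation p = 0.277) in the 26 NEBNext pouch young. The depth behind these values was 44246 to 2410046 reads of *AFP* per pouch young liver and 36 to 1936 reads per adult liver. Over all genes tested, 1925 were higher and 1040 were lower in juveniles than in adults, and 1497 were higher and 497 lower in pouch young than in juveniles. With kit as a covariate these counts were 1976 and 1127 and, for the second comparison, 1646 and 460. Both splits moved with the scaling of the libraries. With the 75th percentile of each library made equal, they were 2718 and 758 for juveniles against adults and 974 and 850 for pouch young against juveniles, and the median differences moved from 0.14 to 0.34 and from 0.18 to -0.04.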

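Of the 8 globin genes of Supplementary Data 1, 6 lie on chromosome 9 between 14602848 and 14665515 and 2 on chromosome 2 between 84585417 and 84611319. Their mean value per liver was 2.95 ± 4.06 (log2 CPM, SD, n = 33) in pouch young, -1.96 ± 0.78 (n = 7) in juveniles and -3.13 ± 1.07 (n = 44) in adults. Pouch young exceeded adults by 6.07 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give), with 23 of the 33 pouch young above every adult. The difference was 3.58 within NEXTFLEX libraries (7 pouch young and 15 adults, exact permutation p = 4.69e-05) and 6.83 within NEBNext libraries. This difference depends on the value given to genes without reads, because *LOC118831117* and *LOC118831092* had no reads in any adult, and it was 3.59 with all values below 0 set to 0. Within pouch young, the globin mean fell with age, with a Pearson r of -0.914 and a Spearman rho of -0.924 (permutation p = 1e-05 for both, and 9e-05 for r after adjustment over the 9 measures). Without the 2 animals whose ages lie farthest from the median, r was -0.900. In the 26 NEBNext libraries r was -0.925, and in the 7 NEXTFLEX libraries it was -0.824 (exact permutation test, p = 0.0222), with a rho of -0.750 (exact permutation test, p = 0.0663). Within this kit r was -0.207 without the 2 farthest ages, so the relation there rests on 2 animals. Each of the 8 genes fell with age, with r between -0.920 and -0.785. The 16 pouch young under 30 dpp had a globin mean of 6.56 ± 2.02 (SD) and the 17 from 30 dpp onwards one of -0.46 ± 1.92 (SD). The most abundant globin gene was *LOC118837956*, with 12.87 ± 3.25 (SD) in pouch young and 4.95 ± 2.24 (SD) in adults. Juveniles exceeded adults by 1.17 in the globin mean (two-sided exact Mann-Whitney test, n = 7 and 44, p = 0.00559). With all values below 0 set to 0, this difference was 0.42 (exact Mann-Whitney test, p = 0.00993). Within kits it was 1.18 in NEXTFLEX libraries, which was not past 0.05 (exact test, p = 0.130). In NEBNext libraries it was 1.09 (exact test, p = 0.0409).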

Silencing of globin gene expression^33^ was also observed in early pouch young, thus reflecting the transfer of blood system production from the liver to bone marrow in post-natal marsupials^34^ (Fig. S2b; Supplementary Data 1).

Perhaps the most striking gene expression change we observed in the liver between pouch young and adults was associated with the metabolic effects of weaning (Fig. 2a; Supplementary Data 2). 

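The *GAL*/*CYP* ratio was computed for each liver as the mean log2 value of the 4 *GAL* genes minus that of the 10 *CYP* genes listed in Supplementary Data 2. The paper describes these genes as paralogues associated with weaning, and its list was made with these same livers. Tests of the ratio, the *GAL* mean and the *CYP* mean between stages are therefore not independent evidence of the change. It was 6.83 ± 1.06 (SD, n = 33) in pouch young, 3.77 ± 3.95 (n = 7) in juveniles and -5.43 ± 0.91 (n = 44) in adults. All 33 pouch young exceeded every adult, by 12.26 on average (two-sided permutation test, p = 1e-05, the smallest the resamples can give). The common floor at 0 moved this difference most, to 10.29, and it was 11.33 in NEXTFLEX libraries and 12.52 in NEBNext libraries. Juveniles exceeded adults by 9.20 (two-sided exact Mann-Whitney test, n = 7 and 44, p = 3.13e-06), with 6 of 7 above every adult. Within kits they exceeded adults by 7.58 in NEXTFLEX libraries (exact Mann-Whitney test, p = 0.0172) and by 10.40 in NEBNext libraries (exact Mann-Whitney test, p = 4.89e-05). Within pouch young, the ratio fell with age (Pearson r = -0.457, permutation p = 0.00864; Spearman rho = -0.533, permutation p = 0.00165; r without the 2 farthest ages = -0.385; adjusted p = 0.0194 over the 9 measures). This relation did not hold within both kits, as r was -0.497 (permutation p = 0.00993) in the 26 NEBNext libraries and 0.583 (exact permutation p = 0.174) in the 7 NEXTFLEX libraries. With kit as a covariate r was -0.364 (permutation p = 0.0382), and -0.211 without the 2 farthest ages.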

Genes associated with the Leloir pathway, involved with the catabolism of galactose and other carbohydrates, were high in pouch young, but low in adults. In contrast, cytochrome P450-family (*CYP*) genes associated with the first major stage of metabolic breakdown (i.e., oxidation) were low in pouch young but became highly expressed in adults. These gene expression changes reflect liver maturation and a metabolic transition to processing a range of dietary molecules at weaning. 

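The *GAL* genes of Supplementary Data 2 include *GLB1L* (chromosome 4, 280984192 to 280990658), *GALK1* (chromosome 4, 198889153 to 198893320) and *GALT* (chromosome 9, 61407838 to 61413235). The mean over the 4 genes of the set was 5.45 ± 0.53 (log2 CPM, SD, n = 33) in pouch young, 4.73 ± 0.75 (n = 7) in juveniles and 2.91 ± 0.42 (n = 44) in adults. The means of pouch young and adults differed by 2.54 (two-sided permutation test, p = 1e-05). All 33 pouch young were above every adult, or 32 of 33 after 75th percentile scaling. The difference in means was 2.38 within NEXTFLEX libraries and 2.61 within NEBNext libraries. By gene, the log2 difference was 3.09 for *GALK1* (standard error 0.17), 2.30 for *GLB1L* (standard error 0.13) and 2.18 for *GALT* (standard error 0.17), and each of these had reads in all 84 livers. In the same order, the differences were 3.02, 2.40 and 2.22 within NEXTFLEX libraries and 3.11, 2.32 and 2.22 within NEBNext libraries. The *GAL* mean had no detectable relation to age within pouch young (Pearson r = -0.0689, permutation p = 0.706; Spearman rho = -0.180, permutation p = 0.315), and none within NEXTFLEX (r = 0.532, exact permutation p = 0.221) or NEBNext libraries (r = -0.163, permutation p = 0.426).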

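Across the 10 *CYP* genes, the mean was -1.38 ± 0.86 (log2 CPM, SD, n = 33) in pouch young, 0.96 ± 3.26 (n = 7) in juveniles and 8.34 ± 0.73 (n = 44) in adults. The difference was -9.72 (two-sided permutation test, p = 1e-05), and all 33 pouch young were below every adult. Each of the 10 genes was lower in pouch young, with log2 differences from -5.74 for *LOC118833853* to -13.83 for *LOC118828043*. *LOC118828043* lies on chromosome 8 from 38092089 to 38114796 and averaged -3.84 ± 1.09 (SD) in pouch young, 16 of which had no reads, and 9.99 ± 0.96 (SD) in adults. Among the genes lower in pouch young whose groups did not overlap, it had the largest difference, and the next 4 of these were the *CYP* genes *LOC118828044* (-12.48), *LOC118833859* (-11.52), *LOC118828297* (-11.42) and *LOC118828051* (-10.69). The value for libraries without reads sets part of these differences, and with the common floor the difference of the *CYP* mean was -7.75. Within kits it was -8.95 in NEXTFLEX libraries and -9.90 in NEBNext libraries. Among pouch young, the *CYP* mean rose with age (Pearson r = 0.521, permutation p = 0.00219; Spearman rho = 0.570, permutation p = 0.00055; r without the 2 farthest ages = 0.467; adjusted p = 0.00657). The rise did not hold within both kits, with r of 0.512 (permutation p = 0.00796) in NEBNext libraries and of -0.533 (exact permutation p = 0.224) in the 7 NEXTFLEX libraries, and r was 0.428 (permutation p = 0.0131) with kit as a covariate. From the opposite changes of the *GAL* and *CYP* genes between pouch young and adults, the paper concludes that the liver matures and changes its metabolism to process a range of dietary molecules at weaning.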

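The 7 juveniles included the backrider Sheila, a female whose liver library was prepared with the NEXTFLEX kit. In this library the *GAL* mean was 3.25, the *CYP* mean 8.05 and the *GAL*/*CYP* ratio -4.80 (log2). Adults had ratios from -6.95 to -3.07, and the other 6 juveniles ranged from 2.69 to 6.06. The other juveniles of this kit, both males, had ratios of 5.84 and 5.54. Values of a single animal carry no replicate error, and the SD among adults was 0.91.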

Interestingly, we found that the ‘back-rider’ Sheila (Sandy’s half-sister), had a low galactase/CYP ratio, indicative of weaning. This result provides molecular proof that at least some backriders stay with their mothers post-weaning, perhaps to learn browsing techniques.

**Fig. 2:**
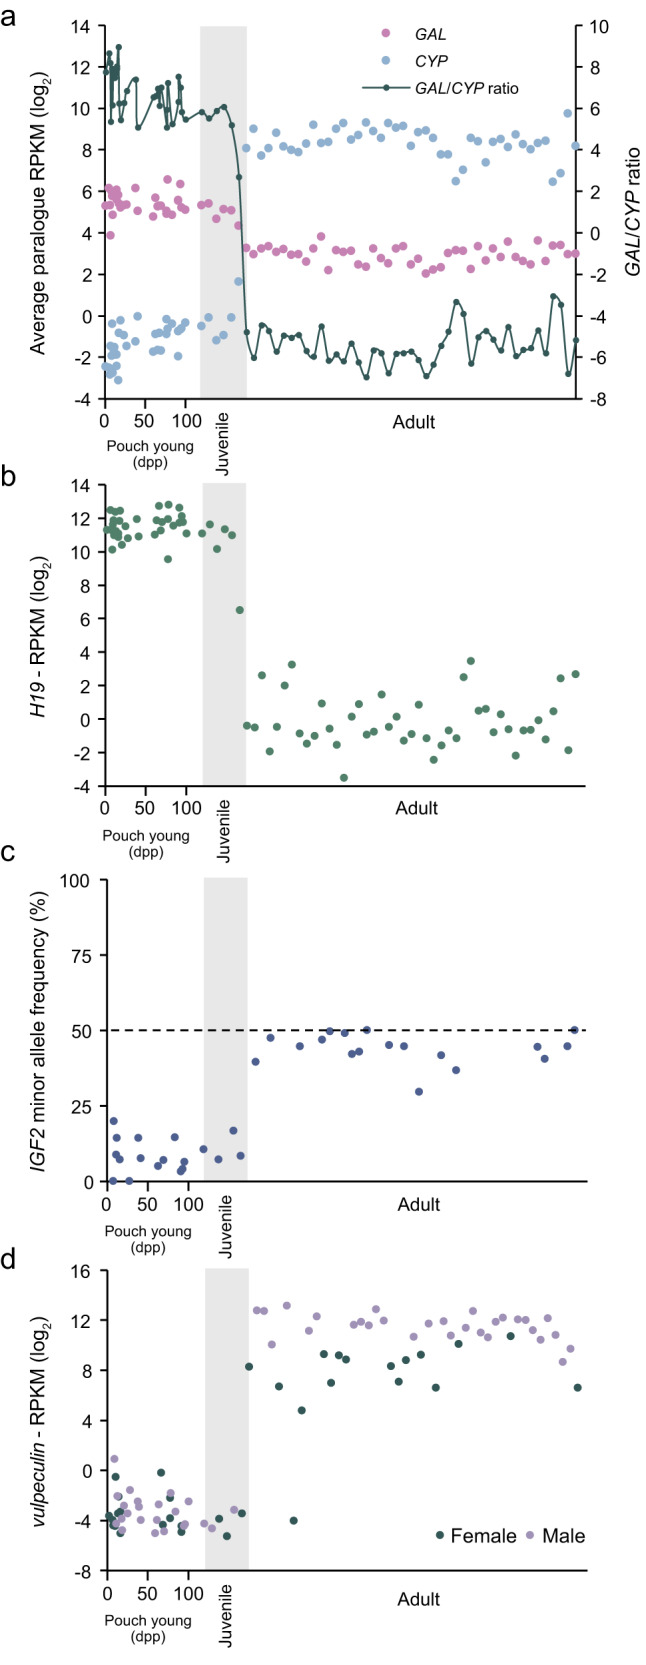
Gene expression changes associated with weaning. **a** Galactose metabolism (*GAL*, pink), cytochrome P450 (*CYP*, blue) paralogues (left) and the *GAL*/*CYP* ratio (green; right), **b** *H19*, **c** *IGF2* minor allele and **d** *vulpeculin* (females=green, males=purple) expression changes in liver RNA-sequencing from pouch young and adult possums. dpp, days postpartum. Source data are provided as a Source Data file.

To uncover molecular signals of unique marsupial traits associated with weaning, we searched for genes associated with the galactase/CYP expression ratio. 

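Pearson r of every gene with the *GAL*/*CYP* ratio was computed over the 84 livers and the 23816 genes were ranked by it, the genes of the ratio included. Pouch young and adults form separate clusters in the ratio, so r over all livers reflects the difference between the groups and only the ranks are given. *AFP* ranked first and *H19* second, followed by *STEAP1*, *LOC118841475* and *FKBP10*. *H19* ranked first with a common floor at 0 or with a pseudocount of 0.1, 5th with the 2 livers that the paper left out, 13th in NEXTFLEX libraries and 75th by Spearman's rho. Within the 33 pouch young, *H19* and the ratio had a Pearson r of 0.406 (permutation p = 0.0187) and a Spearman rho of 0.255 (permutation p = 0.151), and r was 0.313 (permutation p = 0.085) without the 2 animals farthest from the median ratio, so at these settings the relation rests on those animals. With the pseudocount of 0.1 it was stronger, with r of 0.525 (permutation p = 0.0016), rho of 0.465 (permutation p = 0.00664) and r of 0.390 (permutation p = 0.0303) without the 2 farthest animals. With the common floor these were 0.518 (permutation p = 0.00191), 0.436 (permutation p = 0.0118) and 0.343 (permutation p = 0.0584). It was not past 0.05 within the 26 NEBNext libraries (r = 0.210, permutation p = 0.302) and was stronger within the 7 NEXTFLEX libraries (r = 0.888, exact permutation p = 0.00754), also without the 2 farthest animals (r = 0.961, exact permutation p = 0.00833). Within the 44 adults, r was 0.363 (permutation p = 0.015), rho 0.364 (permutation p = 0.0151) and r without the 2 farthest animals 0.442, with r of 0.586 (permutation p = 0.0226) in the 15 NEXTFLEX libraries and 0.313 (permutation p = 0.096) in the 29 NEBNext libraries, where it was 0.399 (permutation p = 0.0398) without the 2 farthest animals. The relation in the NEXTFLEX adults rests on the 2 farthest animals, without which r was 0.395 (permutation p = 0.18). Within the 7 juveniles, r was 0.986 (exact permutation p = 0.0125) and rho 0.643 (exact permutation p = 0.139), but r was -0.124 without Sheila and the juvenile with the next lowest ratio, so the relation rests on these 2 animals. With kit as a covariate, r was 0.989 (exact permutation p = 0.00119) and rho 0.929 (exact permutation p = 0.00675), and r was -0.139 (exact permutation p = 0.8) without the 2 animals. After adjustment over the 3 groups, each p for Pearson r was 0.0187, for the deposited values without kit as a covariate. With kit as a covariate, r was 0.331 (permutation p = 0.0598) in pouch young and 0.362 (permutation p = 0.0154) in adults. With the common floor, r in adults was 0.289 (permutation p = 0.0556). The relation was therefore not past 0.05 under every setting in either group.

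**Figure D1:**
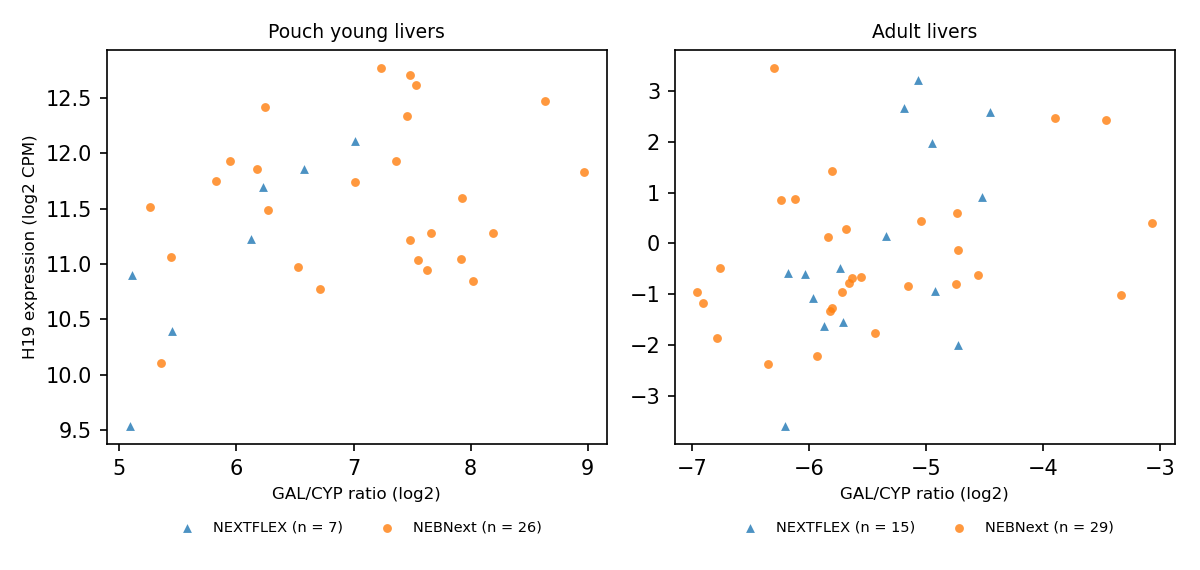
Expression of *H19* (log2 CPM) against the *GAL*/*CYP* ratio (log2) in 33 pouch young livers and 44 adult livers, one point per animal, with the library kit as the symbol. Within each group the points scatter widely, with r of 0.406 in pouch young and 0.363 in adults.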

The gene with the highest correlation to the galactase/CYP ratio encoded the imprinted long non-coding RNA, *H19* (*LOC118853838*; Fig. 2b). *H19* is thought to help orchestrate the paternal-specific expression of *insulin-like growth factor 2* (*IGF2*) in mice^35^, an iconic and intensively studied imprinted gene. Similar regulation of *IGF2*/*H19* has been proposed for the tammar wallaby, an Australian macropodid marsupial^36,37^. To explore this further in possum, we searched for single-nucleotide polymorphisms (SNPs) within *H19* and *IGF2* of Sandy and other individuals we collected, and tested their expression. 

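The deposited table counts reads per gene and does not separate alleles, so parental expression was not analysed here. *H19* lies on chromosome 6 from 282652183 to 282655843, and *IGF2* lies on an unplaced contig from 7998 to 29110. *H19* expression in liver was 11.49 ± 0.75 (log2 CPM, SD, n = 33) in pouch young, 8.74 ± 4.39 (n = 7) in juveniles and -0.17 ± 1.60 (n = 44) in adults. The log2 difference between pouch young and adults was 11.66 (standard error 0.39, limma adjusted p = 1.48e-43), within 10.93 to 12.07 under the alternatives, and all 33 pouch young exceeded every adult. Within kits it was 11.17 in NEXTFLEX libraries and 11.82 in NEBNext libraries. Adult livers had 1 to 353 reads of *H19*, with a median of 21. Juveniles exceeded adults by 8.91 (two-sided exact Mann-Whitney test, n = 7 and 44, p = 2.03e-05), and by 7.49 in NEXTFLEX libraries, where the test of 3 juveniles against 15 adults was not past 0.05 (exact p = 0.0564). The lowest juvenile was Sheila, with an *H19* value of -0.40. *IGF2* changed less, from 10.63 ± 0.70 (SD, n = 33) in pouch young through 10.36 ± 1.04 (n = 7) in juveniles to 9.24 ± 0.64 (n = 44) in adults, a log2 difference of 1.39 between pouch young and adults (standard error 0.16, limma adjusted p = 2.86e-12), with 22 of 33 pouch young above every adult. Within kits this difference was 1.32 in NEXTFLEX libraries and 1.58 in NEBNext libraries, and the kits themselves differed for *IGF2* in adults by -1.06 (NEBNext minus NEXTFLEX, adjusted p = 2.39e-08). *IGF2* rose with age among pouch young (Pearson r = 0.655, permutation p = 8e-05; Spearman rho = 0.681, permutation p = 2e-05; r without the 2 farthest ages = 0.664; adjusted p = 0.00036), whereas for *H19* no relation to age was detected without adjustment for kit (r = 0.204, permutation p = 0.255; rho = 0.213, permutation p = 0.234). For *IGF2*, r was 0.659 (permutation p = 0.0003) within NEBNext libraries, but -0.0124 (exact permutation p = 0.979) within the 7 NEXTFLEX libraries. For *H19*, r was 0.314 (permutation p = 0.119) and 0.421 (exact permutation p = 0.349). With kit as a covariate, *H19* had r of 0.328 (permutation p = 0.0619), rho of 0.354 (permutation p = 0.0438, not adjusted for the number of measures) and r of 0.424 without the 2 farthest ages, so a rise with age is not excluded.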

We found exclusive maternal expression of *H19*, whereas *IGF2* was paternally expressed in pouch young and biallelically expressed in adults where *H19* expression was silenced (Fig. 2b, c; Fig. S2c).

Genes anti-correlated with the galactase/CYP weaning signature were also identified. 

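The 5 lowest Pearson r with the *GAL*/*CYP* ratio over the 84 livers were those of *LOC118828297*, *LOC118828043*, *LOC118828051*, *LOC118833859* and *SRD5A2*. The first 4 are *CYP* genes that enter the ratio themselves, and such genes took 6 of the 30 lowest places. *SRD5A2*, on chromosome 3 from 217111491 to 217189877, was lower in pouch young than in adults, with a log2 difference of -10.30 (standard error 0.34), of -10.90 within NEXTFLEX and -10.06 within NEBNext libraries, and of -6.93 with all values below 0 set to 0.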

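The lipocalin genes *LOC118842298* and *LOC118843263* ranked 28th and 29th from the lowest r among the 23816 genes. These places moved to 10th and 14th in NEBNext libraries alone, to 271st and 229th in NEXTFLEX libraries alone, and to 528th and 607th by Spearman's rho. Ranked within the 33 pouch young alone they took places 6078 and 10498, and within the 44 adults alone places 5732 and 5857. *LOC118842298* averaged -3.28 ± 1.45 (log2 CPM, SD, n = 33) in pouch young and 10.05 ± 2.98 (n = 44) in adults, a log2 difference of -13.34 (standard error 0.61, limma adjusted p = 2.92e-34). *LOC118843263* averaged -4.28 ± 1.07 (n = 33) and 6.80 ± 2.40 (n = 44), a log2 difference of -11.08 (standard error 0.50, limma adjusted p = 2.12e-34). Pouch young had at most 24 reads of *LOC118842298* and at most 4 reads of *LOC118843263*, and 29 of 33 had none of the latter, so both differences depend on the value given to libraries without reads. They were -10.12 and -6.89 with the common floor, -12.42 and -10.10 in NEXTFLEX libraries, and -13.90 and -11.63 in NEBNext libraries. The groups overlapped through 1 adult female of the NEXTFLEX kit, which had no reads of either gene. Among the 7 juveniles, the median number of reads was 0 for both genes, and Sheila had values of 8.26 and 6.86.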

Two of the most anti-associated were lipocalin family members (*LOC118842298* and *LOC118843263*), known for binding and transporting small hydrophobic molecules such as steroid hormones, odorants, retinoids, and lipids^38–40^. Homology searches revealed that *LOC118842298* encoded vulpeculin, previously known in possum only by its protein sequence^41,42^, with the other being a close relative (which we have named ganderin), situated amongst a mini-cluster of lipocalin genes on chromosome 3 (Supplementary Table 2). 

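*Vulpeculin* lies on chromosome 3 from 173712002 to 173722644 on the plus strand and *ganderin* from 173670196 to 173677008 on the minus strand. Of the genes that Supplementary Table 2 lists for the cluster, 10 are in the deposited table by the names given there, between 173451178 and 174117705. *LCN9*, *LOC118841424*, *LOC118842300* and *LOC118841314* had no reads in any pouch young, juvenile or adult liver. *LOC118842296* had 1 read in 1 adult, and *LOC118841226* had reads in 7 adults and 1 pouch young, at most 2 per library. *LOC118841385* had reads in 10 of 33 pouch young, in 1 of 7 juveniles and in no adult. *LOC118844008* had reads in 10 pouch young and 20 adults and did not differ between these groups (log2 difference -0.47, standard error 0.33, limma adjusted p = 0.197) or between adult males and females (log2 difference 0.72, standard error 0.53, limma adjusted p = 0.536).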

Vulpeculin is notable as being the most abundant protein in possum urine^42^, implying it acts in a similar manner to a large family of related lipocalins, the major urinary proteins in rodents, which are expressed in the liver but excreted in urine and heavily implicated in pheromone biology and chemical communication^39^. Interestingly, we found that expression of *vulpeculin* and *ganderin* is somewhat variable in females, but is consistent and much higher in males (Figs. 2d, S2d).

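In the livers of adults, *vulpeculin* averaged 11.50 ± 1.03 (log2 CPM, SD, n = 29) in males and 7.25 ± 3.53 (n = 15) in females, and *ganderin* averaged 8.03 ± 0.92 in males and 4.43 ± 2.62 in females. The male excess was 4.25 for *vulpeculin* and 3.60 for *ganderin* (two-sided permutation tests, p = 1e-05 for both, the smallest they can give; limma adjusted p = 9.38e-05 and 1.37e-05), and 23 and 26 of the 29 males exceeded every female. Within NEXTFLEX libraries (7 males and 8 females) the differences were 5.94 (exact permutation p = 0.000622) and 4.53 (exact permutation p = 0.000466), and within NEBNext libraries (22 males and 7 females) they were 2.68 (exact permutation p = 5.06e-05) and 2.58 (exact permutation p = 1.54e-05). In the limma analysis of all genes within NEXTFLEX libraries alone, neither gene was past the threshold. The SD of *vulpeculin* in females exceeded that in males by 2.51 (two-sided permutation test, p = 0.00615), and that of *ganderin* by 1.70 (p = 0.056 by the same test), which was not past 0.05. Much of this spread came from the NEXTFLEX female without reads of either gene, since without it, a choice made after its values were seen, the excess in SD was 0.63 (p = 0.0365) for *vulpeculin* and 0.24 (p = 0.224) for *ganderin*, while the male excess in mean was 3.43 and 2.98. The excess in SD of *vulpeculin* was not past 0.05 within NEXTFLEX libraries (exact permutation p = 0.118) or NEBNext libraries (exact permutation p = 0.194), and neither was that of *ganderin* (exact permutation p = 0.243 and 0.447). With kit as a covariate and all females kept, it was 2.26 for *vulpeculin* (permutation p = 0.00202) and 1.52 for *ganderin* (permutation p = 0.0163). With 75th percentile scaling, that of *ganderin* was 1.71 (permutation p = 0.046). Over the 17849 genes with reads in at least 7 of the 44 adult livers, limma counted 22 genes as higher in males and 18 as higher in females. With the common floor these counts were 12 and 13, with kit as a covariate 21 and 10, with voom on the recovered reads 22 and 26, and without the female that lacked reads of the lipocalins they were 21 and 13. The 5 largest male differences were *LOC118833371*, *LOC118833358*, *UBA1*, *LOC118833340* and *LOC118833337*, all on unplaced contigs. The paper identifies the contigs of *LOC118833358*, *UBA1*, *LOC118833340* and *LOC118833337* as Y-chromosome sequence that is specific to males. For these genes the difference therefore follows from sequence that only males carry. The contig of *LOC118833371* is not among those that the paper lists. *LOC118833371*, *LOC118833358*, *LOC118833340* and *LOC118833337* had at most 2 reads in any adult female and were at least 211-fold, 153-fold, 129-fold and 91.0-fold higher in males, and the log2 difference of *UBA1* was 8.93 (standard error 0.53). The 5 largest female differences were *LOC118832672* and *LOC118832916* on chromosome X, *LOC118838460* on chromosome 2, and *LOC118844536* and *LOC118841569* on chromosome 3. *LOC118832672* and *LOC118832916* had at most 3 reads in any adult male and were at least 197-fold and 138-fold higher in females, and the log2 differences of the others (male minus female) were -5.14, -3.41 and -3.36. Of these, *LOC118838460* and *LOC118841569* were past the threshold within neither kit alone, and *LOC118844536* was not within NEXTFLEX libraries.

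**Figure D2:**
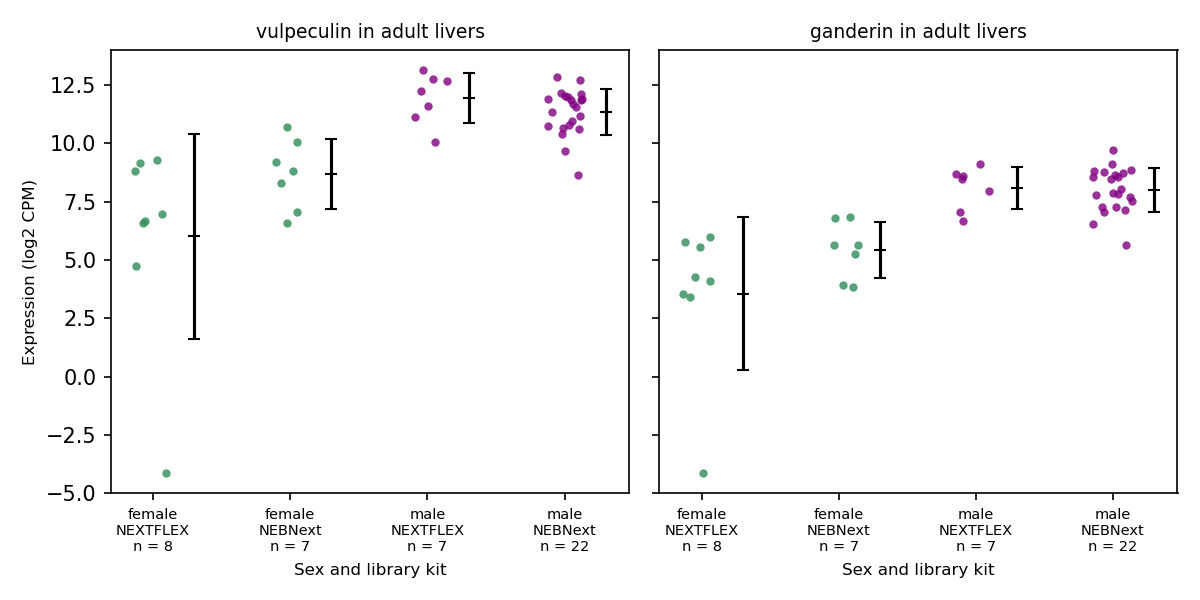
Expression (log2 CPM) of *vulpeculin* and *ganderin* in 44 adult livers by sex and library kit, one point per animal, with the mean and SD as a bar beside each group. Within each kit the male mean lies above the female mean, and the lowest point of both panels is a NEXTFLEX female without reads of either gene, at -4.14.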

### Early invasion history and admixture of possums in New Zealand

Brushtail possums are widely distributed within their Australian home range, with up to 6 recognised subspecies^43^. Of these, *Trichosurus vulpecula fuliginosus* from lutruwita Tasmania, and *Trichosurus vulpecula vulpecula* from south-east Australia, have well-documented importation into New Zealand^22^. The extent to which these subspecies are hybridising has not yet been fully described—elsewhere in New Zealand, certain populations maintain significant substructure, whereas others are freely interbreeding^44–48^. In all cases, genetic tracing to reveal the source Australian populations remains incomplete.

We hypothesised that possums from the Dunedin area may hold considerable genetic variation as this was an early and intensive site of possum release^22^. Indeed, mitochondrial sequencing from 3 Dunedin locations revealed 4 distinct mitochondrial haplotypes perhaps representing separate Australian source populations. One of these haplotypes clustered with possum samples originating near Sydney in New South Wales (NSW), with another closely related to the Tasmanian reference possum we sequenced (Fig. 3a). The other two haplotypes aligned to D-loop sequence from possums sourced from separate mainland populations (99.1% and 97.0% identity, respectively)^48^. We assessed nuclear genetic diversity from our RNA-sequencing data and reference samples^49,50^, finding standardised multilocus heterozygosity (sMLH) is higher on average in Dunedin possums than in the native Australian range, even when restricting comparisons to possums sharing the same mitochondrial haplotype. When compared to RNA-sequencing data from Australian mainland possums^50^, and low-coverage genomic sequencing of the Tasmanian individual, we found that diversity among Dunedin possums appears to be driven by admixture between diverse sources in Tasmania and mainland Australia (Fig. 3b).

**Fig. 3:**
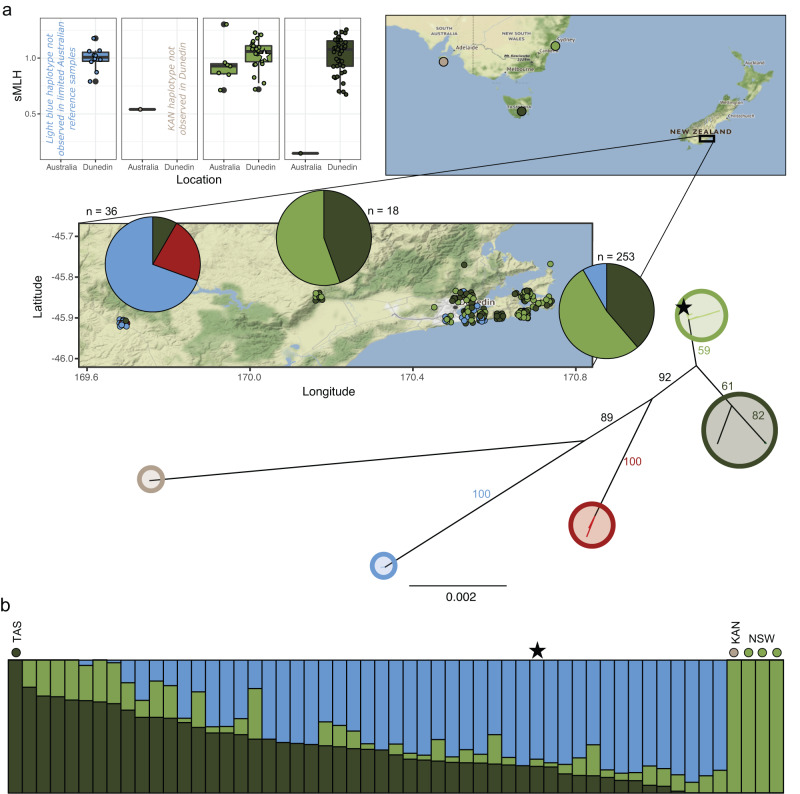
Diverse geographic origins of admixed Dunedin possums lead to high genetic diversity. **a** Standardised multilocus heterozygosity (sMLH, upper left) of Australian and Dunedin possums, obtained from RNA-sequencing variant calls (biologically independent animals, *n* = 10, 1, 7, 25, 1 and 45, left to right, respectively). Boxplot minima and maxima (large black dots) indicate points beyond whiskers. Whiskers are 1.5*interquartile range above and below the 75th percentile and 25th percentile (upper and lower whisker respectively), which form the bounds of the box, with the centre of the box representing the median. Clades were obtained from the maximum likelihood phylogenetic reconstruction of mitogenomes, utilising reference samples from New South Wales (NSW, light green), Kangaroo Island (KAN, beige), and Tasmania (TAS, dark green). Haplotypes from NSW and TAS, but not KAN, were present in Dunedin samples, as well as two likely mainland Australian haplotypes, identified by homology to D-loop sequence^48^ (red and blue). **b** Nuclear admixture analysis for Dunedin samples relative to reference samples from TAS (dark green) and NSW/KAN (light green), as well as another likely mainland source (blue). Results for Sandy, the reference genome individual, are indicated (star). Source data are provided as a Source Data file.

### Identification of novel marsupial imprinted genes

Relative to eutherian mammals, marsupial placentation affords less opportunity for manipulation of maternal physiology. As such, it is assumed that genomic imprinting is relatively reduced in marsupials, a proposition supported by biallelic expression or absence of many eutherian imprinted genes^7,14–17,51^. Nevertheless, the possibility that marsupials possess a novel set of imprinted genes that relate to their unique biology has not been tested outside of *M. domestica*^16,17^.

To perform an effective imprinted gene search, the ability to distinguish parental alleles over a large number of genes is essential. High levels of heterozygosity in Sandy and the other admixed New Zealand possums (Fig. 3a) provided a unique opportunity to search for novel marsupial imprinted genes. Initially, we tried searching for allele-specific expression in RNA-sequencing datasets, however, this resulted in a large number of candidate genes, many of which were false positives involving pseudogenes and repetitive regions^52^. Consequently, we altered our discovery pipeline to first identify allele-specific methylation (ASM) at candidate imprinting control regions^53–55^ using long-read nanopore sequencing (Fig. S3a). We started with an initial list of 173 sites displaying ASM (Supplementary Data 3), which included known marsupial imprint control regions (ICRs) such as intron 12 of *IGF2R*^56^ (Fig. S3b) and the *PEG10* promoter^57^ (Fig. S3c). We then searched for monoallelic expression of SNPs expressed in nearby genes. As heterozygous SNPs were so clearly identified in Sandy’s genome due to 60-fold sequencing coverage, we started with an analysis of his transcriptome set.

In addition to known marsupial imprinted genes such as *IGF2R* and *PEG10*, we found 3 sites of ASM (Fig. 4a–c) associated with monoallelic expression of adjacent or overlapping genes in all of Sandy’s tissues (Fig. 5a–d; Fig. S4a). This included the *MLH1* and *EPM2AIP1* genes linked to a single intervening region of ASM, as well as single gene loci featuring *UBP1* and *GPX7* (Fig. 5a–d).

**Fig. 4:**
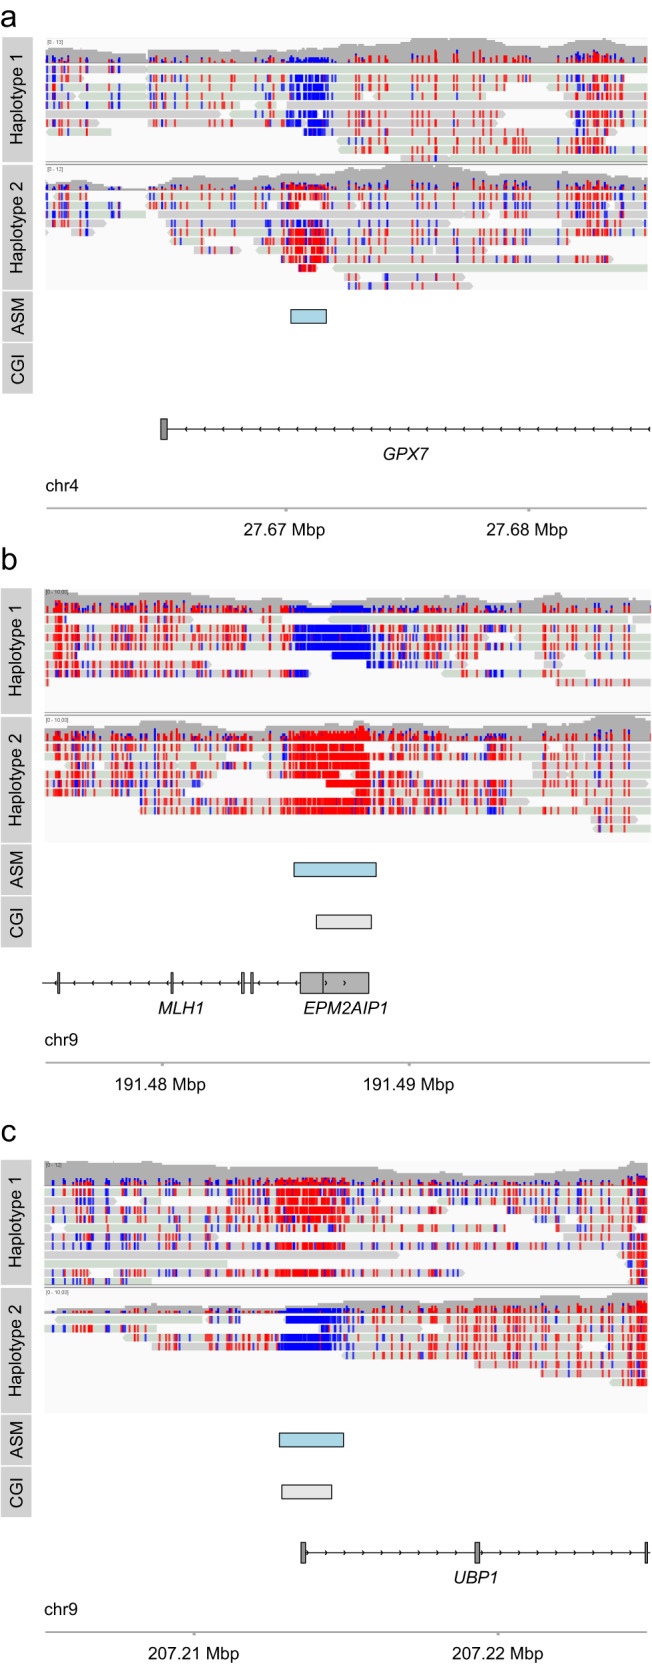
Novel allele-specific methylation sites identified by nanopore sequencing. Methylation haplotypes associated with three selected loci: *GPX7* (**a**), *MLH1/EPM2AIP1* (**b**) and *UBP1* (**c**). Methylated cytosines are red, unmethylated cytosines are blue; ASM allele-specific methylation, CGI CpG island.

**Fig. 5:**
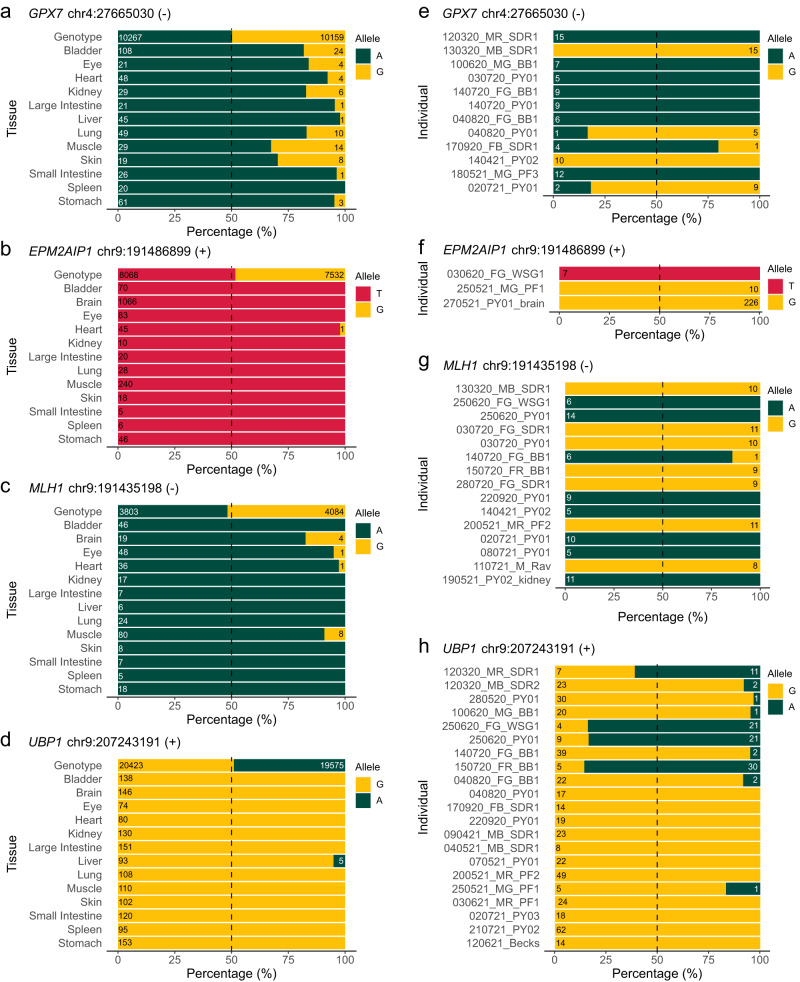
Novel allele-specific methylation sites correlate with monoallelic expression of neighbouring genes. Monoallelic expression of single-nucleotide polymorphisms within *GPX7* (**a**, **e**), *EPM2AIP1* (**b**, **f**), *MLH1* (**c**, **g**) and *UBP1* (**d**, **h**) in RNA-sequencing data from Sandy’s tissues (**a**–**d**) and heterozygous individuals (**e**–**h**). Values represent read depth (≥5). Source data are provided as a Source Data file.

To further test the monoallelic nature of these genes, we then examined our RNA-sequencing datasets from other individuals. Although significant allelic variation was found in these genes, no single individual appeared to express both alleles—a violation of the Hardy-Weinberg equilibrium (Supplementary Data 4). Amplicon sequencing was then used to definitively prove which individuals were heterozygous despite showing expression of only one allele (Fig. 5e–h; Fig. S4b–e; Supplementary Data 4).

While monoallelic expression was clear for *MLH1*/*EPM2AIP1*, there appeared to be biased expression of *GPX7* and *UBP1*. Moreover, our experiments up to this point had not definitively shown allelic dependence on parental sex. To address this, we genotyped the mothers of heterozygous offspring at our loci of interest—in instances where a mother was homozygous, this allowed us to assign the parental origin of alleles. In every case, we confirmed that *GPX7* was expressed from the maternal allele (*n* = 7), whereas *MLH1* (n = 5), *EPM2AIP1* (*n* = 5), and *UBP1* (*n* = 4), were all expressed from the paternal allele (Table 1; Supplementary Data 4).

**Table 1:** Summary of parent-specific monoallelic expression data, with potential gene function, indicated

Gene	Heterozygous individuals displaying monoallelic expression	Parent-specific expression?	Number of duos identified	Function—human and mouse studies
*GPX7*	19	Yes—Maternal	7	Protects from oxidative stress, suppresses growth^77^
*EPM2AIP1*	7	Yes—Paternal	5	Involved in glycogen storage, promotes growth^79^
*MLH1*	31	Yes—Paternal	5	DNA mismatch repair protein, stable epiallele^82^
*UBP1*	35	Yes—Paternal	4	Embryonic lethal promotes placental growth^78^

### Global methylation erasure in primordial germ cells coincides with the reprogramming of imprint control regions

In humans and mice, epigenetic marks acquired in one generation are generally not passed on to the next because of genome-wide epigenetic erasure in the germline^58,59^. By far the most distinctive methylation erasure event occurs in primordial germ cells (PGCs), in which high starting levels of methylation (70-80%) are removed through active and passive means, leaving only 5% methylation at its lowest point^60,61^. In contrast, while there is an alteration of methylation patterns in the germline of non-mammalian vertebrates like zebrafish, global methylation erasure in PGCs apparently does not occur^62–66^. This provides for the interesting possibility that acquired traits underpinned by DNA methylation can be inherited in at least some vertebrate groups^58,67,68^.

As a divergent mammalian group, methylation dynamics in the marsupial germline are somewhat unclear. Global loss of PGC methylation has been observed in wallaby^69^, however, the immunofluorescence techniques used were not quantitative. To explore genome-wide methylation changes in possum development, we isolated PGCs from the gonads of male pouch young up to 106 days of age (Fig. 6a). Low-coverage bisulfite sequencing was used to estimate global DNA methylation levels throughout post-natal development. Methylation levels were high immediately after birth (69.7%), but dropped to 41.1% by 10 days postpartum (dpp) (Fig. 6b; Supplementary Data 5). Subsequently, remethylation occurred such that at 25 dpp, 60-70% methylation was observed (*t*-test, *p* = 0.001), consistent with adult sperm.

**Fig. 6:**
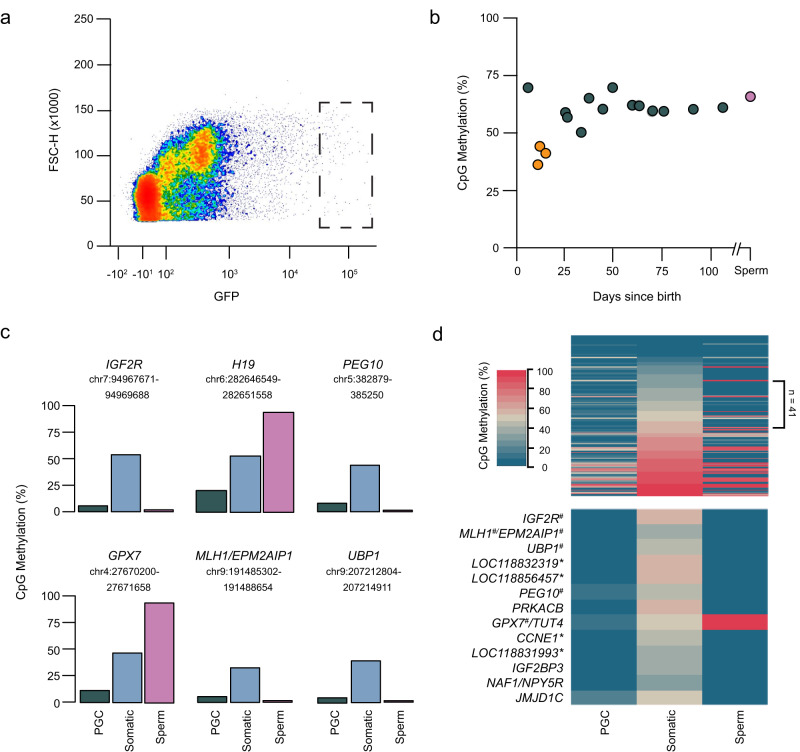
Male germline reprogramming of imprinting and the epigenome. **a** Flow cytometry plot of SSEA1 (GFP) labelled primordial germ cells (PGCs) purified from a representative individual (13 dpp). Dots are individual cellular events and colours represent data density (red=highest). Cellular events are plotted against forward scatter height (FSC-H) and intensity of GFP fluorescence. Dashed box represents the gating strategy used to isolate GFP-positive PGCs. GFP-negative (somatic) cells were sorted from outside of the gated range (from cluster on left-hand side). **b** Genome-wide CpG methylation (%) of male germ cells (GFP-positive) from pouch young gonads between 7 and 106 days since birth (*n* = 16; dark green and orange dots) and from adult sperm (*n* = 1; pink dot). Orange samples represent individuals with reduced global DNA methylation (‘hypomethylated’). Biologically independent samples (*n* = 15; orange dots and subsequent dark green dots) from *n* = 3 sequencing runs were used for statistical analysis. **c** CpG methylation (%) at ASM sites for PGCs (GFP-positive, dark green) and somatic cells (GFP-negative; light blue) of two ‘hypomethylated’ individuals (13 and 16 dpp) and for adult sperm (pink). **d** Top panel: heatmap of methylation at all ASM sites (excluding those with missing data, *n* = 32) in PGCs, somatic cells and sperm. ASMs with somatic methylation 30–57% are indicated (*n* = 41). Bottom panel: heatmap of methylation at ASM sites in PGCs, somatic cells and sperm associated with imprinted genes confirmed by our work and previously^53, 54^ (#), ASMs near genes recently identified to have imprinted expression in opossum^17^ (*) or candidate imprinted genes displaying monoallelic expression in Sandy’s brain, liver or muscle. Source data are provided as a Source Data file.

To establish if the novel imprinting control regions we identified are reprogrammed during this period of methylation erasure, we undertook deep sequencing of two libraries (13 and 16 dpp), and compared these to libraries of control somatic cells from the same individuals (i.e. non-germline gonadal cells) and adult sperm (Fig. 6c). From this analysis, it was clear that the control somatic cells were 50% methylated over the regions we found that had ASM in Sandy (Fig. 4a–c; Fig. S3b, c and Fig. S5b). In contrast, PGC methylation in the same regions was 5.06-20.7%, implying that the erasure of methylation imprints in the germline coincides with global DNA demethylation. Interestingly, sperm methylation at the ASM sites was even lower than PGCs for *IGF2R*, *PEG10*, *MLH1* and *UBP1* (1.39–1.80%); however, *H19* and *GPX7*, were fully methylated (94.24–95.79%) (Fig. 6c). This supports our findings of paternal- and maternal-specific expression for these genes, respectively (Fig. 5a–h; Fig. S4b–e; Supplementary Data 4), and implies the ASMs we discovered to act as germline imprinting control regions (ICRs). Moreover, our data for *PEG10* and *IGF2R* is consistent with tammar wallaby^56,57^.

To identify other putative ICRs with methylation patterns indicative of imprinting, we assessed methylation levels of the remaining ASM sites we identified in the PGC, somatic cell and adult sperm datasets (Fig. 6d, top panel; excluding those ASM sites with missing data, *n* = 32). We found 41 ASM sites had somatic methylation levels that fall within the range exhibited by germline ICRs (30–57%). Of these, 9 ASM sites were associated with (+/− 1 Mb distance) 13 genes displaying monoallelic expression in at least Sandy’s brain, liver or muscle (Fig. 6d, bottom panel; Supplementary Data 3). While not as robustly tested as *MLH1/EPM2AIP1, GPX7* and *UBP1*, we nonetheless consider these ASM sites and genes to be strong imprinted gene candidates worthy of further testing.

## Discussion

The brushtail possum is protected across their native range in Australia but is considered a noxious pest in New Zealand. Efforts to manage their respective populations are simultaneously undermined by a lack of genetic information. We have addressed this by producing a chromosome-scale assembly of the possum genome that is amongst the best for any marsupial to date, due at least in part to the incorporation of long-read sequencing and haplotype phasing^27^.

The value of this reference assembly sequence is amplified through complementary functional genomics obtained using RNA sequencing and methylation-sensitive nanopore long-read sequencing. For example, we assembled 1.28 Mbp of Y-chromosome sequence, the most of any marsupial, and in doing so revealed at least one Y-linked gene not reported in other mammals to date. Differential expression patterns of these Y-linked genes compared to their X-linked counterparts provide considerable support for the hypothesis that they have undergone adaptive evolution on the Y-chromosome.

Our assembly also revealed the genetic sequence of vulpeculin, a major urinary protein, and its previously unknown homologue, ganderin. Possums are thought to use chemical signals as their primary form of social communication^70^, with males, in particular, engaging in territory-marking behaviour, where urine is deposited along the length of a log or branch. Male-biased expression of *vulpeculin* and *ganderin* therefore supports the hypothesis that these proteins carry and prolong pheromone signals in possums and other marsupials. Restriction of expression to post-weaning also makes sense, given both the metabolic cost of producing lipocalin molecules for urinary excretion^71^ and the fact that possum pouch young interact only with their mother, so do not need to produce urinary chemical communication signals.

We used RNA-sequencing data as a cost-effective reduced representation means to sample population dynamics in the Dunedin region, as well as assemble mitochondrial sequences. Together, this analysis showed considerable admixture has occurred since possums were introduced to New Zealand, and our work adds to the New Zealand sites known for interbreeding of Tasmanian and mainland sub-types^45^. We could trace possums in our southern New Zealand dataset to closely related modern Australian populations from Tasmania and south-east mainland Australia. This is in line with historical records—the Otago Acclimatisation Society documented the importation of breeding possums from at least Leongatha in Victoria, and Hobart in Tasmania (both directly from Hobart and via the Southland population also established from Hobart), with additional introductions also possible^22,72,73^.

DNA methylation analysis further enhanced the utility of the possum genome sequence. Precise quantitation of methylation in PGCs using bisulfite sequencing not only confirms that global germline epigenetic erasure occurs in marsupials^60,61,69^, but also validates patterns of imprinting at ASM sites that we identified by phased nanopore sequencing of somatic tissue. In addition, the discovery of cells with erased imprints provides undeniable molecular proof that bona fide PGCs can be isolated from possum during post-natal life. This is significant because manipulation of PGCs may prove to be the most efficient way to genetically modify the marsupial germline, as is the case in avians^74^.

Using long-read methylation sequencing as a starting point, we discovered 4 genes with parent-specific imprinted expression across a wide range of tissues, albeit with two genes (*UBP1* and *GPX7*) showing leaky monoallelic expression, as previously reported for some marsupial imprinted genes^75^. Associated with these imprinted genes was parent-specific methylation—two instances where the maternal chromosome was methylated (like most imprinted loci), and one example of paternal methylation (*GPX7*). Interestingly, *GPX7* ASM is located in an intron, similar to other known paternally methylated imprint control regions, and unlike maternal imprint control regions which are generally located at transcription start sites^76^. According to the parental-conflict hypothesis, maternal-specific expression of *GPX7* in possum implies it should function as a growth suppressor. Indeed, mice deficient in *GPX7* exhibit markedly greater fat mass and adipocyte hypertrophy^77^. In contrast, paternally expressed genes, like *UBP1* and *EPM2AIP1* should normally enhance growth. Inline with this, knockout of *UBP1* in mice drives intrauterine growth retardation at embryonic day 10.5, with a significant reduction in the thickness of the labyrinthine layer of the placenta^78^. Likewise, mice defective in *EPM2AIP1* are smaller than wild-type littermates and resist weight gain in adulthood^79^.

The *MLH1* gene does not have an obvious link to the parental-conflict hypothesis and therefore may be a ‘bystander’ caught in the imprinted regulation of closely linked *EPM2AIP1*. Nevertheless, the discovery that *MLH1* is imprinted in at least one divergent mammalian taxa is significant. In humans, *MLH1* is well-known for its role in DNA mismatch repair and is frequently mutated in Lynch Syndrome, an autosomal dominant cancer predisposition condition^80^. A proportion of Lynch Syndrome cases do not have genetic changes associated with them, rather, appear to be inactivated through repressive DNA methylation in the promoter^81,82^. One feature that makes human *MLH1* epimutation curious is the remarkable stability by which *MLH1* methylation is retained once laid down, affecting a patient for life as well as having the potential to be inherited^82^. The number of loci possessing true epigenetic bistability in the form of DNA methylation is rarer than often assumed, affecting a small number of germline-expressed genes, as well as imprinted genes^83^. We speculate that the epigenetic bistability of *MLH1* in human cancer could be related, at least to some extent, to an evolutionary history featuring genomic imprinting.

Marsupials are often thought of as a ‘lesser mammal’, because they display many ancestral and intermediate traits shared with reptiles and birds. Here we show that marsupials possess at least 4 imprinted genes, spread over 3 separate loci, that are not known to have imprinted expression in eutherian mammals. It is likely more imprinted genes in possum will be uncovered—for example, just as *H19* was not detected by our pipeline, it is possible other ASM sites and imprinted genes will have been missed due to a lack of heterozygosity (Fig. S5a). In addition, we found 9 regions with ASM that have evidence for monoallelic expression in at least the brain, muscle, or liver in Sandy; but require further testing to be sure of their imprint status. Interestingly, of these ASM sites, 4 are located near genes recently identified to have imprinted expression in opossum^17^ (Fig. 6d, bottom panel; Supplementary Data 3). Given significant numbers of novel imprinted genes in both possum and *M. domestica*, it may well be that from the perspective of genomic imprinting, rather than being a ‘lesser mammal’, marsupials possess their own unique suite of imprinted genes tailored to their specific developmental and reproductive characteristics.

In summary, the possum genome assembly provides insights into mammalian chromosome and genome evolution. When coupled with population and functional genomics in the form of RNA-sequencing and methylation analysis, significant insight into the invasion history of possums in New Zealand has been gained, but also new angles from which to control and eradicate their population, including PGC characterisation and chemosensory genes such as *vulpeculin* and *ganderin*. Equally, we have further consolidated the possum as an important model for marsupial development and reproduction, describing the metabolic gene changes associated with extended lactation and weaning using transcriptomics, as well as uncovering novel mammalian imprinted genes.

## Methods

### Sample collection and metadata

Tissue samples were sourced from freshly deceased possums killed as part of a pest-control programme, and therefore not require animal ethics oversight according to guidelines issued by the NAEAC, Occasional Paper No 2, 2009 (ISBN 978-0-478-33858-4). Additional samples were collected from unused tissue belonging to captive possums euthanised from another study. Capture, husbandry and manipulation in that study were approved by the Otago Animal Ethics Committee (AUP-19-75, AUP-20-10). Further samples for mitogenome analysis were sourced from a prior study^47^.

Pouch young was developmentally staged using the nomogram of Lyne and Verhagen^2^. Pouch young >120 days of development were challenging to the stage, and for this reason, have been referred to as juveniles. Upon collection, tissue was added to RNA*later* (Invitrogen, AM7020) and placed on ice until storage at +4 °C for 24 h, followed by long-term storage at −80 °C. Alternatively, tissue was processed in order to collect germ cells (see below), or samples for DNA extractions (from ears, tails or limbs) were snap-frozen in liquid nitrogen and stored at −80 °C (see below). Sperm were isolated from the epididymis of an adult possum by allowing sperm to diffuse out into warm 1x PBS (37 °C) for 1 h. Plasma was removed by centrifugation at 240 × *g* for 2 min and washing with 1x PBS, repeated twice. The resulting pellet was resuspended in 1x PBS, passed through a 20 µm cell strainer and stored at −80 °C. Metadata for each sample used in this work is given in Supplementary Data 5.

### DNA analyses

#### DNA extraction and library preparation for de novo genome assembly

Ultra-high molecular weight DNA (uHMW) was extracted using the agarose plug Bionano Genomics protocol from Sandy’s forearm muscle. uHMW DNA quality was assessed by a Pulsed Field Gel assay and quantified with the Qubit DNA High Sensitivity dsDNA Kit and Qubit Fluorometer (Invitrogen, Q32854 and Q33238).

#### PacBio continuous long reads (CLR)

Five micrograms of uHMW DNA were sheared using a 26G blunt end needle (PacBio protocol, 101-181-000, Version 05). A large-insert PacBio library was prepared using the Pacific Biosciences Express Template Prep Kit v1.0 (101-357-000) following the manufacturers’ protocol. The library was then size-selected (>15 kb) using the Sage Science BluePippin Size-Selection System. The final library was sequenced on PacBio Sequel smrtcells (~60x coverage).

#### 10x Genomics linked reads

The same unfragmented uHMW DNA was used to generate a linked-reads library with the 10x Genomics Chromium (Genome Library Kit & Gel Bead Kit v2, 120258; Genome Chip Kit v2, 120257; i7 Multiplex Kit, 120262). This library was then sequenced on an Illumina Novaseq S4 (150 bp paired end reads).

#### Bionano genomics optical maps

Unfragmented HMW DNA was also used for Bionano Genomics optical mapping. Briefly, DNA was labelled using the Bionano Prep Direct Label and Stain (DLS) Protocol (30206E) and run on one Saphyr instrument chip flow cell. 1.1 Gb of data was generated and optical maps were assembled using Bionano Access.

#### Arima Genomics Hi-C proximally ligated DNA

Hi-C libraries were generated by Arima Genomics (https://arimagenomics.com/) using the Arima-HiC kit v1 (A510008) and sequenced on a HiSeq X (Illumina) at ~147x coverage following the manufacturer’s protocols.

#### DNA extraction for all other analyses

DNA was extracted from tissue (~3 mm tissue punches—liver, ear or tail) using a Bio-On-Magnetic-Beads (BOMB) protocol that utilises solid-phase reversible immobilisation (SPRI) carboxyl-coated Sera-Mag Magnetic SpeedBeads (Cytvia, 45152105050250)^84^. Tissue was lysed in 300 µL TNES buffer (100 mM Tris pH 8.0, 25 mM NaCl, 10 mM EDTA, 1% w/v SDS) with 5 µL Proteinase-K (20 mg/mL) at 55 °C overnight. Lysates were then mixed with 6 M Guanidinium Thiocyanate (GITC), SPRI beads suspended in 1x TE buffer (10 mM Tris pH 8.0, 1 mM EDTA), and isopropanol in a ratio of 1:2:2:4, respectively. For DNA extraction from sperm, the frozen pellet (described above) was resuspended in GITC supplemented with 10% v/v ß-mercaptoethanol as a reducing agent^85^. For all tissues, after a 5 min incubation to allow DNA to bind to the magnetic beads, tubes were placed on a neodymium magnetic rack for ~5 min until the solution was clarified. The supernatant was removed and the DNA bound to the magnetic beads was washed once with isopropanol and twice with 70% ethanol, and then left to air dry on the magnetic rack. DNA was eluted from the magnetic beads in nuclease-free water or 1x TE buffer and concentrations were measured using the Qubit DNA High Sensitivity dsDNA Kit and Qubit Fluorometer.

#### PCR amplification

Amplification of DNA for Y-chromosome analyses, mitochondrial DNA library preparations and amplicon sequencing for imprinted SNP analysis (see below) was performed using Phusion High-Fidelity DNA Polymerase (New England Biolabs, M0530L) according to the manufacturers’ protocol. Approximately 10–25 ng of DNA was used in the following PCR mix: 1x HF Buffer with 1.5 mM MgCl_2_, 0.2 mM of each dNTP, 0.5 µM of each primer, and 0.02 U/µL units of Phusion. Primer sequences and PCR cycling conditions used for each amplification are specified in Supplementary Table 3.

#### Preparation and sequencing of mitochondrial DNA libraries

The mitochondrial genomes not assembled from RNA-sequencing data were amplified using five overlapping primer pairs (Supplementary Table 3). For each sample, the five PCR products were pooled in equivolume amounts and cleaned up and size-selected using 0.8X ratio of SPRI beads diluted in standard PEG buffer (18% w/v polyethylene glycol 8000 (PEG), 1 M NaCl, 10 mM Tris (pH 8.0), 1 mM EDTA, 0.05% v/v Tween-20^84^). The concentration of each resulting PCR pool was determined using the Qubit DNA High Sensitivity dsDNA Kit and Qubit Fluorometer. The NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs, E7805L) was used with 50 ng of each PCR pool to make a DNA library with the following modifications: the reaction volumes were reduced to a ¼ of the standard reaction volume, a fragmentation/end prep time of 12 min, 1.5 µM Y-adapter (see below) was used for adapter ligation. The resulting libraries were amplified with 0.4 μM indexed Truseq-type oligos for Illumina sequencing with the following conditions: 98 °C for 30 s, followed by 5 cycles of 98 °C for 10 s, 65 °C for 75 s, and a final elongation of 65 °C for 5 min. The unique barcode for each sample is given in Supplementary Data 5. The final libraries were pooled in equimolar amounts and sequenced on the iSeq100 (Illumina) to generate 150 bp paired-end reads.

The Y-adapter includes the PE_Yadapter_1 (/5Phos/GAT CGG AAG AGC ACA CGT CTG AAC TCC AGT C) and PE_Yadapter_2 (ACA CTC TTT CCC TAC ACG ACG CTC TTC CGA TC*T) which were pooled 1:1 in a 100 µL volume to make a 50 µM stock. Added to this pool was 1 µL of 5 M NaCl (50 mM final) for adapter annealing with the following conditions: 95 °C for 2 min, followed by ramping 95 °C to 25 °C over 45 min, at 0.1°/s (or 6°/min). The annealed Y-adapter was then diluted to 1.5 µM.

#### Preparation and sequencing of nanopore libraries

Following DNA purification from Sandy’s forearm tissue (BOMB extraction protocol, above), nuclease-free water was added to a final volume of 400 μL in order to reduce contaminants. The sample was treated with 2 μL of 10 mg/mL RNaseA (to remove any remaining RNA) and placed at 37 °C for 5 min. To remove the RNaseA and any remaining proteins, the sample was treated with 2 μL of 20 mg/mL Proteinase-K at 50 °C for 5 min. Chloroform:isoamyl alcohol (IAA) (24:1) was then added (400 μL) to the DNA sample, which was mixed by gentle rotation at room temperature for 5 min. The sample was then spun at 15,320 × *g* for 5 min and the top phase (~350 μL) was transferred to a new tube containing 350 μL Chloroform:IAA (24:1). The sample was mixed again by gentle rotation at room temperature for 5 min, followed by centrifugation at 15,320 × *g* for 5 min. The top phase (~300 μL) was transferred to a new tube and 0.1X volume (30 μL) of 3 M NaOAc pH 5.2 followed by 330 μL of 100% ice-cold ethanol was added and the tube was gently inverted. The sample was then spun at 15,320 × g for 5 min and the supernatant was removed. The resulting pellet was washed with 1 mL ice-cold 70% ethanol and spun at 5200 × g for 5 min. The ethanol wash was removed and the pellet was air-dried before resuspending the DNA in 100 μL 1x TE buffer. Sandy’s DNA was sequenced on five R9.4.1 MinION flow cells (Oxford Nanopore Technologies) prepared with the Rapid Sequencing Kit (SQK-RAD004; run 1, with 400 ng of DNA) or the Ligation Sequencing Kit (SQK-LSK110; run 2-5, with 1 μg of DNA). For run 2-5 with DNA prepared with the Ligation Sequencing Kit, ~15 fmol of DNA was loaded onto the MinION flow cell.

#### Amplicon sequencing for imprinted SNP analysis

A dual-indexing, four-primer PCR-based assay was used for amplicon sequencing^86^. Primers contain a ‘handle’ sequence such that during amplification the handle is incorporated into the amplicon (Supplementary Table 3). Following the first round of PCR amplification (as described above), ~¼ of the PCR reaction was cleaned up and size-selected using a 0.9x SPRI beads diluted in standard PEG buffer^84^. The DNA was eluted in 10 µL nuclease-free water and 2–5 µL was used as a template in a second round of PCR amplification (as described above) with 0.2 µM of each second step primer (indexed Truseq-type oligos for Illumina sequencing; Supplementary Table 3). PCR cycling parameters for the second step PCR were: 98 °C for 3 min, 5 cycles of 98 °C for 10 s, 62 °C for 20 s, and 72 °C for 15 s. A final elongation step was performed for 2 min at 72 °C. The final libraries were pooled in equimolar amounts, cleaned-up and size-selected using a 0.9x SPRI beads diluted in standard PEG buffer and sequenced on the iSeq100 (Illumina) to generate 150 bp paired-end reads.

#### Post bisulfite adapter tagging (PBAT) of sperm DNA

Bisulfite-converted genomic libraries with sperm DNA were prepared using a modified PBAT method^87^. Approximately 50 ng of DNA was bisulfite-converted using the EZ Methylation-Direct MagPrep kit (Zymo, D5044), but reducing the reaction volume to one ¼ of that stated in the protocol (to allow for all reaction and clean-up steps to be performed in PCR tubes). Bisulfite-converted DNA was eluted from the magnetic beads in 20 µL elution buffer and transferred to a new tube for first-strand synthesis with a 5′-biotinylated adapter primer bearing seven random nucleotides at its 3′ ends (BioP5N7, biotin-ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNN). The first strand synthesis product was then purified using Dynabeads™ M-280 Streptavidin beads (Invitrogen, 11205D) and alkaline denaturation. Second-strand DNA synthesis involved the immobilised first-strand DNA and a second adapter primer also bearing seven random nucleotides at its 3′ ends (P7N7, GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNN). The dsDNA product was then PCR amplified (13 cycles) using 1X HiFi HotStart Uracil + Mix (Roche, KK2802) with 0.4 μM primer (indexed Truseq-type oligos for Illumina sequencing), so that sample-specific barcodes and sequences required for Illumina flow-cell binding were added to the library. The unique barcode for this sample is given in Supplementary Data 5. The integrity of the library was assessed by agarose gel electrophoresis before size-selecting using standard PEG-diluted SPRI beads (0.8X). The pooled library was sequenced on the NextSeq2000 (Illumina) at the Otago Genomics Facility to generate 50 bp single-end reads.

#### Gonad collection and germ cell labelling

Gonads were collected from male pouch young (*n* = 17; Supplementary Data 5) and germ cells were isolated from the gonads as previously described^88^. Briefly, gonads were torn using needles in a droplet of TrypLExpress (Gibco, 12605010) and incubated at 37 °C for 20 min. Tissue clumps were triturated manually by gentle strokes with a P1000 pipette tip and then with a P200 pipette tip. TrypLExpress was diluted with 5% FBS (in PBS), filtered through a 40 µm cell strainer, and washed twice in PBS (centrifugation 240 × *g* for 2 min). The resulting pellet was resuspended in Zombie Near-Infra Red Viability Dye (BioLegend, 423105) and incubated at room temperature for 20 min. The lysate was washed in 5% FBS (in PBS), then resuspended in SSEA1 monoclonal antibody (Invitrogen, MC-480) conjugated to DyLight 488 (1:300 in 5% FBS (in PBS); Invitrogen, MA1-022-D488) on ice for 30 min. The lysate was then washed, resuspended in sort buffer (5% FBS, 0.5 mM EDTA in PBS), and kept on ice prior to cell sorting. Validation of the SSEA1 monoclonal antibody for germ cell specificity in brushtail possum was previously undertaken^74^.

#### Germ cell isolation using fluorescence-assisted cell sorting (FACS)

Germ cells were isolated from the cell lysate using a BD FACSAria Fusion which detects GFP using a 488 argon laser (BD Biosciences). A gonadal cell profile was produced using forward scatter (FSC) and side scatter (SSC) and was gated to exclude doublets and dead cells. Germ cells were identified as a small sub-population that was very bright (GFP > 10^4^) with higher SSC (Fig. 6a and Supplementary Data 6; approx. 0.1% of total cells). This population was gated conservatively, sorted into 0.2% Triton-X and stored at −80 °C. The number of GFP-positive sorted cells varied between 3 and 516 per sample (Supplementary Data 5). GFP-negative cells (somatic cells) were also sorted from each individual as negative controls.

#### Low cell input bisulfite sequencing

Bisulfite conversion and library preparation followed the single-cell bisulfite sequencing protocol^89^, substituting modified PEG-diluted SPRI beads for AMPure XP beads. This protocol is similar to PBAT (above) but carries SPRI beads through most steps with the addition of modified PEG buffer (18% w/v PEG 8000, 2.5 M NaCl, 10 mM Tris (pH 8.0), 1 mM EDTA, 0.05% v/v Tween-20) for size-selection steps. GFP-positive germ cells and GFP-negative somatic cells from each individual were incubated with 0.5 µL of 20 mg/mL Proteinase-K on ice for 15 min followed by the addition of modified PEG-diluted SPRI beads for a further incubation of 20 min at room temperature. Tubes were placed on a neodymium magnetic rack for ~5 min until the solution was clarified, the supernatant removed and beads washed twice in 90% ethanol. The DNA was eluted into 10 µL of 10 mM Tris (pH 8.0), but kept with the beads to avoid loss of the DNA. Bisulfite conversion was then performed as for PBAT (see above), carefully adding the conversion reagent to the DNA/bead suspension to prevent disturbing the beads. The resulting bisulfite-converted DNA underwent five rounds of first-strand synthesis using the 5′-biotinylated adapter primer (BioP5N7) with intermediate heat denaturation of the DNA fragments^89^. Exonuclease I (New England Biolabs, M0293S) was added to the first strand synthesis product to remove any remaining adapter primer, and the product was cleaned up and size selected with modified PEG-diluted SPRI beads (0.8X). Second-strand synthesis was performed in the presence of SPRI beads and was otherwise the same as for PBAT. The second strand product (50 µL) was stimulated to bind the SPRI beads by the addition of 50 µL of 10 mM Tris-HCl and 80 µL of modified PEG buffer (0.8x), followed by on-bead PCR amplification as for PBAT (14 cycles for 100 cells, 16 cycles for <100 cells). The unique barcode for each sample is given in Supplementary Data 5. PCR products were size selected by addition of modified PEG buffer (0.8x) and integrity of each library was assessed by agarose gel electrophoresis. Libraries were then pooled in equimolar amounts and sequenced on the iSeq100 to generate 150 bp paired-end reads. Samples of GFP-positive cells (and their GFP-negative somatic cells) (*n* = 2; 13 and 16 dpp) were further sequenced (high coverage) on the NextSeq2000 as for the sperm sample (above).

### RNA analyses

#### RNA extraction and library preparation for de novo assembly

In order to assist with annotation of the genome, long-read RNA-sequencing was performed on muscle, brain and testis tissue using the PacBio IsoSeq method as per VGP pipelines^27^.

#### RNA extraction and preparation for all other analyses

Total RNA was extracted from tissue samples (~50 mg) that were stored in RNA*later* using TRIzol Reagent (Invitrogen, 15596026) following the manufacturer’s guidelines. RNA samples were treated to remove any contaminating DNA using the Turbo DNA-*free* kit (Invitrogen, AM1907) according to the protocol. The concentration of DNase-treated RNA was determined using the Qubit RNA High Sensitivity Kit (Invitrogen, Q32852) with the Qubit Fluorometer.

#### Library preparation of short-read RNA-sequencing libraries

Poly(A)-enriched, strand-specific RNA-sequencing libraries were prepared using either the NEXTFLEX Rapid Directional RNA-Seq Kit 2.0 and NEXTFLEX Poly(A) Beads (2.0) (Perkin Elmer, NOVA-5198 and NOVA-512991) or the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina and NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, E7760L and E7490L) according to the manufacturers’ guidelines with the following modifications. For the NEXTFLEX kit, 400 ng of DNase-treated RNA was used as input, fragmentation time was 12 min, 0.48 µM of NEXTFLEX RNA-Seq 2.0 Unique Dual Index Barcodes (Perkin Elmer, NOVA-512920) was used for adapter ligation and 12 cycles for PCR amplification. The Unique Dual Index for each sample is given in Supplementary Data 5. The final libraries were pooled in equimolar amounts and run on 5x lanes of the HiSeq 2000 (Illumina) at the Otago Genomics Facility to generate 100 bp single-end reads. For the NEB kit, the reaction volumes were reduced to a ¼ of the standard reaction volume with 250 ng of DNase-treated RNA used as input, fragmentation time was 12 min, 3.125 µM of NEXTFLEX RNA-Seq 2.0 Unique Dual Index Barcodes (Perkin Elmer) was used for adapter ligation and the following modified PCR protocol because a non-NEB adapter was used: 98 °C for 30 s, followed 11 cycles of 98 °C for 10 s, 60 °C for 30 s, 65 °C for 45 s, and a final elongation of 65 °C for 5 min. The Unique Dual Index for each sample is given in Supplementary Data 5. The final libraries were pooled in equimolar amounts and run on the NextSeq2000 at the Otago Genomics Facility to generate 50 bp single-end reads.

#### cDNA synthesis and reverse transcription-PCR (RT-PCR) amplification

For cDNA synthesis, 500 ng of DNase-treated RNA was used with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, K1632) according to the manufacturers’ guidelines for random hexamer primed synthesis and GC-rich RNA templates. For all RNA samples processed, a minus reverse transcriptase (-RT) control was included to determine if any resulting amplification could be from genomic DNA. No amplification was seen in any of the -RT control samples tested.

Amplification of cDNA for RT-PCR analyses was performed using Phusion High-Fidelity DNA Polymerase (New England Biolabs) according to the manufacturers’ protocol. Each cDNA sample was diluted 2-fold with nuclease-free water and 2 µL was used in a 20 µL volume in the following PCR mix: 1X HF Buffer with 1.5 mM MgCl_2_, 0.2 mM of each dNTP, 0.5 µM of each primer, and 0.02 U/µL units of Phusion. Primer sequences and PCR cycling conditions used for each amplification are specified in Supplementary Table 3. In order to sequence the resulting PCR products and determine allele-specific expression, the amplicons were cleaned-up size-selected, and processed as for amplicon sequencing for imprinted SNP analysis (see above).

### Bioinformatic analyses

Reference samples (RNA-sequencing and whole-genome sequencing (WGS)) were included in various bioinformatic analyses and are outlined in Supplementary Data 5. These included samples from the Australian locations Karta Pintingga (Kangaroo Island; KAN), lutruwita (Tasmanian; TAS), and New South Wales (NSW)^50^, as well as Aotearoa New Zealand (NZ)^49^.

#### Whole-genome sequencing analysis

Paired FASTQ files for Sandy’s WGS data were obtained from GenomeArk (https://genomeark.s3.amazonaws.com/index.html?prefix=species/Trichosurus_vulpecula/mTriVul1/genomic_data/10x/). For the TAS WGS sample, an additional initial step removing 10X adaptors was performed using an *in house* script. Paired reads were trimmed using Trim Galore! (v0.6.7) in a two-step process: first, to remove adapters, and second, to remove low-quality base calls (Phred score <20) (https://github.com/FelixKrueger/TrimGalore). The reads were mapped to the possum reference genome GCA_011100635.1 with the BWA-MEM algorithm (v0.7.17)^90^. The SAM files obtained were sorted and converted to BAM files using SAMtools (v1.15.1)^91^. To determine the sequencing depth of Sandy’s WGS data, non-overlapping 1 kilobase windows were created for all chromosomes and contigs using the R package GenomicRanges (v1.38.0) and the number of reads mapping to each window was determined with the coverage command from BEDtools (v2.30.0)^92^.

#### RNA-sequencing expression and coverage analysis

Raw reads were trimmed using Trim Galore! (v0.6.7) to remove adapters and low-quality base calls (Phred score <20) (https://github.com/FelixKrueger/TrimGalore). Trimmed reads were mapped to the possum reference genome GCA_011100635.1 using HISAT2 (v2.2.1)^93^.

For expression analysis, the HISAT2 generated BAM files were imported into SeqMonk (v1.48.0) (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) for visualisation. The SeqMonk RNA-seq quantitation pipeline was employed with uniquely mapped reads to generate a set of probes covering every gene in the genome, which were quantitated based on the number of reads falling within this annotation. The resulting log-transformed counts were corrected for the total number of sequences in each dataset to generate an RPKM (log_2_) value for each gene. 

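In the deposited table, 2 raised to each value and divided by the library's lowest such number gave whole reads once multiplied by 0.9, for 100% of the values above the lowest. Among values of up to 100 reads, 100% were whole to within 0.01. The values are therefore CPM without a division by gene length, and a gene without reads was written as 0.9 of a read. The library total used for scaling exceeded the reads on genes, which made up 80.6 to 96.1% of it in the 84 livers. Lengths do not enter a comparison of one gene between libraries, but levels of different genes cannot be compared as if they were corrected for length. The table lists 23435 gene names, 46 of which are shared by 427 tRNA genes, and 11550 genes had reads in all 84 livers.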

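Both libraries were prepared with the NEBNext kit, from male pouch young of 64 dpp and 41 dpp, in the order in which their values follow. Reads on genes numbered 30809446 and 9280579, within the range of the other pouch young livers. For the library of 41 dpp this depth is in doubt, because the total used for scaling was 1.71 times the mapped reads that the paper lists for it. *AFP* had values of -1.08 and -0.17 (log2 CPM), against a lowest value of 12.85 in the 33 pouch young livers that were kept. *H19* had values of 4.17 and 3.77, and *IGF2* 5.14 and 3.76. The globin mean was 6.84 and 7.01, and the *GAL*/*CYP* ratio 7.52 and 6.52.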

Two samples (020721_PY01 and 210521_PY01_liver) were removed from further expression analyses due to poor mapping efficiencies and RNA QC plot analysis assessed via SeqMonk (v1.48.0)).

#### SNP calling using short reads

Short-read SNP calling of RNA-sequencing and WGS-mapped data (see mapping details above) was performed following the GATK’s Best Practices (v4.2.6.1)^94^. Duplicate reads (from the BWA-MEM mapping) were marked using the MarkDuplicates GATK module and read group tags were added using the addreplacerg function from SAMtools (v1.15.1)^91^. The SNPs were called into gVCF files for each sample using the HaplotypeCaller GATK module. Individual gVCFs were combined using the CombineGVCFs GATK module and genotypes of the samples were obtained with the GenotypeGVCFs GATK module. High-quality SNPs were filtered with VCFtools (v0.1.15) using the following parameters: --minQ 30 --min-meanDP 10 --max-missing 0.95^95^. After running this pipeline, a genome-wide dataset comprising 92 samples and 2310 SNPs was obtained.

#### Mitochondrial genome assembly

Reads from mitochondrial DNA libraries were trimmed using Trim Galore! (v0.6.7) to remove adapters, low-quality base calls and short reads (Phred score <20, length <35) (https://github.com/FelixKrueger/TrimGalore). Trimmed reads from mitochondrial DNA libraries and RNA-sequencing libraries (see above) were then mapped to the possum reference mitochondrial genome (NC_003039.1) using BWA-MEM algorithm (v0.7.17)^90^. The SAM files obtained were sorted and converted to BAM files using SAMtools (v1.15.1)^91^. For RNA-sequencing derived assemblies a FASTQ consensus sequence was generated from each of these files using the mpileup command from BCFtools (v1.15.1) and seqtk (v1.3) was used to mask (replace with ‘N’) all base calls with Phred score values less than 20. Consensus sequences of assembled mitochondrial genomes are given in Supplementary Data 7.

#### Mitochondrial genome phylogenetic and spatial analyses

Assembled mitogenomes derived from RNA-sequencing and mitochondrial DNA libraries were aligned together with KAN, TAS and NSW reference samples using the default Geneious v2022.2.2 (https://www.geneious.com) algorithm. Because samples derived from RNA-sequencing had significantly higher levels of missing data for the control region/origin of the light strand, all tRNAs, and both rRNAs, phylogenetic analyses were restricted to protein-coding regions (although some genes had significantly more missing data in RNA-sequencing samples, the maximum missing data for any sample for any protein-coding gene was 1.24%). Protein-coding genes were scrutinised to ensure no premature stop codons/frame-shift mutations were present, indicative of inadvertent incorporation of nuclear-embedded mitochondrial DNA sequences (NUMTs), and maternally-related individuals were screened to ensure they had identical haplotypes^96^.

Phylogenetic trees were built utilising the codon-partitioned mitochondrial DNA protein-coding alignments. Maximum likelihood (ML) trees were constructed via RAxML v 8.2.12^97^ with 100 bootstrap replicates^98^. Two separate runs were used to confirm convergence, utilising the GTRCAT model of substitution. After confirming topological convergence based on the bipartitions file, we utilised Run 1 for analyses as it had the highest likelihood. We verified our ML results using BEAST v 2.6.6^99^, again implementing two runs to check the convergence of 250,000,000 states, sampling every 10,000 states. We implemented a gamma site model (4 categories, initial shape 1.0, estimated), and TN93 with Kappa1 and Kappa2 estimated (initially set at 2.0). We also estimated site frequencies and a strict clock as we did not expect marked rate variation within species. We used a Coalescent Bayesian Skyline^100^ as our tree model due to uncertainty about the population demography and linked the tree model across all partitions while allowing site and clock to vary. Following the removal of the initial 10% of states as a burn-in, we checked for convergence of parameters in Tracer v 1.7.2^101^ and of topologies of the consensus trees constructed with TreeAnnotator (maximum clade credibility tree, common ancestor heights). After confirming convergence, the two runs were combined, checked for adequate ESS values, and a combined consensus tree was created.

The reference samples were used to define the origin of mitochondrial haplotypes within our Dunedin samples as either NSW, TAS, KAN, vs. ‘other well-supported clades’ not represented in our Australian full-length reference samples (note, although these latter clades did not match full-length mitochondrial reference sequence we had, they could be identified as being most similar to D-loop sequence originating from south-east mainland Australia^48^). Only one discrepancy between runs/methods was detected: Peninsula2018_022 fell within the NSW clade in both RAxML runs, but differed between the BEAST runs (NSW and TAS), with the combined BEAST run finding this sample falling within the TAS clade. However, the split between NSW and TAS clades was not strongly supported in our analyses (<61% bootstrap support). Given the overall concordance between methods, we based downstream analyses (i.e. haplotyping) on the RAxML Run 1 tree. We used R v 4.2.1 and the tidyverse v 1.1.2, ggmap v 3.0.0, and ggrepel v 0.9.1 packages to examine the spatial distribution of mitochondrial haplotypes in the greater Dunedin region^98^.

#### Nuclear population genomics

Standardised multilocus heterozygosity (sMLH) was calculated for each of the samples using variant calls derived from the RNA-sequencing samples with R utilising the inbreedR, vcfR, reshape, and future.apply packages. Comparisons of sMLH between possums with different mitochondrial haplotypes were carried out in R^98^ with the tidyverse and rstatix v 0.7.0 packages.

To calculate levels of admixture among Dunedin possums we used the high-quality SNP data obtained from the RNA-sequencing and WGS datasets. First, we removed closely related individuals using three consecutive rounds of sample filtering, setting a threshold of PI_HAT scores >0.25 obtained by PLINK v1.90b6.21^102^. This filtering was conducted separately for the NSW and Dunedin datasets. After sample removal, we obtained a dataset comprising 60 individuals and 2248 autosomal SNPs. Principal component analysis (PCA) was run on the filtered dataset using the pca command in PLINK. The number of genetic clusters best fitting the data was calculated by performing a 10-fold cross-validation in ADMIXTURE v1.3.0 (from *k* = 2 through *k* = 10), resulting in the highest support for two genetic clusters (*k* = 2)^103^. The results were drawn using the ggplot v3.3.6 package in the R language.

#### Identification of allele-specific methylation by nanopore sequencing data

The raw FAST5 files obtained for each sequencing run were base-called using Guppy v6.2.1 with the following parameters: guppy_basecaller -i FAST5 -c dna_r9.4.1_450bps_sup.cfg -x “cuda:0” -s FASTQ. Sequencing reads were trimmed to remove adapters and low-quality reads using Porechop (v0.2.4) and Filtlong (v0.2.0), respectively (https://github.com/rrwick/Porechop; https://github.com/rrwick/Filtlong). Reads with internal adapters, average Phred score <9 or length <500 were discarded. Trimmed reads were mapped to the possum genome reference GCA_011100635.1 with Minimap2 (v2.24) using the “map-ont” parameter^104^ resulting in 14.05X coverage (Supplementary Table 4). The bedcov tool from SAMtools (v1.15.1)^91^ was used to calculate the proportion of the genome that was covered at ≥5x and 10x depth, which was estimated to be 98% and 80.1%, respectively. CpG methylation calls were extracted using the call-methylation module from Nanopolish (v0.13.3)^105^. To perform methylation phasing we first identified SNPs using Clair (v2.1.1)^106^. Clair parameters for SNP detection were set at a threshold of 0.2 and the 122HD34 was selected as the precomputed model. SNVoter (v.1.0) was used to improve SNP detection from low-coverage regions^54^. Subsequently, SNPs were phased using WhatsHap (v1.1) with default parameters and the --ignore-read-groups option^107^. CpG methylation calls, variant calls and phasing information were used to obtain phased CpG methylation and mock bis-sequencing BAM files using NanoMethPhase (v1.0)^54^. Mock bis-sequencing BAM files were visualised with IGV (v2.12.3) using the bisulfite colour alignment mode^108^. Differentially methylated CpG sites between haplotypes were identified using the DMLtest function of the DSS package (v2.34.0). Finally, differentially methylated CpG sites, called here allele-specific methylation (ASM) sites, were filtered at a threshold of ≥20 CpG and annotated with the closest gene/mRNA (±20 kb) using SeqMonk (v1.48.1) (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/).

#### Monoallelic analysis of known and candidate genes

To investigate the monoallelic expression of known and novel imprinted genes, SNPs within these genes were identified following SNP analysis of the nanopore datasets (see above; Supplementary Table 5) and confirmed by PCR and amplicon sequencing (see above). The SAMtools (v1.9)^91^ mpileup utility (max depth 0) was then used to provide a summary of the depth of mapped reads at the SNP for each RNA-sequencing library (Supplementary Data 4).

#### Identification of genome-wide monoallelic SNP expression

SNP calling to identify heterozygous sites in the reference genome was performed using a similar approach to RNA-sequencing SNP calling, with the additional step of using the high-quality SNPs obtained from RNA-sequencing data for variant recalibration and filtering. In total, we obtained 11,481,987 variants for Sandy’s reference genome (0.35%). Next, we used the CollectAllelicCounts function from the GATK toolkit (v4.2.6.1) to quantify the number of reads with the reference and alternative alleles in the RNA-sequencing data^94^. Allelic count matrices were obtained for brain, liver and muscle. To identify monoallelic expressed SNPs, we compared the observed counts with the expected counts assuming biallelic expression (1:1). The thresholds were a minimum depth of 10x in RNA-sequencing data and a Fisher’s exact *P*-value < 0.05 after Bonferroni correction for the observed/expected values. SNPs were annotated using SeqMonk (v1.48.0) (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and the most recent annotation reference (GCF_011100635.1). Using this approach we identified 2871, 2562 and 1826 potential monoallelic expressed SNPs in brain, liver and muscle, respectively. These SNPs were then overlapped with the ASM sites, using a +/−1 Mb cut-off, which resulted in 477, 407 and 347 monoallelic expressed SNPs in brain, liver and muscle, respectively (corresponding to 91, 61 and 62 candidate genes, respectively). IGV (v2.12.3) was then used to visualise the SNPs in RNA-sequencing libraries of Sandy’s tissues and candidate genes were removed if biallelic expression of additional SNPs was observed^108^. This resulted in 13 genes (17 including known imprinted genes and genes characterised in this study), associated with 9 different ASM sites, containing SNPs displaying monoallelic expression that we classify as candidate imprinted genes (Supplementary Data 3).

#### DNA methylation analysis

For low-coverage bisulfite sequencing, raw reads were trimmed using Trim Galore! (v0.4.2; https://github.com/FelixKrueger/TrimGalore) by removing 10 bp from the 5’ end of all reads and removing low-quality base calls (Phred score <20). Bismark (v0.19.0)^109^ with the -pbat option was used to map reads to the possum genome reference GCA_011100635.1. From the Bismark output report, global methylation in the CG dinucleotide context was calculated as the proportion of total methylated cytosines over total cytosines. The bisulfite non-conversion rate was estimated by calculating the proportion of non-CG methylation; by this measure, all libraries must have had a bisulfite conversion efficiency of at least 96.02% (Supplementary Data 5). PGC libraries producing <400 CG calls or <35% mapping efficiency were excluded from the analysis. Based on CpG methylation levels, PGC samples were categorised into three groups: ‘pre’ methylation loss (<10 dpp; first blue dot, Fig. 6b; *n* = 1), ‘demethylated’ (13–16 dpp; orange dots, Fig. 6b; *n* = 3) and ‘remethylated’ (>16 dpp; subsequent blue dots, Fig. 6b; *n* = 12). A two-sample t-test with unequal variance was performed on CpG methylation values for *n* = 15 individual samples (i.e., demethylated v remethylated).

For high-coverage whole-genome bisulfite sequencing, raw reads were trimmed using Trim Galore! (v0.6.7; https://github.com/FelixKrueger/TrimGalore) by removing adapters, 10 bp from the 5’ end of all reads and removing low-quality base calls (Phred score <20). Trimmed reads were mapped to the possum genome reference GCA_011100635.1, deduplicated, and methylation calls in the CG dinucleotide context were extracted using Bismark v0.22.3^109^ with the -pbat option. The resulting BAM files were imported into SeqMonk (v1.48.0; https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/), 13 dpp and 16 dpp germ cell samples were grouped into a replicate set, and probes were made over features for ASM sites (Supplementary Data 3) and *H19* (Fig. S5b) with removal of duplicates. The feature probes were then quantitated using the Difference Quantitation method with minimum read count = 1, and % methylation data was extracted from the annotated probe report.

#### Amplicon sequencing analysis

Sequencing reads were imported into Geneious v2022.2.2 (https://www.geneious.com) and trimmed using the BBDuk plugin. Trimmed reads were then mapped to the ‘in silico’ PCR product, generated by extracting the corresponding sequence from the possum genome reference GCA_011100635.1; see Supplementary Table 5 for genomic coordinates for amplicons). The ‘Find Variations/SNPs’ feature within Geneious was then used to determine the nucleotide sequence(s) at the SNP site of interest (Supplementary Table 5), with a minimum variant frequency of 0.2. The coverage (total number of reads), reference raw frequency and variant raw frequency were extracted for each SNP site per amplicon. This information was used to calculate the variant frequency for each sample (Supplementary Data 4).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

### Source data

Source Data File

## Data Availability

The genome assembly data generated in this study has been deposited in the NCBI BioProject database under accession: PRJNA562248. The RNA-sequencing and bisulfite sequencing data generated in this study has been deposited to the NCBI Gene Expression Omnibus (GEO) database under accession: GSE218695 (NCBI BioProject: PRJNA904814) and GSE218734 (NCBI BioProject: PRJNA905369), respectively. The raw data for the mitochondrial DNA libraries and nanopore libraries generated in this study has been deposited in the NCBI Short-Read Archive under accession: PRJNA904809. The possum reference genome and annotation used in this study are available in the NCBI database under accession: GCA_011100635.1. The possum reference mitochondrial genome used in this study is available in the NCBI database under accession: NC_003039.1. Various reference samples used in this study are in the NCBI database under accession: PRJNA623153, PRJNA323970, PRJNA525264 and PRJNA587034—see Supplementary Data 5 for further details. Consensus sequences of assembled mitochondrial genomes used in this study are given in Supplementary Data 7. The raw amplicon sequencing data generated in this study has been deposited to Github^110^. Source data are provided with this paper as a Source Data file.

## References

[1] Hugh Tyndale-Biscoe, C. *Life of Marsupials*. (CSIRO Publishing, 2005).

[2] Lyne AG, Verhagen AM (1957). Growth of the marsupial *Trichosurus vulpecula* and a comparison with some higher mammals. Growth.

[3] Cowan PE (1989). Changes in milk composition during lactation in the common brushtail possum, *Trichosurus vulpecula* (Marsupialia: Phalangeridae). Reprod. Fertil. Dev..

[4] Grant J (2012). Rsx is a metatherian RNA with Xist-like properties in X-chromosome inactivation. Nature.

[5] Hore TA, Koina E, Wakefield MJ, Marshall Graves JA (2007). The region homologous to the X-chromosome inactivation centre has been disrupted in marsupial and monotreme mammals. Chromosome Res..

[6] Graves JAM, Renfree MB (2013). Marsupials in the age of genomics. Annu. Rev. Genomics Hum. Genet..

[7] Renfree MB, Hore TA, Shaw G, Graves JAM, Pask AJ (2009). Evolution of genomic imprinting: insights from marsupials and monotremes. Annu. Rev. Genomics Hum. Genet..

[8] Reik W, Walter J (2001). Genomic imprinting: parental influence on the genome. Nat. Rev. Genet..

[9] Morison IM, Ramsay JP, Spencer HG (2005). A census of mammalian imprinting. Trends Genet.

[10] Haig D, Westoby M (1989). Parent-specific gene expression and the triploid endosperm. Am. Nat..

[11] Haig, D. *Genomic Imprinting and Kinship*. (Rutgers University Press, 2002).

[12] Renfree MB (1983). Marsupial reproduction: the choice between placentation and lactation. Oxf. Rev. Reprod. Biol..

[13] Renfree MB, Suzuki S, Kaneko-Ishino T (2013). The origin and evolution of genomic imprinting and viviparity in mammals. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[14] Hore TA, Rapkins RW, Graves JAM (2007). Construction and evolution of imprinted loci in mammals. Trends Genet..

[15] Edwards CA, Takahashi N, Corish JA, Ferguson-Smith AC (2019). The origins of genomic imprinting in mammals. Reprod. Fertil. Dev..

[16] Douglas KC (2014). Genome-wide histone state profiling of fibroblasts from the opossum, Monodelphis domestica, identifies the first marsupial-specific imprinted gene. BMC Genomics.

[17] Cao W (2023). Origin and evolution of marsupial-specific imprinting clusters through lineage-specific gene duplications and acquisition of promoter differential methylation. Mol. Biol. Evol..

[18] Couzens, V. *Possum Skin Cloak Story Reconnecting Communities and Culture: Telling the Story of Possum Skin Cloaks Kooramookyan-an Yakeeneeyt-an Kooweekoowee-yan*. (Royal Melbourne Institute of Technology, 2017).

[19] Semple L, Ottewell K, Sims C, Simianer H, Byrne M (2020). Genetic viability of a reintroduced population of south-western common brushtail possum (Trichosurus vulpecula hypoleucus), Western Australia. Pac. Conserv. Biol..

[20] How RA, Hillcox SJ (2000). Brushtail possum, Trichosurus vulpecula, populations in south-western Australia: demography, diet and conservation status. Wildl. Res..

[21] Matthews, A., Lunney, D., Waples, K. & Hardy, J. Brushtail possums:‘Champion of the suburbs’ or ‘Our tormentors’. *Urban Wildlife: More than Meets the Eye’* (eds Lunney, D. and Burgin, S*.*) 159–168 (Royal Zoological Society of New South Wales, 2004).

[22] Pracy, L. T. *The Introduction and Liberation of the Opossum Into New Zealand* (NZ Forest Service, 1962).

[23] Payton, I. Damage to native forests. In *The Brushtail Possum: Biology, Impact and Management of an Introduced Marsupial* (ed. Montague, T. L.) 111–125 (Manaaki Whenua Press, 2000).

[24] Sadleir, R. Evidence of possums as predators of native animals. In *The Brushtail Possum: Biology, Impact and Management of an Introduced Marsupial* (ed. Montague, T. L.) 126–131 (Manaaki Whenua Press, 2000).

[25] Coleman, J. & Caley, P. Possums as a reservoir of bovine Tb. In *The Brushtail Possum: Biology, Impact and Management of an Introduced Marsupial* (ed. Montague, T. L.) 92–104 (Manaaki Whenua Press, 2000).

[26] Dearden PK (2018). The potential for the use of gene drives for pest control in New Zealand: a perspective. J. R. Soc. N. Z..

[27] Rhie A (2021). Towards complete and error-free genome assemblies of all vertebrate species. Nature.

[28] Rens W, O’Brien PC, Yang F, Graves JA, Ferguson-Smith MA (1999). Karyotype relationships between four distantly related marsupials revealed by reciprocal chromosome painting. Chromosome Res..

[29] Mikkelsen TS (2007). Genome of the marsupial Monodelphis domestica reveals innovation in non-coding sequences. Nature.

[30] Manni M, Berkeley MR, Seppey M, Simão FA, Zdobnov EM (2021). BUSCO update: novel and streamlined workflows along with broader and deeper phylogenetic coverage for scoring of eukaryotic, prokaryotic, and viral genomes. Mol. Biol. Evol..

[31] Johnson RN (2018). Adaptation and conservation insights from the koala genome. Nat. Genet..

[32] Terentiev AA, Moldogazieva NT (2013). Alpha-fetoprotein: a renaissance. Tumour Biol..

[33] Patel, V. S. & Deakin, J. E. The Evolution of Genomic Imprinting – A Marsupial Perspective. In *Marsupial Genetics and Genomics* (eds Deakin, J. E., Waters, P. D. & Marshall Graves, J. A.) 415–433 (Springer Dordrecht, 2010).

[34] Old JM (2016). Haematopoiesis in marsupials. Dev. Comp. Immunol..

[35] Leighton PA, Ingram RS, Eggenschwiler J, Efstratiadis A, Tilghman SM (1995). Disruption of imprinting caused by deletion of the H19 gene region in mice. Nature.

[36] Stringer JM, Suzuki S, Pask AJ, Shaw G, Renfree MB (2012). Promoter-specific expression and imprint status of marsupial IGF2. PLoS ONE.

[37] Smits G (2008). Conservation of the H19 noncoding RNA and H19-IGF2 imprinting mechanism in therians. Nat. Genet..

[38] Stopková R, Otčenášková T, Matějková T, Kuntová B, Stopka P (2021). Biological roles of lipocalins in chemical communication, reproduction, and regulation of microbiota. Front. Physiol..

[39] Charkoftaki G (2019). Update on the human and mouse lipocalin (LCN) gene family, including evidence the mouse Mup cluster is result of an ‘evolutionary bloom. Hum. Genomics.

[40] Ganfornina MD, Åkerström B, Sanchez D (2022). Editorial: functional profile of the lipocalin protein family. Front. Physiol..

[41] Lucarelli V (2022). Expression, purification and characterisation of the recombinant possum lipocalin vulpeculin. Biochim. Biophys. Acta Gen. Subj..

[42] Loxley GM (2020). Vulpeculin: a novel and abundant lipocalin in the urine of the common brushtail possum, *Trichosurus vulpecula*. Open Biol..

[43] Jackson, S., Jackson, S. M. & Groves, C. *Taxonomy of Australian Mammals*. (CSIRO Publishing, 2015).

[44] Sarre SD (2014). Creating new evolutionary pathways through bioinvasion: the population genetics of brushtail possums in New Zealand. Mol. Ecol..

[45] Pattabiraman N, Morgan-Richards M, Powlesland R, Trewick SA (2022). Unrestricted gene flow between two subspecies of translocated brushtail possums (Trichosurus vulpecula) in Aotearoa New Zealand. Biol. Invasions.

[46] Campbell CD (2021). Has the introduction of two subspecies generated dispersal barriers among invasive possums in New Zealand?. Biol. Invasions.

[47] Adams AL, van Heezik Y, Dickinson KJM, Robertson BC (2014). Identifying eradication units in an invasive mammalian pest species. Biol. Invasions.

[48] Carmelet-Rescan D, Morgan-Richards M, Pattabiraman N, Trewick SA (2022). Time-calibrated phylogeny and ecological niche models indicate Pliocene aridification drove intraspecific diversification of brushtail possums in Australia. Ecol. Evol..

[49] Emami-Khoyi, A. et al. De novo transcriptome assembly and annotation of liver and brain tissues of common Brushtail Possums (*Trichosurus vulpecula*) in New Zealand: transcriptome diversity after decades of population control. *Genes***11**, 436 (2020).10.3390/genes11040436PMC723092132316496

[50] Chang W-S (2019). Metagenomic discovery and co-infection of diverse wobbly possum disease viruses and a novel hepacivirus in Australian brushtail possums. One Health Outlook.

[51] Hore, T. A., Renfree, M. B., Pask, A. J. & Marshall Graves, J. A. The Evolution of Genomic Imprinting – A Marsupial Perspective. In *Marsupial Genetics and Genomics* (eds Deakin, J. E., Waters, P. D. & Marshall Graves, J. A.) 233–257 (Springer Dordrecht, 2010).

[52] Reese, F. C. B. *Investigating Genomic Imprinting in the Brushtail Possum*. (University of Otago, 2021).

[53] Akbari, V. et al. Genome-wide detection of imprinted differentially methylated regions using nanopore sequencing. *Elife***11**, e77898 (2022).10.7554/eLife.77898PMC925598335787786

[54] Akbari V (2021). Megabase-scale methylation phasing using nanopore long reads and NanoMethPhase. Genome Biol..

[55] Gigante S (2019). Using long-read sequencing to detect imprinted DNA methylation. Nucleic Acids Res..

[56] Suzuki S, Shaw G, Renfree MB (2018). Identification of a novel antisense noncoding RNA, ALID, transcribed from the putative imprinting control region of marsupial IGF2R. Epigenetics Chromatin.

[57] Suzuki S (2007). Retrotransposon silencing by DNA methylation can drive mammalian genomic imprinting. PLoS Genet.

[58] Ortega-Recalde O, Hore TA (2019). DNA methylation in the vertebrate germline: balancing memory and erasure. Essays Biochem.

[59] Seisenberger S (2013). Reprogramming DNA methylation in the mammalian life cycle: building and breaking epigenetic barriers. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[60] Seisenberger S (2012). The dynamics of genome-wide DNA methylation reprogramming in mouse primordial germ cells. Mol. Cell.

[61] Gkountela S (2015). DNA demethylation dynamics in the human prenatal germline. Cell.

[62] Jiang L (2013). Sperm, but not oocyte, DNA methylome is inherited by zebrafish early embryos. Cell.

[63] Potok ME, Nix DA, Parnell TJ, Cairns BR (2013). Reprogramming the maternal zebrafish genome after fertilization to match the paternal methylation pattern. Cell.

[64] Skvortsova K (2019). Retention of paternal DNA methylome in the developing zebrafish germline. Nat. Commun..

[65] Ortega-Recalde O, Day RC, Gemmell NJ, Hore TA (2019). Zebrafish preserve global germline DNA methylation while sex-linked rDNA is amplified and demethylated during feminisation. Nat. Commun..

[66] Wang X (2021). The role of DNA methylation reprogramming during sex determination and transition in zebrafish. Genomics Proteom. Bioinforma..

[67] Shao C (2014). Epigenetic modification and inheritance in sexual reversal of fish. Genome Res..

[68] Iwanami N (2020). Transgenerational inheritance of impaired larval T cell development in zebrafish. Nat. Commun..

[69] Ishihara T, Hickford D, Shaw G, Pask AJ, Renfree MB (2019). DNA methylation dynamics in the germline of the marsupial tammar wallaby, Macropus eugenii. DNA Res.

[70] Day TD, O’Connor CE, Waas JR, Matthews LR (2000). Social interactions among captive brushtail possums (Trichosurus vulpecula). Appl. Anim. Behav. Sci..

[71] Greve S (2022). The major urinary protein gene cluster knockout mouse as a novel model for translational metabolism research. Sci. Rep..

[72] *Otago Daily Times.* Saturday, October 28. *Otago Daily Times* (1893).

[73] *Otago Witness.* Thursday, May 18. *Otago Witness* (1893).

[74] Laird MK, Hore TA (2021). Primordial germ cell expression of SSEA1 and DDX4 (VASA) in female Trichosurus vulpecula (Marsupialia) reveals conserved and unique molecular patterns during marsupial germ cell development. Reprod. Fertil. Dev..

[75] Renfree MB, Ager EI, Shaw G, Pask AJ (2008). Genomic imprinting in marsupial placentation. Reproduction.

[76] Kelsey G, Feil R (2013). New insights into establishment and maintenance of DNA methylation imprints in mammals. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[77] Chang Y-C (2013). Deficiency of NPGPx, an oxidative stress sensor, leads to obesity in mice and human. EMBO Mol. Med..

[78] Parekh V (2004). Defective extraembryonic angiogenesis in mice lacking LBP-1a, a member of the grainyhead family of transcription factors. Mol. Cell. Biol..

[79] Turnbull J (2013). Deficiency of a glycogen synthase-associated protein, Epm2aip1, causes decreased glycogen synthesis and hepatic insulin resistance. J. Biol. Chem..

[80] Lynch HT, Snyder CL, Shaw TG, Heinen CD, Hitchins MP (2015). Milestones of Lynch syndrome: 1895–2015. Nat. Rev. Cancer.

[81] Hitchins MP (2016). Finding the needle in a haystack: identification of cases of Lynch syndrome with MLH1 epimutation. Fam. Cancer.

[82] Hitchins MP (2007). Inheritance of a cancer-associated MLH1 germ-line epimutation. N. Engl. J. Med..

[83] Hackett JA (2012). Promoter DNA methylation couples genome-defence mechanisms to epigenetic reprogramming in the mouse germline. Development.

[84] Oberacker P (2019). Bio-On-Magnetic-Beads (BOMB): open platform for high-throughput nucleic acid extraction and manipulation. PLoS Biol..

[85] Fujikura K, Abe M, Kuroda R (2017). β-mercaptoethanol assists efficient construction of sperm bacterial artificial chromosome library. J. Biol. Methods.

[86] Dunnet, M. J. et al. Leukocyte-specific DNA methylation biomarkers and their implication for pathological epigenetic analysis. *Epigenetics Commun.***2**, 5 (2022).

[87] Ortega-Recalde O, Peat JR, Bond DM, Hore TA (2021). Estimating global methylation and erasure using low-coverage whole-genome bisulfite sequencing (WGBS). Methods Mol. Biol..

[88] Suzuki S, Shaw G, Renfree MB (2013). Postnatal epigenetic reprogramming in the germline of a marsupial, the tammar wallaby. Epigenetics Chromatin.

[89] Clark SJ (2017). Genome-wide base-resolution mapping of DNA methylation in single cells using single-cell bisulfite sequencing (scBS-seq). Nat. Protoc..

[90] Li H, Durbin R (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics.

[91] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[92] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[93] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[94] Van der Auwera GA (2013). From FastQ data to high confidence variant calls: the Genome Analysis Toolkit best practices pipeline. Curr. Protoc. Bioinforma..

[95] Danecek P (2011). The variant call format and VCFtools. Bioinformatics.

[96] Alexander A (2013). Low diversity in the mitogenome of sperm whales revealed by next-generation sequencing. Genome Biol. Evol..

[97] Stamatakis A (2014). RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics.

[98] Alexander, A. The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes, laninsky/possums:possums v1.0. 10.5281/zenodo.8237607 (2023).10.1038/s41467-023-41784-8PMC1058205837848431

[99] Bouckaert R (2019). BEAST 2.5: an advanced software platform for Bayesian evolutionary analysis. PLoS Comput. Biol..

[100] Drummond AJ, Rambaut A, Shapiro B, Pybus OG (2005). Bayesian coalescent inference of past population dynamics from molecular sequences. Mol. Biol. Evol..

[101] Rambaut A, Drummond AJ, Xie D, Baele G, Suchard MA (2018). Posterior summarization in Bayesian phylogenetics using tracer 1.7. Syst. Biol..

[102] Purcell S (2007). PLINK: a tool set for whole-genome association and population-based linkage analyses. Am. J. Hum. Genet..

[103] Alexander DH, Lange K (2011). Enhancements to the ADMIXTURE algorithm for individual ancestry estimation. BMC Bioinforma..

[104] Li H (2018). Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics.

[105] Simpson JT (2017). Detecting DNA cytosine methylation using nanopore sequencing. Nat. Methods.

[106] Luo R (2020). Exploring the limit of using a deep neural network on pileup data for germline variant calling. Nat. Mach. Intell..

[107] Patterson M (2015). WhatsHap: weighted haplotype assembly for future-generation sequencing reads. J. Comput. Biol..

[108] Robinson JT (2011). Integrative genomics viewer. Nat. Biotechnol..

[109] Krueger F, Andrews SR (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[110] Ortega-Recalde, O. J. & Hore, T. A. The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes, TimHore-Otago/Bond_NZ_brushtail_possum: Possum v1.0.1. 10.5281/zenodo.8253622 (2023).10.1038/s41467-023-41784-8PMC1058205837848431

# Supplementary material for: The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes
**Source:** Nat Commun. 2023 Oct 17;14:6364. doi: 10.1038/s41467-023-41784-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes

Bond et al.

This pdf file contains:

- Supplementary Figures 1-5
  - Supplementary Figure 1. Identification of Y-chromosome contigs.
  - Supplementary Figure 2. Gene expression changes associated with liver development and weaning.
  - Supplementary Figure 3. Allele-specific methylation sites associated with known imprinted genes.
  - Supplementary Figure 4. Allele-specific methylation sites correlate with monoallelic expression of neighbouring genes.
  - Supplementary Figure 5. Defining the *H19* imprint control region in possum.
- Supplementary Tables 1-5
  - Supplementary Table 1. Marsupial genome assemblies to date.
  - Supplementary Table 2. Lipocalin gene cluster on Chromosome 3.
  - Supplementary Table 3. Primers and PCR conditions used in this study.
  - Supplementary Table 4. Statistics and coverage of nanopore data.
  - Supplementary Table 5. Genomic position of SNPs used to determine mono-allelic expression.
- Supplementary References
- Uncropped gel images for Supplementary Figure 1

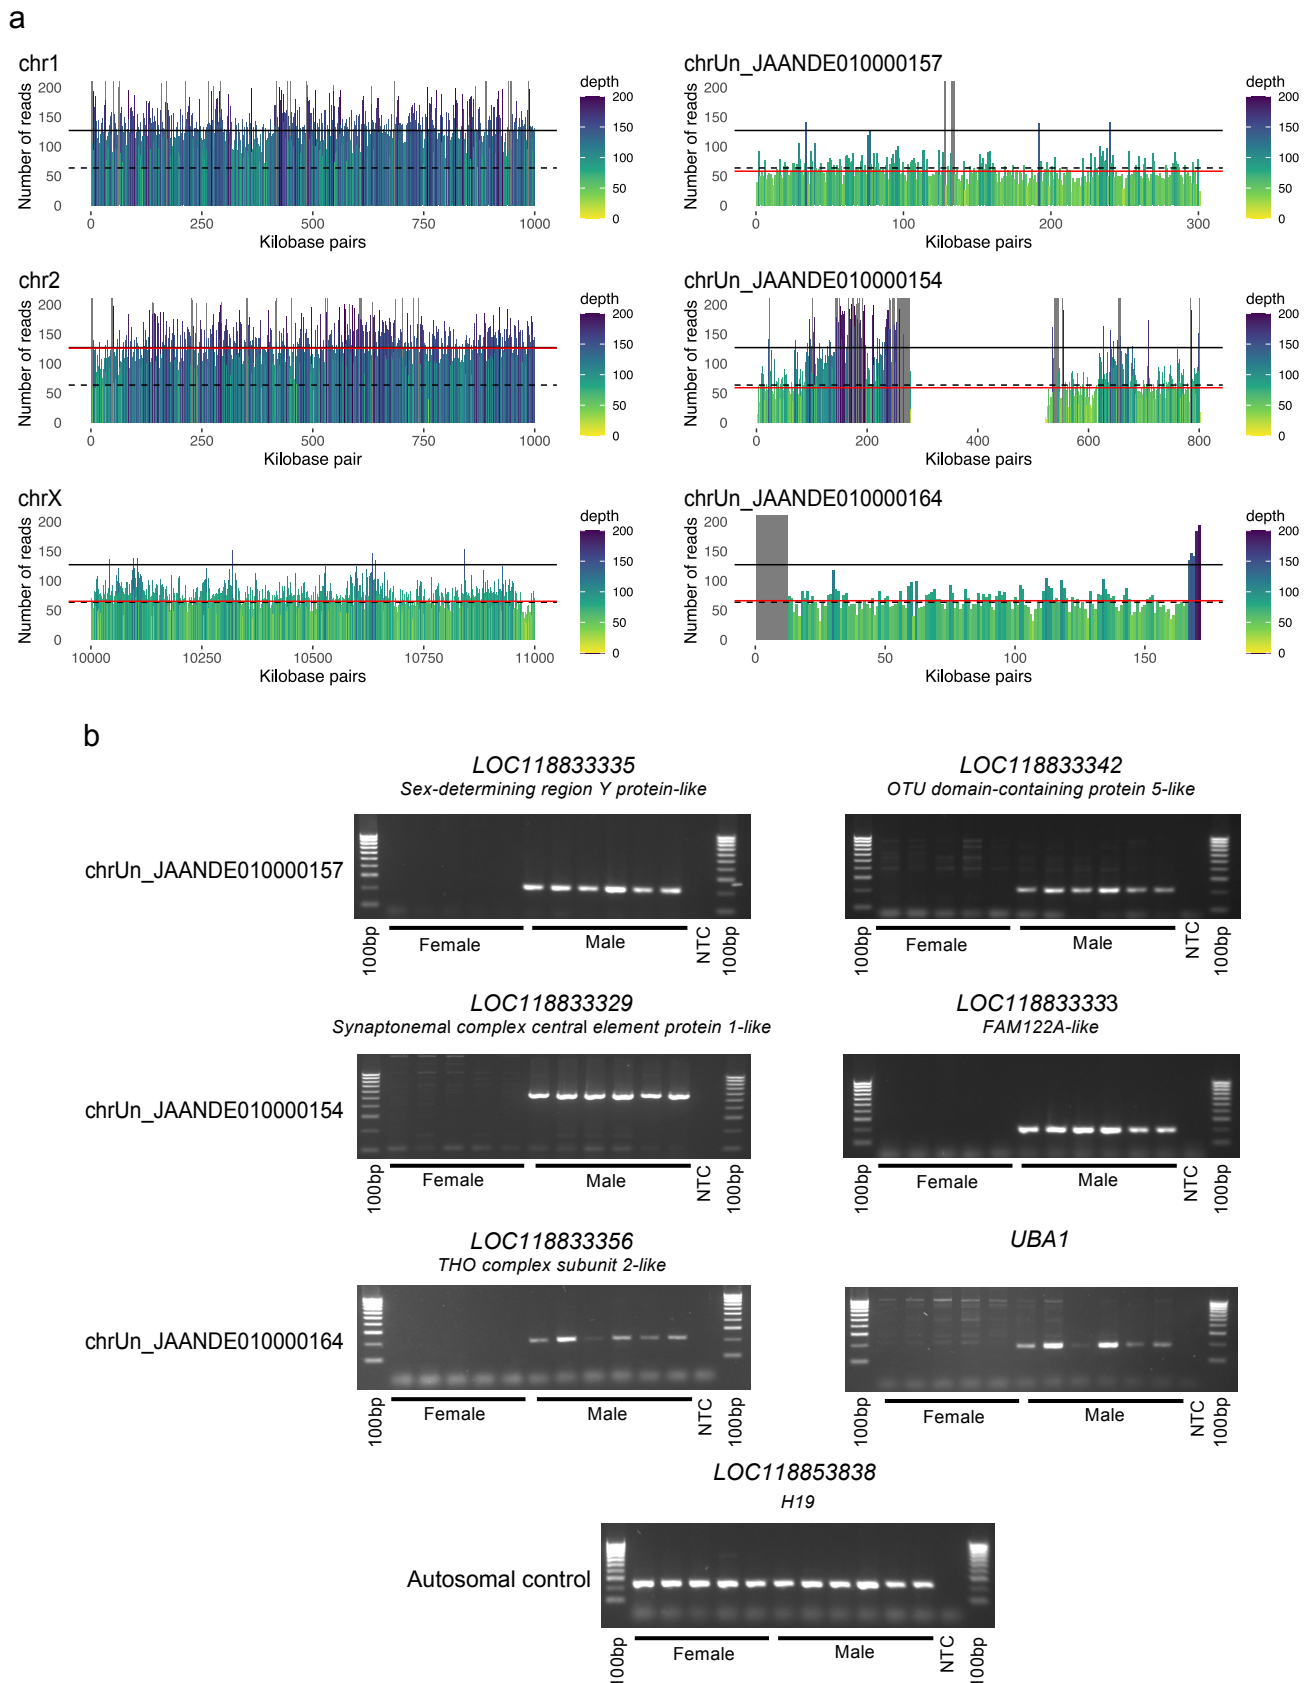

**Supplementary Figure 1. Identification of Y-chromosome contigs.** a) The number of sequencing reads mapped to 1 kilobase pair windows of known autosomal (chr1 and chr2), sex (chrX) and unassembled Y chromosome contigs (chrUn\_JAANDE010000157, chrUn\_JAANDE010000154 and chrUn\_JAANDE010000164). As a reference, the solid black line represents the median number of reads mapped per kilobase pair for chr 1 and the dashed black line represents half of this value. The solid red line represents the median number of reads for each specific sequence chromosome/contig analysed. b) PCR amplification of *LOC118833335* (Sex-determining region Y protein-like), *LOC118833342* (OTU domain-containing protein 5-like), *LOC118833329* (Synaptonemal complex central element protein 1-like), *LOC118833333* (FAM122A-like), *LOC118833356* (*THO* complex subunit 2-like) and *UBA1* is specific to DNA from male possums. PCR amplification of *LOC118853838* (*H19*) was used as an autosomal control to confirm amplification from both male and female DNA samples. Primers and PCR conditions are given in Supplementary Table 3. 100bp represents the HyperLadder 100bp (Bioline) and NTC represents no template control.

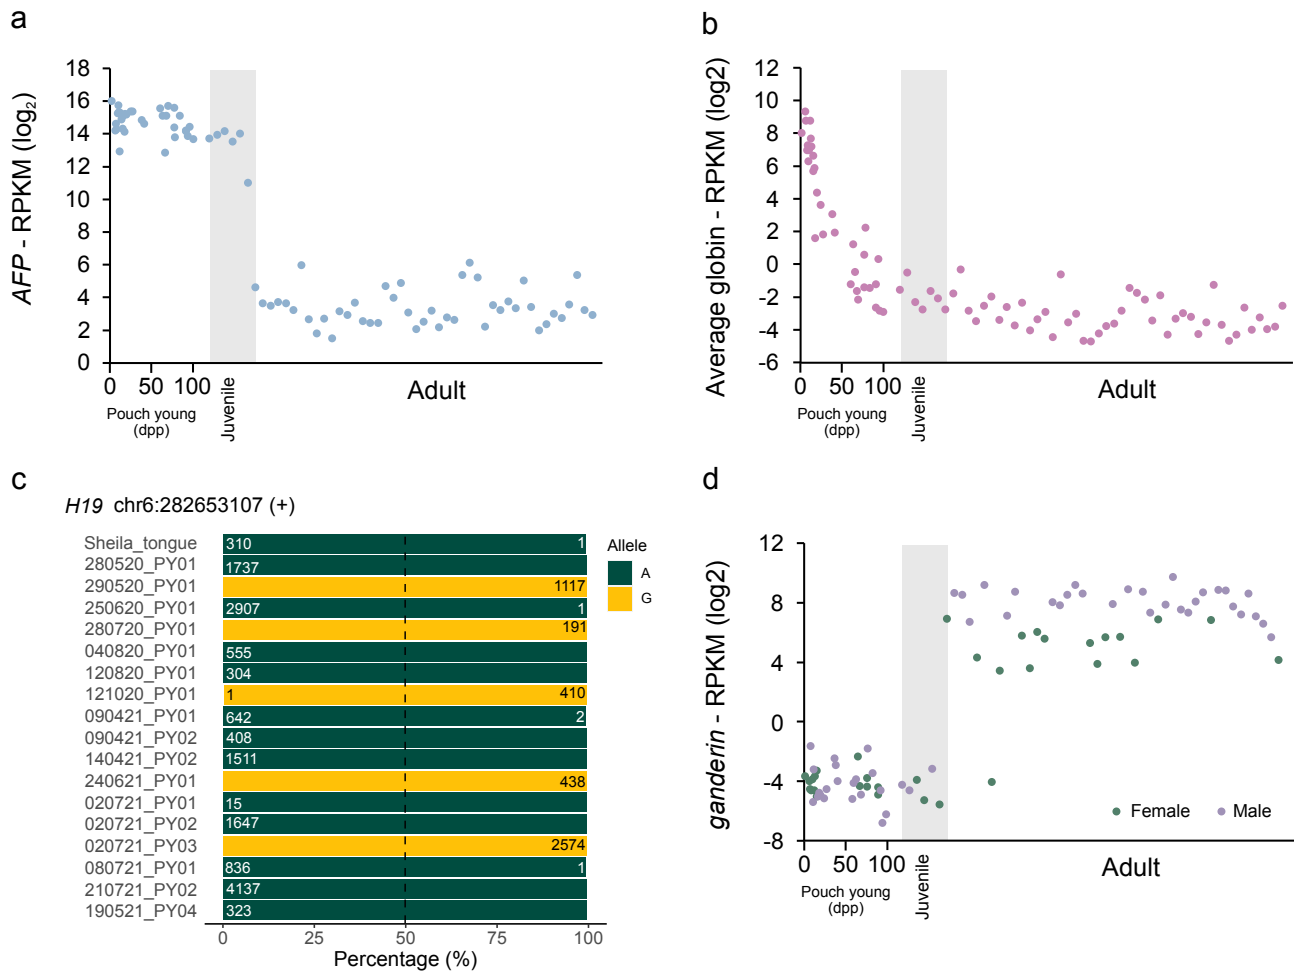

**Supplementary Figure 2. Gene expression changes associated with liver development and weaning.** Expression of (a) *AFP* (*LOC118852573*) and (b) globin genes in RNA-sequencing data of liver samples from pouch young, juvenile and adult possums. (c) Monoallelic expression of single nucleotide polymorphism within *H19* in RNA-sequencing data from heterozygous individuals. Values represent samples read depth ( $\geq 5$ ). (d) Expression of *ganderin* (*LOC118843263*) in RNA-sequencing data of liver samples from pouch young, juvenile and adult possums. Source data are provided as a Source Data file.

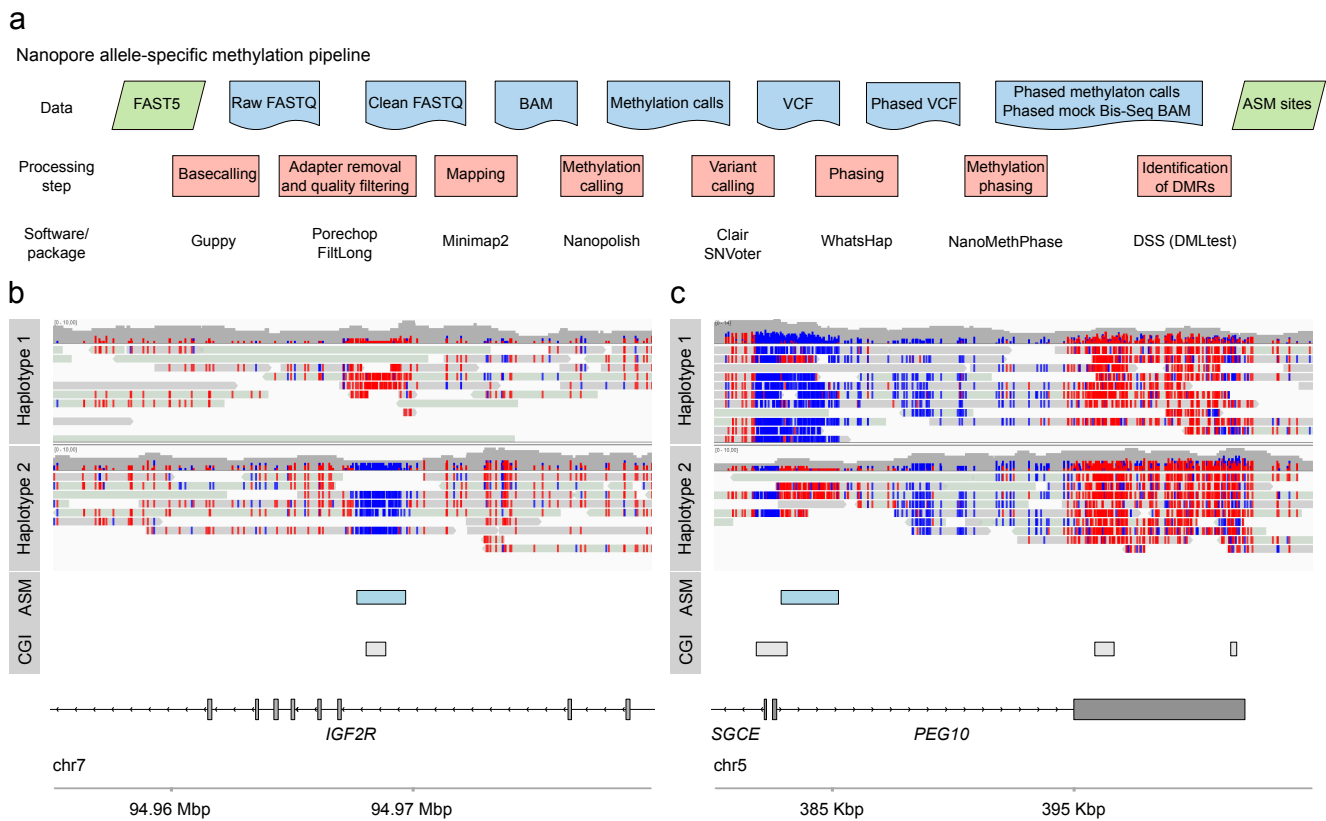

**Supplementary Figure 3. Allele-specific methylation sites associated with known imprinted genes.** Allele specific methylation discovery pipeline (a) and methylation haplotypes for *IGF2R* (b) and *PEG10* (c). Methylated cytosines are red, Unmethylated cytosines are blue; ASM, allele-specific methylation; CGI, CpG island.

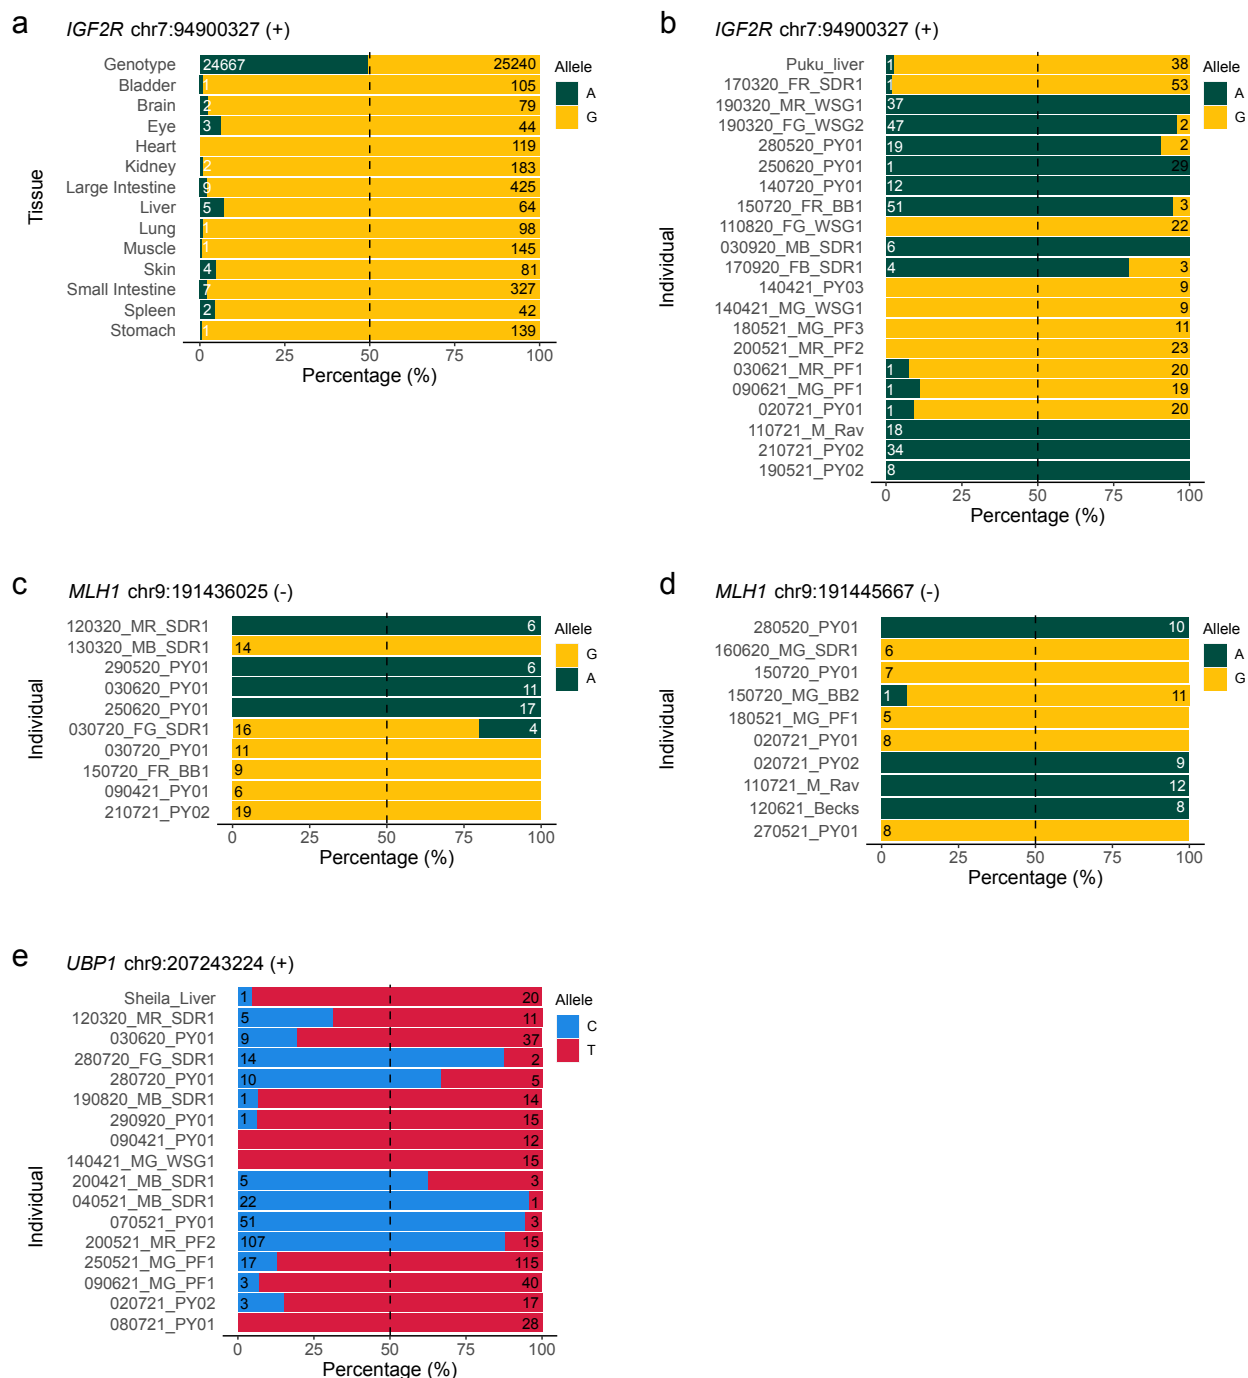

**Supplementary Figure 4. Allele-specific methylation sites correlate with monoallelic expression of neighbouring genes.** Monoallelic expression of single nucleotide polymorphisms within *IGF2R* in RNA-sequencing data from Sandy's tissues (a) and heterozygous individuals (b). Monoallelic expression of additional single nucleotide polymorphisms for *MLH1* (c and d) and *UBP1* (e) were analysed in heterozygous individuals. Values represent read depth ( $\geq 5$ ). Source data are provided as a Source Data file.

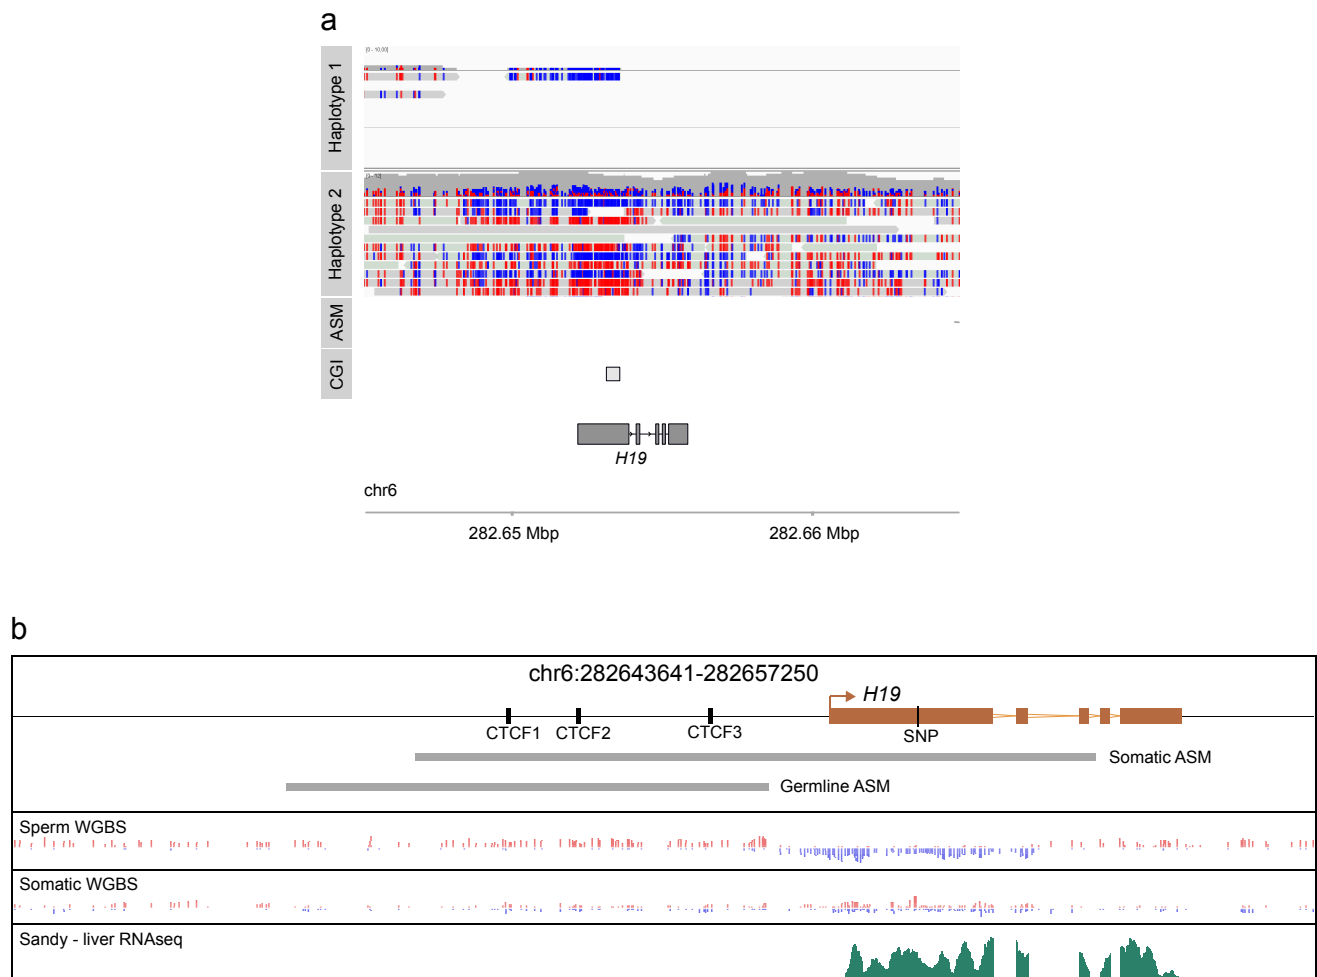

**Supplementary Figure 5. Defining the *H19* imprint control region in possum.** (a) Methylation haplotypes at the *H19* locus. No allele specific methylation site was defined for *H19* due to the lack of heterozygosity at this locus. However, within haplotype 2 there were reads with methylated cytosines (red) and reads with unmethylated cytosines (blue) covering region chr6:282647885-282654945 (defined as the somatic ASM) (b) Screenshot of WGBS reads from somatic non-germline cells from pouch young gonads and from adult sperm (from Figure 6b and c). The somatic non-germline gonadal cells had both methylated (red) and unmethylated (blue) reads mapping to the somatic ASM site, suggesting 50% methylation, and consistent with the reads seen within haplotype 2 in (a). The sperm cells had only unmethylated (blue) reads mapping to the right hand side of the somatic ASM site, which overlaps the 5' end of the *H19* transcript. In contrast, only methylated (red) reads mapped to the left hand side of the somatic ASM and extended 5' of this region (chr6:282646549-282651558), which we define as the germline ASM. The overlap of the somatic and germline ASM sites contains three CTCF binding sites (chr6:282648824-282648871, chr6:282649557-282649604, chr6:282650923-282650970) – consistent with the *H19* imprint control region identified in wallaby<sup>1</sup>. RNA-sequencing reads from Sandy's liver sample map to the exons (orange box) of the *H19* mRNA. WGBS, whole genome bisulfite sequencing; ASM, allele-specific methylation; CGI, CpG island; SNP, single nucleotide polymorphism.

**Supplementary Table 1. Marsupial genome assemblies to date.**

| Assembly        | Assembly Link                                                                                                                                                                     | Common name                 | Scientific name                                                                              | Size (Mb) | Level      | Year | WGS accession | Contig N50 (kb) | Scaffold N50 (kb) | BUSCO type?    | BUSCO                                        | Submitter                                                                 | BioProject  | Sex |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------|----------------------------------------------------------------------------------------------|-----------|------------|------|---------------|-----------------|-------------------|----------------|----------------------------------------------|---------------------------------------------------------------------------|-------------|-----|
| GCA_002099425.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_002099425.1/">phaCin_unsw_v4.1<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_002099425.1/)</a>                  | Koala                       | <i>Phascogalea cinereus</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/38626/)      | 3,193     | Contig     | 2017 | MST501        | 11,588          | n/a               | mammalia_odb10 | C:98.0%[S:97.5%,D:0.6%],F:0.5%,M:1.5%,n:9226 | The Earlham Institute                                                     | PRJNA359763 | F   |
| GCA_019393635.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_019393635.1/">mDroG11.pri<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_019393635.1/)</a>                       | Monito del monte            | <i>Dromiciops gliroides</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/33562/)      | 3,303     | Chromosome | 2021 | JAHYBR01      | 38,231          | 670,776           | mammalia_odb10 | C:97.3%[S:93.5%,D:3.8%],F:0.6%,M:2.1%,n:9226 | Vertebrate Genomes Project                                                | PRJNA728141 | F   |
| GCA_011100635.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_011100635.1/">mTriVul1.pri<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_011100635.1/)</a>                      | Common brushtail            | <i>Trichosurus vulpecula</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/9337/)      | 3,359     | Chromosome | 2020 | JAANDE01      | 4,315           | 442,560           | mammalia_odb10 | C:96.8%[S:92.6%,D:4.2%],F:0.7%,M:2.5%,n:9226 | Vertebrate Genomes Project                                                | PRJNA562014 | M   |
| GCA_900497805.2 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_900497805.2/">bare-nosed wombat genome assembly<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_900497805.2/)</a> | Common wombat               | <i>Vombatus ursinus</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/29139/)          | 3,487     | Scaffold   | 2018 | UNPS02        | 113             | 28,503            | mammalia_odb10 | C:96.0%[S:87.3%,D:8.7%],F:1.2%,M:2.7%,n:9226 | MRC Institute of Genetics and Molecular Medicine, University of Edinburgh | PRJEB27783  | M   |
| GCA_902635505.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_902635505.1/">mSarHar1.11<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_902635505.1/)</a>                       | Tasmanian devil             | <i>Sarcophilus harrisii</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/9305/)       | 3,087     | Chromosome | 2019 | CACPPN01      | 62,340          | 611,347           | mammalia_odb10 | C:95.5%[S:94.5%,D:1.0%],F:0.9%,M:3.6%,n:9226 | SC                                                                        | PRJEB35073  | F   |
| GCA_027887165.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_027887165.1/">mMonDom1.pri<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_027887165.1/)</a>                      | Gray short-tailed opossum   | <i>Monodelphis domestica</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/13616/)     | 3,598     | Chromosome | 2007 | AAFR03        | 108             | 59,810            | mammalia_odb10 | C:91.6%[S:90.3%,D:1.2%],F:2.0%,M:6.4%,n:9226 | The Genome Sequencing Platform, The Genome Assembly Team                  | PRJNA12561  | F   |
| GCA_016433145.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_016433145.1/">AgileGrace<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_016433145.1/)</a>                        | Agile Gracile Mouse Opossum | <i>Gracilinanus agilis</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/191870/)      | 3,701     | Chromosome | 2021 | JADWME01      | 73              | 683,522           | mammalia_odb10 | C:90.4%[S:87.8%,D:2.7%],F:3.2%,M:6.4%,n:9226 | Nanjing Normal University                                                 | PRJNA565840 | M   |
| GCA_016432865.2 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_016432865.2/">AdamAnt<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_016432865.2/)</a>                           | Yellow-footed antechinus    | <i>Antechinus flavipes</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/38775/)       | 3,193     | Chromosome | 2021 | JADWMD01      | 51,844          | 636,718           | mammalia_odb10 | C:95.4%[S:93.6%,D:1.8%],F:0.7%,M:3.9%,n:9226 | Nanjing Normal University                                                 | PRJNA565840 | M   |
| GCA_016696395.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_016696395.1/">USYD_AStu_M<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_016696395.1/)</a>                       | Brown antechinus            | <i>Antechinus stuartii</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/9283/)        | 3,307     | Scaffold   | 2021 | JACYGW01      | 78              | 72,733            | n/a            | n/a                                          | University of Sydney                                                      | PRJNA664282 | M   |
| GCA_023548195.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_023548195.1/">mBetoen1.pri.20210916<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_023548195.1/)</a>             | Woylie                      | <i>Bettongia penicillata</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/881300/)    | 3,393     | Scaffold   | 2022 | JAHZJ01       | 1,995           | 6,940             | n/a            | n/a                                          | The University of Sydney                                                  | PRJNA763700 | F   |
| GCA_020854095.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_020854095.1/">UniMelb_DasViv_v1.0<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_020854095.1/)</a>               | Eastern quoll               | <i>Dasyurus viverrinus</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/9279/)        | 3,139     | Chromosome | 2021 | JAIAFV01      | 13,753          | 628,487           | n/a            | n/a                                          | The University of Melbourne                                               | PRJNA758704 | F   |
| GCA_011680675.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_011680675.1/">LBP_v1<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_011680675.1/)</a>                            | Leadbeater's possum         | <i>Gymnobelideus leadbeateri</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/38618/) | 3,469     | Scaffold   | 2020 | WOXC01        | 501             | 502               | n/a            | n/a                                          | Deakin University                                                         | PRJNA593327 | F   |
| GCA_023553655.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_023553655.1/">mMyrfas1.20211206<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_023553655.1/)</a>                 | Numbat                      | <i>Myrmecobius fasciatus</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/55782/)     | 3,424     | Scaffold   | 2022 | JAJPUD01      | 38              | 223               | n/a            | n/a                                          | The University of Sydney                                                  | PRJNA786364 | F   |
| GCA_000004035.1 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_000004035.1/">Meug_1.1<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_000004035.1/)</a>                          | Tammar wallaby              | <i>Notamacropus eugenii</i><br>(https://www.ncbi.nlm.nih.gov/datasets/taxon/omv/9315/)       | 3,075     | Scaffold   | 2009 | ABQO01        | 3               | 37                | n/a            | n/a                                          | Tammar Wallaby Genome Sequencing Consortium                               | PRJNA12587  | F   |

|                 |                                                                                                                                                                                   |                |                                                                                                                                                 |       |            |      |        |    |         |     |     |                             |             |   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|-------------------------------------------------------------------------------------------------------------------------------------------------|-------|------------|------|--------|----|---------|-----|-----|-----------------------------|-------------|---|
| GCA_007646695.3 | <a href="https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_007646695.3/">UniMelb_ThyCyn2.0_hybrid_assembly<br/>(https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_007646695.3/)</a> | Tasmanian wolf | <a href="https://www.ncbi.nlm.nih.gov/datasets/taxon/9275/">Thylacinus cynocephalus<br/>(https://www.ncbi.nlm.nih.gov/datasets/taxon/9275/)</a> | 3,377 | Chromosome | 2022 | VAHE03 | 15 | 629,086 | n/a | n/a | The University of Melbourne | PRJNA354646 | F |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|-------------------------------------------------------------------------------------------------------------------------------------------------|-------|------------|------|--------|----|---------|-----|-----|-----------------------------|-------------|---|

**Supplementary Table 2. Lipocalin gene cluster on Chromosome 3.**

| Chromosome | Genomic position          | Gene                | Protein        | Protein name                            |
|------------|---------------------------|---------------------|----------------|-----------------------------------------|
| 3          | 173,451,178 - 173,455,153 | <i>LCN9</i>         | XP_036605766.1 | Epididymal-specific lipocalin-9         |
|            | 173,480,469 - 173,487,813 | <i>LOC11884295</i>  | XP_036605767.1 | Trichosurin-like                        |
|            | 173,578,654 - 173,586,395 | <i>LOC118841385</i> | XP_036604669.1 | Trichosurin-like                        |
|            | 173,593,423 - 173,599,643 | <i>LOC118842296</i> | XP_036605768.1 | Major urinary protein-like              |
|            | 173,670,196 - 173,677,008 | <i>LOC118843263</i> | XP_036606697.1 | Minor allergen Can f 2-like isoform X1  |
|            |                           |                     | XP_036606698.1 | Major urinary protein 5-like isoform X2 |
|            |                           |                     | XP_036606699.1 | Major urinary protein 5-like isoform X3 |
|            | 173,712,002 - 173,722,644 | <i>LOC118842298</i> | XP_036605769.1 | Trichosurin-like                        |
|            | 173,737,858 - 173,743,805 | <i>LOC118844010</i> | XP_036607713.1 | Trichosurin-like                        |
|            | 173,736,995 - 173,852,176 | <i>LOC118844008</i> | XP_036607712.1 | Trichosurin-like                        |
|            | 173,831,353 - 173,837,393 | <i>LOC118844011</i> | XP_036607714.1 | Major urinary protein-like              |
|            | 173,852,744 - 173,856,236 | <i>LOC118844299</i> | XP_036605770.1 | Minor allergen Can f 2-like             |
|            | 173,938,493 - 173,944,328 | <i>LOC118841424</i> | XP_036604713.1 | Trichosurin-like                        |
|            | 173,980,033 - 173,988,587 | <i>LOC118841226</i> | XP_036604510.1 | Major urinary protein-like              |
|            | 174,091,228 - 174,096,488 | <i>LOC118842300</i> | XP_036605771.1 | Major urinary protein-like              |
|            | 174,110,675 - 174,117,705 | <i>LOC118841314</i> | XP_036604581.1 | Trichosurin                             |

**Supplementary Table 3. Primers and PCR conditions used in this study.**

*Putative Y-chromosome*

| Gene         | Protein title                                       | Scaffold                | Primer sequence          | PCR product size (bp) | PCR cycling conditions                                                   |
|--------------|-----------------------------------------------------|-------------------------|--------------------------|-----------------------|--------------------------------------------------------------------------|
| LOC118833335 | Sex-determining region Y protein-like               | chrUn_JAANDE010000157v1 | TATGCTATGGTCGCGGAGTC     | 209 bp                | 98°C, 30 sec; 27x (98°C, 10 sec; 62°C, 20 sec; 72°C, 15 sec); 72°C 2 min |
|              |                                                     |                         | GAAATTTCTTCCGACGGGGC     |                       |                                                                          |
| LOC118833342 | OTU domain-containing protein 5-like                | chrUn_JAANDE010000157v1 | GTGGATGTTGCGGTGATAGC     | 200 bp                |                                                                          |
|              |                                                     |                         | CACAGGTAAGGCAATGCTGG     |                       |                                                                          |
| LOC118833329 | Synaptonemal complex central element protein 1-like | chrUn_JAANDE010000154v1 | GAGGTAAGCCTTGTTTCAGCC    | 566 bp                |                                                                          |
|              |                                                     |                         | AGTTGCTCGCCAACTCCAT      |                       |                                                                          |
| LOC118833333 | FAM122A-like                                        | chrUn_JAANDE010000154v1 | TGTTCCCTCCAACATGATTTTCC  | 188 bp                |                                                                          |
|              |                                                     |                         | GGTGGAATAATCCACGGC       |                       |                                                                          |
| LOC118833356 | THO complex subunit 2-like                          | chrUn_JAANDE010000164v1 | TCGGATGTCAAGTTTCGTCGT    | 210 bp                |                                                                          |
|              |                                                     |                         | AAATTCACCGGTTCTCCAGCTGGA |                       |                                                                          |
| UBA1         | UBA1                                                | chrUn_JAANDE010000164v1 | GCTACCCGTCCTCCAAAACCA    | 185 bp                |                                                                          |
|              |                                                     |                         | ACAACCTGTGCCAATCCAACCA   |                       |                                                                          |

*Mitochondrial genome*

| PCR | Region amplified    | Primer sequence           | PCR product size (bp) | PCR cycling conditions                                                    |
|-----|---------------------|---------------------------|-----------------------|---------------------------------------------------------------------------|
| 1   | 315 bp - 3566 bp    | CCACCGCGGCCATACGATTA      | 3253 bp               | 98°C, 30 sec; 27x (98°C, 10 sec; 65°C, 20 sec; 72°C, 2 min); 72°C, 10 min |
|     |                     | CGAAATCGTGGGTATGAGGCTCG   |                       |                                                                           |
| 2   | 3538 bp - 6937 bp   | TGAGTACGAGCCTCATACCCACG   | 3400 bp               |                                                                           |
|     |                     | TAGGGGGTTTCGATTCTCCCT     |                       |                                                                           |
| 3   | 6837 bp - 10314 bp  | ATCTTGAATGACTTTATGGT      | 3478 bp               | 98°C, 30 sec; 27x (98°C, 10 sec; 65°C, 20 sec; 72°C, 2 min); 72°C, 10 min |
|     |                     | TTAGACTAATTACGCTGATG      |                       |                                                                           |
| 4   | 10295 bp - 13875 bp | CATCAGCGTAATTAGTCTAA      | 3581 bp               |                                                                           |
|     |                     | TTATACTTCTGCTATGGCTA      |                       |                                                                           |
| 5   | 13697 bp - 375 bp   | GCCCAACACAATAAACACCAACAGT | 3870 bp               | 98°C, 1 min; 30x (98°C, 20 sec; 65°C, 6 min); 65°C, 7 min                 |
|     |                     | TGCTTAAACACACTTTACGCCGGT  |                       |                                                                           |

*Amplification of SNPs in imprinted genes - DNA*

| Gene  | SNP                               | Genomic coordinate for amplicon     | Primer sequence                                           | PCR product size (bp)* | PCR cycling conditions - first round of PCR                              |
|-------|-----------------------------------|-------------------------------------|-----------------------------------------------------------|------------------------|--------------------------------------------------------------------------|
| H19   | chr6:282653107 (+)                | chr6:282653001-282653184            | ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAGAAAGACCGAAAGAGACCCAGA | 251 bp                 | 98°C, 3 min; 27x (98°C, 10 sec; 62°C, 20 sec; 72°C, 15 sec); 72°C, 2 min |
|       |                                   |                                     | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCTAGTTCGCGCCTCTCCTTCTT  |                        |                                                                          |
| IGF2  | chrUn_JAANDE010000037v1:11329 (-) | chrUn_JAANDE010000037v1:11210-11406 | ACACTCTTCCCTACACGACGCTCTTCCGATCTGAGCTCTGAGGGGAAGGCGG      | 263 bp                 |                                                                          |
|       |                                   |                                     | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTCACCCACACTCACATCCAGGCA  |                        |                                                                          |
| IGF2R | chr7:94900327 (+)                 | chr7:94900212-94900445              | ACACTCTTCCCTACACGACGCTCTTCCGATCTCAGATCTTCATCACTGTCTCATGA  | 301 bp                 |                                                                          |

|                 |                                              |                          |                                                                   |        |  |
|-----------------|----------------------------------------------|--------------------------|-------------------------------------------------------------------|--------|--|
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> GACGAGGTCTTGACCATTCTGAT |        |  |
| <i>MLH1</i>     | chr9:191436025 (-)                           | chr9:191435894-191436094 | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> GCAAATGGCCGACCTCATCG     | 268 bp |  |
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> TCTCCCTGTGTGCCTCGCT     |        |  |
| <i>GPX7</i>     | chr4:27665030 (-)                            | chr4:27664860-27665060   | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> GCAATTGGCCCCAGTACCACG    | 268 bp |  |
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> AGACCAGCACTACCGAGCCC    |        |  |
| <i>MLH1</i>     | chr9:191435198 (-)                           | chr9:191435100-191435323 | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> CTCTCCCTGCCTGGATCTGGC    | 291 bp |  |
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> GCAGGGATGAGGCAGAGGG     |        |  |
| <i>MLH1</i>     | chr9:191445667 (-)                           | chr9:191445496-191445733 | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> TCTCTCATCAGGCTGGTCGGC    | 305 bp |  |
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> TCTGCTGCCGGGAGTTGCTG    |        |  |
| <i>UBP1</i>     | chr9:207243191 (+) and<br>chr9:207243224 (+) | chr9:207243078-207243308 | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> GTGGGAGCCTCTCACAGCCC     | 298 bp |  |
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> GGCCAGCACCTTACCTGGT     |        |  |
| <i>EPM2AIP1</i> | chr9:191486899 (+)                           | chr9:191486841-191487058 | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> ACTGGTTCAAGGCGGGCTG      | 285 bp |  |
|                 |                                              |                          | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> GCCACGAACGCCTGGTCAT     |        |  |

Underlined sequence is the 'handle' sequence that is incorporated into amplicon during 1<sup>st</sup> round of PCR amplification; \*includes 67 bp of handle sequences; \*\*add DMSO to PCR reaction (6% final conc.).

### Amplification of SNPs in imprinted genes - mRNA

| Gene                     | SNP                                          | Genomic coordinate for amplicon                                    | Primer sequence                                                    | PCR product size (bp) <sup>%</sup> | PCR cycling conditions - first round of PCR |
|--------------------------|----------------------------------------------|--------------------------------------------------------------------|--------------------------------------------------------------------|------------------------------------|---------------------------------------------|
| <i>H19</i> *             | chr6:282653107 (+)                           | chr6:282653001-282653184                                           | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> CAGAAAGACCGAAAGAGACCCAGA  | 251 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> CTAGTTCGCGCTCTCCTTCTT    |                                    |                                             |
| <i>IGF2R</i> *           | chr7:94900327 (+)                            | chr7:94900212-94900445                                             | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> CAGATCTTCATCACTGTCGTCATGA | 301 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> GACGAGGTCTTGACCATTCTGAT  |                                    |                                             |
| <i>MLH1</i>              | chr9:191436025 (-)                           | chr9:191435175-191436066 (genomic)<br><i>MLH1</i> :1699-1934 (CDS) | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> GCACCCCTATACGACCTGGCC     | 303 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> AGCACGAACATGGGAAGCCC     |                                    |                                             |
| <i>GPX7</i>              | chr4:27665030 (-)                            | chr4:27664950-27707162 (genomic)<br><i>GPX7</i> :111-303 (CDS)     | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> TGGTGTCTGGCTCCTGCTGG      | 260 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> CAGGGGCAAGTGGGTGTCC      |                                    |                                             |
| <i>MLH1</i> <sup>#</sup> | chr9:191435198 (-)                           | chr9:191435175-191436066 (genomic)<br><i>MLH1</i> :1699-1934 (CDS) | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> GCACCCCTATACGACCTGGCC     | 291 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> AGCACGAACATGGGAAGCCC     |                                    |                                             |
| <i>MLH1</i>              | chr9:191445667 (-)                           | chr9:191445496-191445733                                           | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> TCTCTCATCAGGCTGGTCGGC     | 305 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> TCTGCTGCCGGGAGTTGCTG     |                                    |                                             |
| <i>UBP1</i>              | chr9:207243191 (+) and<br>chr9:207243224 (+) | chr9:207237856-207243270 (genomic)<br><i>UBP1</i> :1324-1510 (CDS) | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> AGGGGTCCGAGCTGGAAG        | 254 bp                             |                                             |
|                          |                                              |                                                                    | <u>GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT</u> TCCGGTGGGACCCTGTCT       |                                    |                                             |
| <i>EPM2AIP1</i> *        | chr9:191486899 (+)                           | chr9:191486841-191487058                                           | <u>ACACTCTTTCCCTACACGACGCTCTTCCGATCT</u> ACTGGTTCAAGGCGGGCTG       | 285 bp                             |                                             |
|                          |                                              |                                                                    | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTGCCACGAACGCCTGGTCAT              |                                    |                                             |

Underlined sequence is the 'handle' sequence that is incorporated into amplicon during 1<sup>st</sup> round of PCR amplification; \*same primers as for DNA amplification above; #same primers as for SNP chr9:191436025 (-);

<sup>%</sup>includes 67 bp of handle sequences

*Indexed Truseq-type oligos for Illumina sequencing*

| Primer ID                             | Linker (handle) sequence           | Index and Illumina adpter sequence    | Full primer sequence                                                      |
|---------------------------------------|------------------------------------|---------------------------------------|---------------------------------------------------------------------------|
| Illumina P5 adapter with TruSeq index | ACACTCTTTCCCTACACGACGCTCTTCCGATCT  | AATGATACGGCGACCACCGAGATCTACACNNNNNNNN | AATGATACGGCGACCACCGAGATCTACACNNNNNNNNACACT<br>CTTCCCTACACGACGCTCTTCCGATCT |
| Illumina P7 adapter with TruSeq index | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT | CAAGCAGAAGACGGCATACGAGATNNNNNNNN      | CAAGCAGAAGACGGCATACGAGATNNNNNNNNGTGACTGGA<br>GTTCCAGACGTGTGCTCTTCCGATCT   |

NNNNNNNN represents the unique 8 bp index.

**Supplementary Table 5. Genomic position of SNPs used to determine mono-allelic expression.**

| <b>Chromosome</b>       | <b>mRNA</b>     | <b>Genomic position of SNP</b> | <b>SNP present in Sandy?</b> | <b>How was SNP identified?</b>                         |
|-------------------------|-----------------|--------------------------------|------------------------------|--------------------------------------------------------|
| chr7                    | <i>IGF2R</i>    | 94900327                       | Yes                          | Nanopore data - SNP detection in Sandy's genome        |
| chr6                    | <i>H19</i>      | 282653107                      | No                           | Reese, 2021 <sup>2</sup>                               |
| chrUn_JAANDE010000037v1 | <i>IGF2</i>     | 11329                          | No                           | RNA-sequencing data – variant identified in population |
| chr9                    | <i>MLH1</i>     | 191435198                      | Yes                          | Nanopore data - SNP detection in Sandy's genome        |
| chr9                    | <i>MLH1</i>     | 191436025                      | No                           | RNA-sequencing data – variant identified in population |
| chr9                    | <i>MLH1</i>     | 191445667                      | No                           | RNA-sequencing data – variant identified in population |
| chr9                    | <i>EPM2AIP1</i> | 191486899                      | Yes                          | Nanopore data - SNP detection in Sandy's genome        |
| chr9                    | <i>UBP1</i>     | 207243191                      | Yes                          | Nanopore data - SNP detection in Sandy's genome        |
| chr9                    | <i>UBP1</i>     | 207243224                      | No                           | RNA-sequencing data – variant identified in population |
| chr4                    | <i>GPX7</i>     | 27665030                       | Yes                          | Nanopore data - SNP detection in Sandy's genome        |

## References

1. Smits, G., Mungall, A., Griffiths-Jones, S. *et al.* Conservation of the *H19* noncoding RNA and *H19-IGF2* imprinting mechanism in therians. *Nat. Genet.* **40**, 971–976 (2008).
2. Reese, F. (2021) Investigating Genomic Imprinting in the Brushtail Possum. (University of Otago, 2021).

Uncropped gel photos used to generate Fig. S1b:

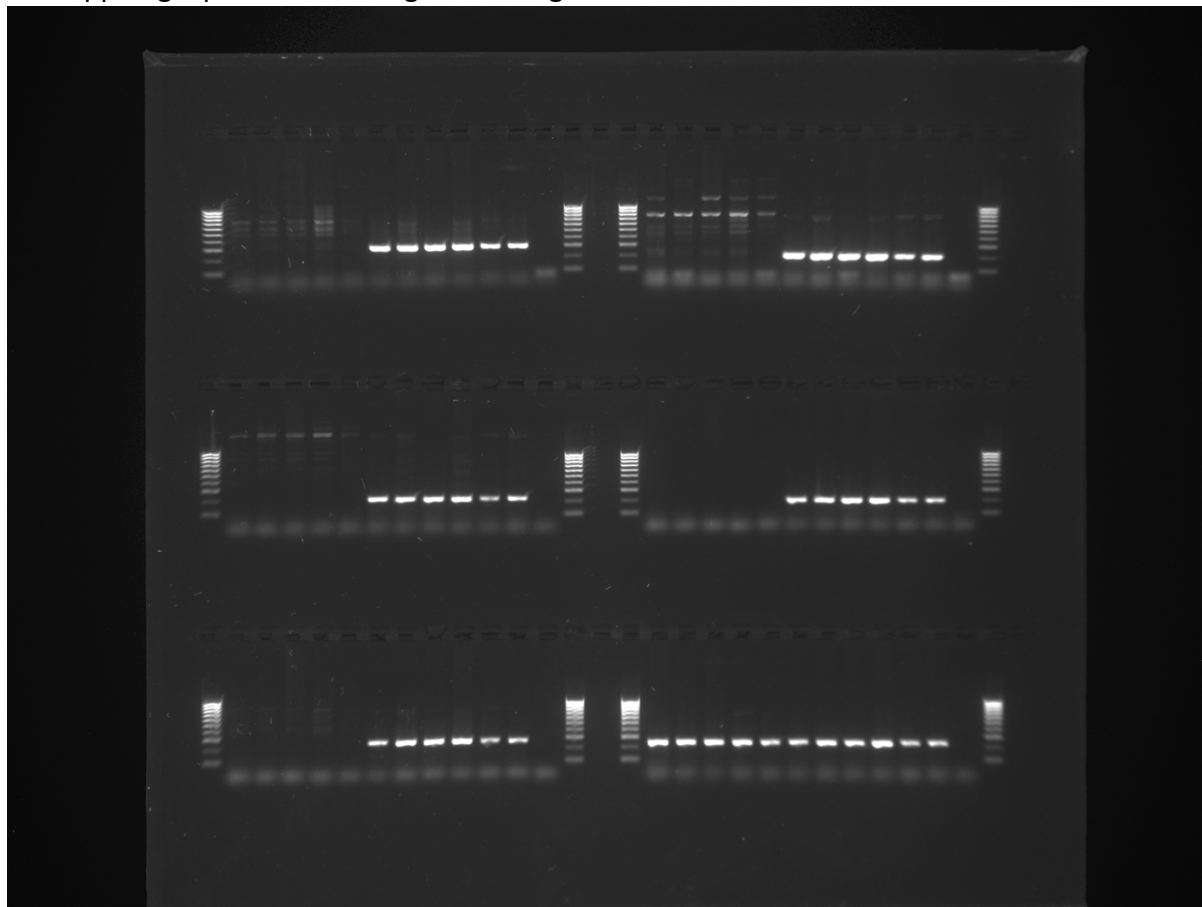

Gel file name: 4-3-21

*LOC118833333 (FAM122A-like)* – middle, right

*LOC118853838 (H19)* – bottom, right

Uncropped gel photos used to generate Fig. S1b:

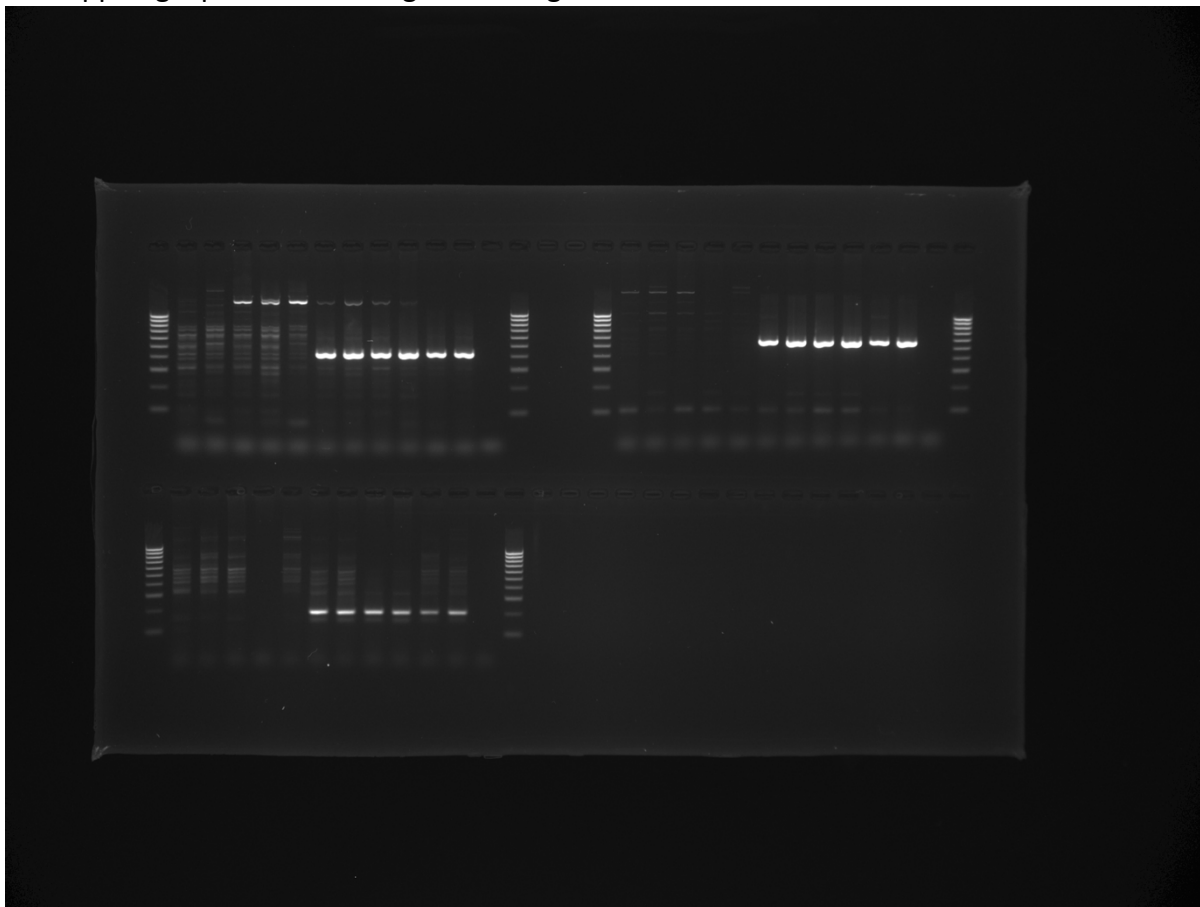

Gel file name: 18-5-21

*LOC118833329 (Synaptonemal complex central element protein 1-like)* – top, right

Uncropped gel photos used to generate Fig. S1b:

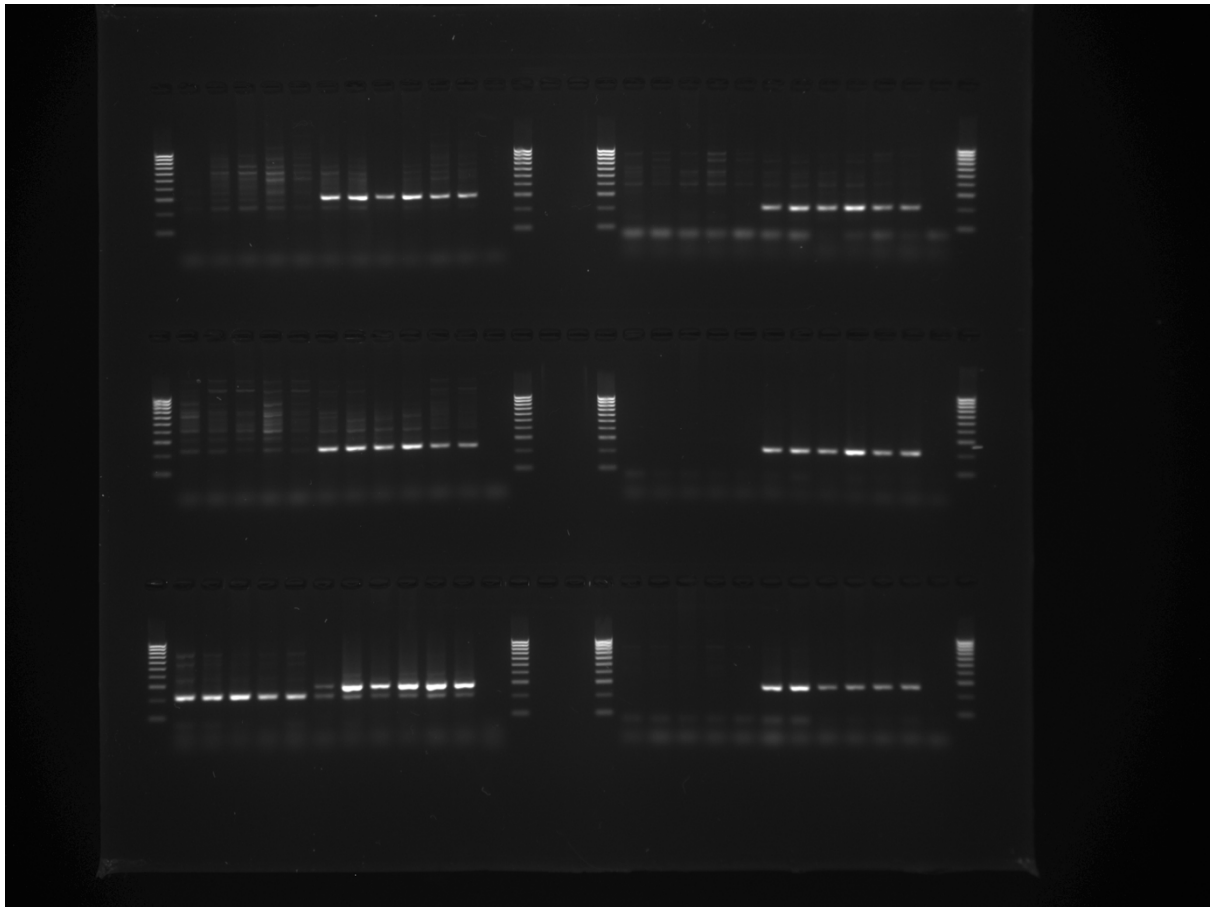

Gel file name: 2-6-21\_2nd

*LOC118833342 (OTU domain-containing protein 5-like)* – top, right

*LOC118833335 (Sex-determining region Y protein-like)* – middle, right

Uncropped gel photos used to generate Fig. S1b:

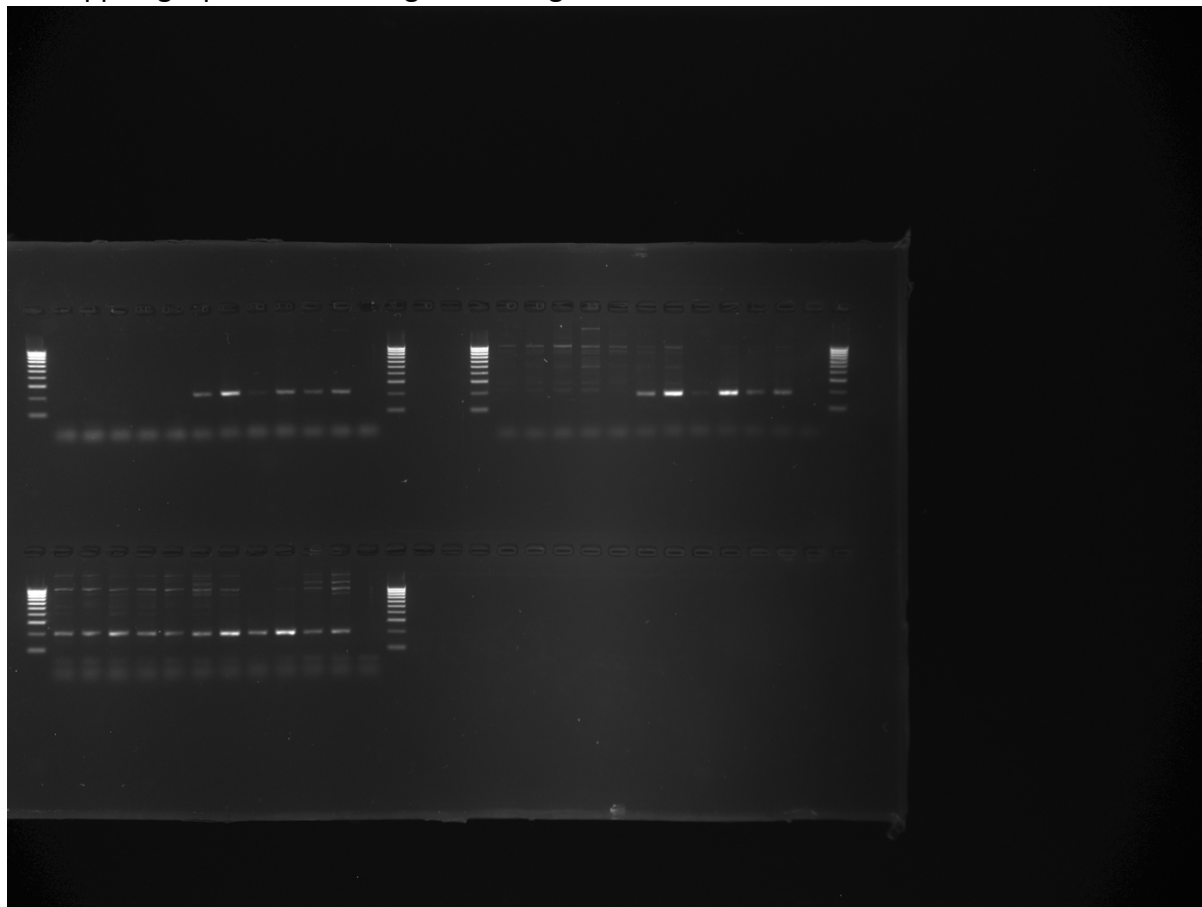

Gel file name: 2-11-22

*LOC118833356 (THO complex subunit 2-like)* – top, left

*UBA1* – top, right

# Supplementary material for: The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes
**Source:** Nat Commun. 2023 Oct 17;14:6364. doi: 10.1038/s41467-023-41784-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software for data collection was used.

Data analysis

A full description of software used for data analysis, along with parameters used, is listed in the methods.

Software for whole genome sequencing analysis: Trim Galore! (v0.6.7) to remove adapters and low-quality base calls (Phred score < 20); BWA-MEM algorithm (v0.7.17) for mapping; SAMtools (v1.15.1) for SAM to BAM conversion; R package GenomicRanges (v1.38.0) to determine sequencing depth (non-overlapping 1 kilobase windows were created for all chromosomes and contigs); BEDtools (v2.30.0) to determine the number of reads mapping to each window (coverage command).

Software for RNA-sequencing and coverage analysis: Trim Galore! (v0.6.7) to remove adapters and low-quality base calls (Phred score < 20); HISAT2 (v2.2.1) for mapping; SeqMonk (v1.48.0) for data visualisation and RNAseq quantitation pipeline.

Software for SNP calling using short reads: GATK's Best Practices (v4.2.6.1), Duplicate reads (were marked using the MarkDuplicates GATK module and read group tags were added using the addreplacerg function from SAMtools (v1.15.1). SNPs were called into gVCF files for each sample using the HaplotypeCaller GATK module. Individual gVCFs were combined using the CombineGVCFs GATK module and genotypes of the samples were obtained with the GenotypeGVCFs GATK module. High-quality SNPs were filtered with VCFtools (v0.1.15) using the following parameters: --minQ 30 --min-meanDP 10 --max-missing 0.95.

Software for mitochondrial genome assembly: Trim Galore! (v0.6.7) to remove adapters and low-quality base calls (Phred score < 20, length < 35). BWA-MEM algorithm (v0.7.17) for mapping; SAMtools (v1.15.1) for SAM to BAM conversion; FASTQ consensus sequences were

generated using the mpileup command from BCFtools (v1.15.1).

Software for mitochondrial genome phylogenetic and spatial analyses: Geneious alignment sing Geneious v 2022.2.2; Maximum likelihood (ML) trees were constructed via RAXML v 8.2.12 (100 bootstrap replicates) and two separate runs were used to confirm convergence, utilising the GTRCAT model of substitution; verified results using BEAST v 2.6.6; Tracer v 1.7.2 was used to check convergence of parameters and topologies of the consensus trees; TreeAnnotator for tree construction (maximum clade credibility tree, common ancestor heights); R v 4.2.1 and the tidyverse v 1.1.2, ggmap v 3.0.0, and ggrepel v 0.9.1 packages to examine the spatial distribution of mitochondrial haplotypes in the greater Dunedin region.

Software for nuclear population genomics: R utilising the inbreedR, vcfr, reshape, and future.apply packages for standardized multilocus heterozygosity (sMLH) calculations; tidyverse and rstatix v 0.7.0 packages for sMLH comparisons; PLINK v1.90b6.21 to remove closely related individuals (three consecutive rounds of sample filterin) with threshold of PI\_HAT scores >0.25, and pca command; ADMIXTURE v1.3.0 to determine genetic clusters; ggplot v3.3.6 package in the R language plotting results.

Software for identification of allele-specific methylation by nanopore sequencing data: Guppy v6.2.1 (guppy\_basecaller -i FAST5 -c dna\_r9.4.1\_450bps\_sup.cfg -x "cuda:0" -s FASTQ) for basecalling; trimmed using Porechop (v0.2.4), quality filtered using Filtlong (v0.2.0), Minimap2 (v2.24, "map-ont" parameter) for mapping; SAMtools (v1.15.1) bedcov using to estimate coverage; Nanopolish (v0.13.3) call-methylation module for CpG methylation calls; Clair (v2.1.1) for methylation phasing (SNP detection were set at a threshold of 0.2 and the 122HD34 was selected as the precomputed model); SNVoter (v1.0) was used to improve SNP detection from low-coverage regions; SNPs were phased using WhatsHap (v1.1) with default parameters and the --ignore-read-groups; NanoMethPhase (v1.0) to obtain phased CpG methylation and mock bis-sequencing BAM files; IGV (v2.12.3) to visualise BAM files; DMLtest function of the DSS package (v2.34.0) to determine differentially methylated CpG sites; SeqMonk (v1.48.1) for annotation of differentially methylated CpG sites.

Software for mono-allelic analysis of known and candidate genes: SAMtools (v1.9) mpileup (max depth 0) for read depth.

Software for identification of genome wide mono-allelic SNP expression: CollectAllelicCounts function from the GATK toolkit (v4.2.6.1) to quantify the number of reads with the reference and alternative alleles; SNPs were annotated using SeqMonk (v1.48.0); IGV (v2.12.3) was then used to visualise the SNPs.

Software for DNA methylation analysis: Trim Galore! (v0.6.7) to remove adapters and low-quality base calls (Phred score < 20) and 10bp from the 5' end of all reads; Bismark (v0.19.0) with the -pbat option was used for mapping (low coverage) or Bismark v0.22.3 for mapping and deduplication; SeqMonk (v1.48.0) for visualisation of BAM files, feature probe generation and Difference Quantitation method with minimum read count=1.

Software for amplicon sequencing analysis: Geneious v2022.2.2 for trimming (BBduk plugin) and determining nucleotide sequence at SNP (Find Variations/SNPs – minimum variant frequency of 0.2).

The source code of the analysis is publicly available on GitHub at [https://github.com/TimHore-Otago/Bond\\_NZ\\_brushtail\\_possum](https://github.com/TimHore-Otago/Bond_NZ_brushtail_possum) and <https://github.com/laninsky/possums/> (geospatial, mitogenomes, and sMLH folders).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The genome assembly data generated in this study has been deposited in the NCBI BioProject database under accession: PRJNA562248 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA562248>]. The RNA-sequencing and bisulfite sequencing data generated in this study has been deposited to the NCBI Gene Expression Omnibus (GEO) database under accession: GSE218695 (NCBI BioProject: PRJNA904814; [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA904814>]) and GSE218734 (NCBI BioProject: PRJNA905369; [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA905369>]), respectively. The raw data for the mitochondrial DNA libraries and nanopore libraries generated in this study has been deposited in the NCBI Short Read Archive under accession: PRJNA904809 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA904809>]. The possum reference genome and annotation used in this study are available in the NCBI database under accession: GCA\_011100635.1 [[https://www.ncbi.nlm.nih.gov/datasets/genome/GCA\\_011100635.1/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_011100635.1/)]. The possum reference mitochondrial genome used in this study are available in the NCBI database under accession code: NC\_003039.1 [[https://www.ncbi.nlm.nih.gov/nucleotide/NC\\_003039.1](https://www.ncbi.nlm.nih.gov/nucleotide/NC_003039.1)]. Various reference samples used in this study are in the NCBI database under accession: PRJNA623153 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA623153>], PRJNA323970 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA323970>], PRJNA525264 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA525264>] and PRJNA587034 [<https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA587034>] - see Supplementary Data 5 for further details. Consensus sequences of assembled mitochondrial genomes used in this study are given in Supplementary Data 7. The raw amplicon sequencing data generated in this study has been deposited to Github ([https://github.com/TimHore-Otago/Bond\\_NZ\\_brushtail\\_possum](https://github.com/TimHore-Otago/Bond_NZ_brushtail_possum)). Source data are provided as a Source Data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample size involved field collection of &gt;100 possum samples. Samples were chosen to represent developmental stages from immediately post-birth until weaning, juveniles and into adulthood.</p> <p>For RNA-sequencing analysis: samples were assigned to a group based on age (pouch young (0-120 days post birth); juvenile pouch young (&gt;120 days post birth, with mother); or adult (not present with mother)). The sample sizes of the three groups (33 pouch young, 7 juvenile pouch young and 44 adults) provide sufficient numbers of animals per group for extrapolation of data.</p> <p>For methylation/reprogramming analysis: we used all the pouch young samples we had access to. Based on their age, these samples fell into three groups: 'pre' methylation loss (&lt;10dpp, n=1), 'demethylated' (13-16 dpp, n=3) and 'remethylated' (&gt;16dpp, n=12). As the sample size of the 'pre' methylation group is insufficient to draw conclusions from the data, we have included it in the raw data figure (Fig 6b) but excluded it from statistical analysis and our interpretations. The sample sizes of the other two groups provide sufficient replication for statistical analysis (ttest) and extrapolation of data.</p> |
| Data exclusions | <p>Samples were removed from the analysis on account of technical issues related to RNA-sequencing library construction or sequencing only (e.g low read number, poor library construction etc). Only small numbers were affected by this (~2 out of 116 for liver RNA-sequencing) and outlined in the manuscript. See above for data exclusions for methylation/reprogramming analyses.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | <p>We had 3 different sample sites, as well as possums reared in captivity, and collected over a 3 year period. For RNA-sequencing analysis we had minor changes in the library construction method - there was no clustering based on any of these factors - rather, we just found clustering by developmental stage.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | <p>Possums were assigned ages using the nomogram of Lyne and Verhagen.</p> <p>For RNA-sequencing analysis: individual pouch young samples were allocated to groups based on age (identified by measuring head length and comparing it against a published nomogram).</p> <p>For methylation/reprogramming analysis: individual pouch young samples were allocated to groups based on age (identified by measuring head length and comparing it against a published nomogram) and by global % CpG methylation of germ cells.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | <p>Collection of tissue was performed by different individuals to those doing library construction, sequencing and analysis.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | We used a conjugated primary antibody for labelling germ cells. The details are: SSEA1 monoclonal antibody (Invitrogen, MC-480) conjugated to DyLight 488 (1:300 in 5 % FBS (in PBS); Invitrogen, MA1-022-D488).                                                                                                                                                                                                                                                                                                                                               |
| Validation      | Very few antibodies are validated for use in marsupial tissue by manufacturers (e.g. the antibody we used is validated by Invitrogen for use with human and mouse tissue). However, we have validated this antibody for germ cell specificity in brushtail possum in a previous manuscript (Laird MK, Hore TA. 2021. Primordial germ cell expression of SSEA1 and DDX4 (VASA) in female Trichosurus vulpecula (Marsupialia) reveals conserved and unique molecular patterns during marsupial germ cell development. Reprod Fertil Devel DOI: 10.1071/RD20203). |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | No laboratory animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Wild animals            | <p>Samples from adult male and female brushtail possums (<i>Trichosurus vulpecula</i>) were collected in one of two ways. Tissue was collected either opportunistically from animals trapped and culled by local trapping operators, or from animals we trapped ourselves using Grieve wire cage traps. These animals were killed at the site of trapping using a pellet gun. Euthanasia is necessary to obtain the samples we required (e.g. liver) and trapped possums cannot be legally released as they are a pest species in NZ. All animal usage is approved by our institutional Animal Ethics Committee.</p> <p>For methylation analysis: We collected pouch young (7-106 dpp) for this experiment in two ways. Some pouch young were collected opportunistically from local trapping operators from females that had been culled but had a young in their pouch. We obtained other pouch young via breeding. For this, we trapped adult male and female brushtail possums (<i>Trichosurus vulpecula</i>) locally (near Dunedin, NZ) using Grieve wire cage traps. We transported these possums by vehicle a short distance (&lt; 30 min) to a holding facility (see details below) where they were used to establish a breeding colony. Pouch young were culled (using sodium pentobarbital injection) to collect gonads for methylation analyses. All animal usage is approved by our institutional Animal Ethics Committee.</p> |
| Reporting on sex        | Sex was recorded and commented on when relevant for interpretation of our findings (e.g. reprogramming of male primordial germ cells, male-enhanced expression of vulpeculin)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | Possums in our captive breeding colony are housed in a purpose built facility consisting of large pens (3x5x3m WxDxH) that are naturally ventilated/semi-open. Housing is under natural photoperiod and temperature. Possums are housed in small groups (n=3-5) and fed fresh fruit and sheep pellets ad libitum, as per a published protocol (McLeod BJ, Thompson EG, Crawford JL, Shackell GH. 1997. Successful group housing of wild-caught brushtail possums ( <i>Trichosurus vulpecula</i> ). <i>Animal Welfare</i> 6:67-76). Pouch young born in our colony are euthanised via injection of sodium pentobarbital and tissue harvested for various experiments. Adults are retained in the colony until they fail to breed or the experiment ends, at which point they are euthanised. All animal usage is approved by our institutional Animal Ethics Committee.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | Tissue samples were sourced from freshly deceased possums killed as part of a pest-control programme, and therefore not requiring animal ethics oversight according to guidelines issued by the NAEAC, Occasional Paper No 2, 2009 (ISBN 978-0-478-33858-4). Additional samples were collected from unused tissue belonging to captive possums euthanised from another study. Capture, husbandry and manipulation in that study was approved by the Otago Animal Ethics Committee (AUP-19-75, AUP-20-10). Further samples for mitogenome analysis were sourced from a prior study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Gonads were collected from male pouch young (n=17; Supplementary Data 5) and germ cells were isolated from the gonads as previously described. Briefly, gonads were torn using needles in a droplet of TrypLEExpress (Gibco, 12605010) and incubated at 37°C for 20 min. Tissue clumps were triturated manually by gentle strokes with a P1000 pipette tip then with a P200 pipette tip. TrypLEExpress was diluted with 5 % FBS (in PBS), filtered through a 40 µm cell strainer and washed twice in PBS (centrifugation 240 × g, 1,500 rpm for 2 min). The resulting pellet was resuspended in Zombie Near-Infrared Viability Dye (BioLegend, cat. no. 423105) and incubated at room temperature for 20 min. The lysate was washed in 5 % FBS (in PBS), then resuspended in SSEA1 monoclonal antibody (Invitrogen, MC-480) conjugated to DyLight 488 (1:300 in 5 % FBS (in PBS); Invitrogen, MA1-022-D488) on ice for 30 min. The lysate was then washed, resuspended in sort buffer (5% FBS, 0.5 mM EDTA in PBS) and kept on ice prior to cell sorting.

Instrument

BD Biosciences FACS Aria Fusion which detects GFP using a 488 argon laser. Further details on the machine can be found here <https://www.otago.ac.nz/omni/flow-cytometry/otago830927.html>

Software

BD FACS Diva

Cell population abundance

The number of GFP-positive sorted cells varied between 3 and 516 per sample (see Supplementary Data 5). GFP-negative cells (somatic cells) were also sorted from each individual as negative controls (see Supplementary Data 5).

Gating strategy

A gonadal cell profile was produced using forward scatter (FSC) and side scatter (SSC) and was gated to exclude doublets and dead cells. Germ cells were identified as a small sub-population that were very bright (GFP >104) with higher SSC (see Fig. 6a and Supplementary Data 6; approx. 0.1 % of total cells). This population was gated conservatively, sorted into 0.2 % Triton-X and stored at -80 °C.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes
**Source:** Nat Commun. 2023 Oct 17;14:6364. doi: 10.1038/s41467-023-41784-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1

Description: Expression of possum globin genes during liver development. RPKM ( $\log_2$ ) determined from RNA-sequencing data.

### Supplementary Data 2

Description: Expression levels of genes correlated with weaning.

- Tab 1. Expression GAL+CYP paralogues  
Expression levels of galactose metabolism and cytochrome P450 paralogues associated with weaning - these paralogues were used to generate the average 'GAL' and 'CYP' expressions levels presented in Fig. 2a
- Tab 2. Expression all genes  
Expression levels of all genes - sorted based on their correlation to the GAL/GYP ratio.

### Supplementary Data 3

Description: Allele specific methylation sites and associated genes.

- Tab 1. All ASM sites  
Genomic coordinates and features for all allele specific methylation sites identified via nanopore sequencing.
- Tab 2. ASMS associated with mono-allelic expression (MAE)  
Genes with SNPs displaying mono-allelic expression that are associated with ASM sites that display germline reprogramming indicative of imprinting.

### Supplementary Data 4

Description: Monoallelic expression of imprinted genes.

- Tab 1. Sandy  
Monoallelic expression of single nucleotide polymorphisms within H19, IGF2, IGF2R, UBP1, GPX7, EPM2AIP1 and MLH1 in RNA-sequencing data from Sandy's tissues.
- Tab 2. H19 chr6:282653107  
Monoallelic expression of single nucleotide polymorphism (chr6:282653107) within H19 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 3. IGF2 chrUn\_JAANDE010000037v1:11329  
Monoallelic expression of single nucleotide polymorphism (chrUn\_JAANDE010000037v1:11329) within IGF2 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 4. IGF2R chr7:94900327  
Monoallelic expression of single nucleotide polymorphism (chr7:94900327) within IGF2R in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 5. UBP1 chr9:207243191  
Monoallelic expression of single nucleotide polymorphism (chr9:207243191) within UBP1 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.

- Tab 6. UBP1 chr9:207243224  
Monoallelic expression of single nucleotide polymorphism (chr9:207243224) within UBP1 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 7. GPX7 chr4:27665030  
Monoallelic expression of single nucleotide polymorphism (chr4:27665030) within GPX7 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 8. EPM2AIP1 chr9:191486899  
Monoallelic expression of single nucleotide polymorphism (chr9:191486899) within EPM2AIP1 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 9. MLH1 chr9:191435198  
Monoallelic expression of single nucleotide polymorphism (chr9:191435198) within MLH1 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 10. MLH1 chr9:191436025  
Monoallelic expression of single nucleotide polymorphism (chr9:191436025) within MLH1 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 11. MLH1 chr9:191445667  
Monoallelic expression of single nucleotide polymorphism (chr9:191445667) within MLH1 in liver RNA-sequencing data, including Hardy-Weinberg equilibrium calculations.
- Tab 12. RT-PCR analysis  
Monoallelic expression of various SNPs via RT-PCR analysis.
- Tab 13. Total number of duos  
Mother/pouch young duos to determine parent of origin expression.

#### Supplementary Data 5

Description: Metadata for all samples.

- Tab 1. RNAseq metadata  
Metadata for RNAseq libraries
- Tab 2. WGBS metadata  
Metadata for WGBS libraries, including global methylation levels.
- Tab 3. MitoDNA metadata  
Metadata for mitoDNA libraries.
- Tab 4. Reference samples metadata  
Metadata for Reference samples used in this study.

#### Supplementary Data 6

Description: Flow cytometry plots of samples used for WGBS.

#### Supplementary Data 7

Description: Mitochondrial genome assemblies.

Consensus sequences for all mitochondrial genomes analysed (.fasta format).

# Supplementary material for: The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes
**Source:** Nat Commun. 2023 Oct 17;14:6364. doi: 10.1038/s41467-023-41784-8
**Supplement:** Supplementary file 10 — Supplementary Data 6

## **Supplementary Data 6. Flow cytometry plots of samples used for WGBS.**

The admixed brushtail possum genome reveals invasion history in New Zealand and novel imprinted genes

Bond et al.

This pdf file contains flow cytometry plots for the following samples:

# BD FACSDiva 8.0.2

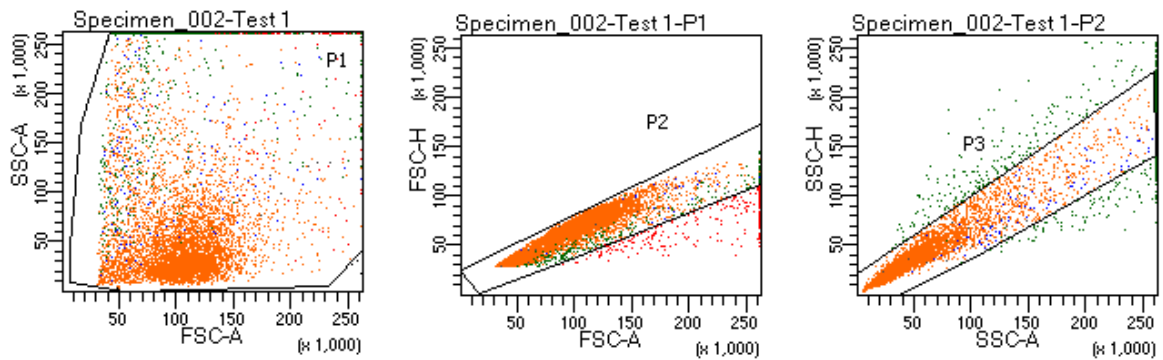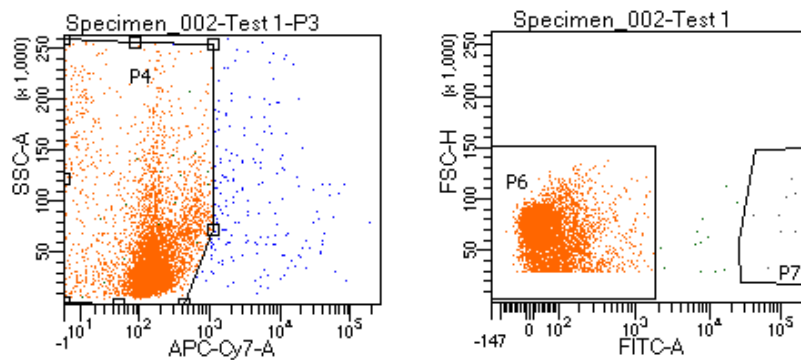

# BD FACSDiva 8.0.2

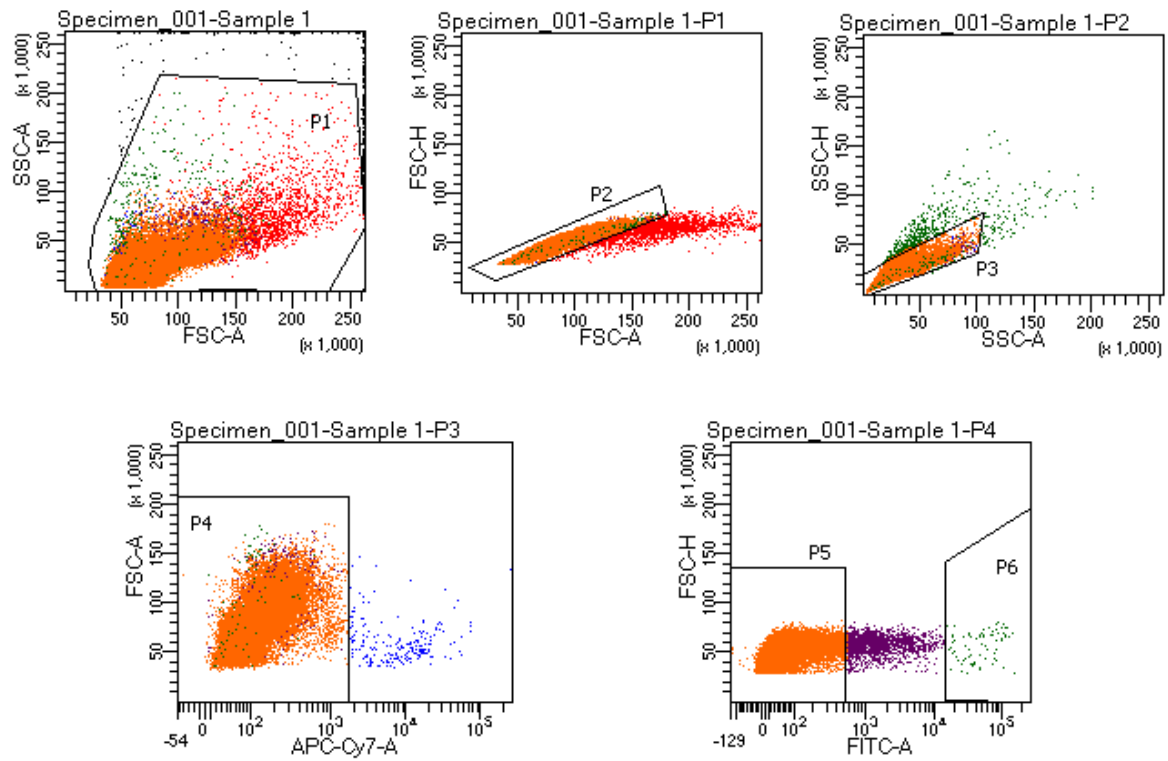

# BD FACSDiva 8.0.2

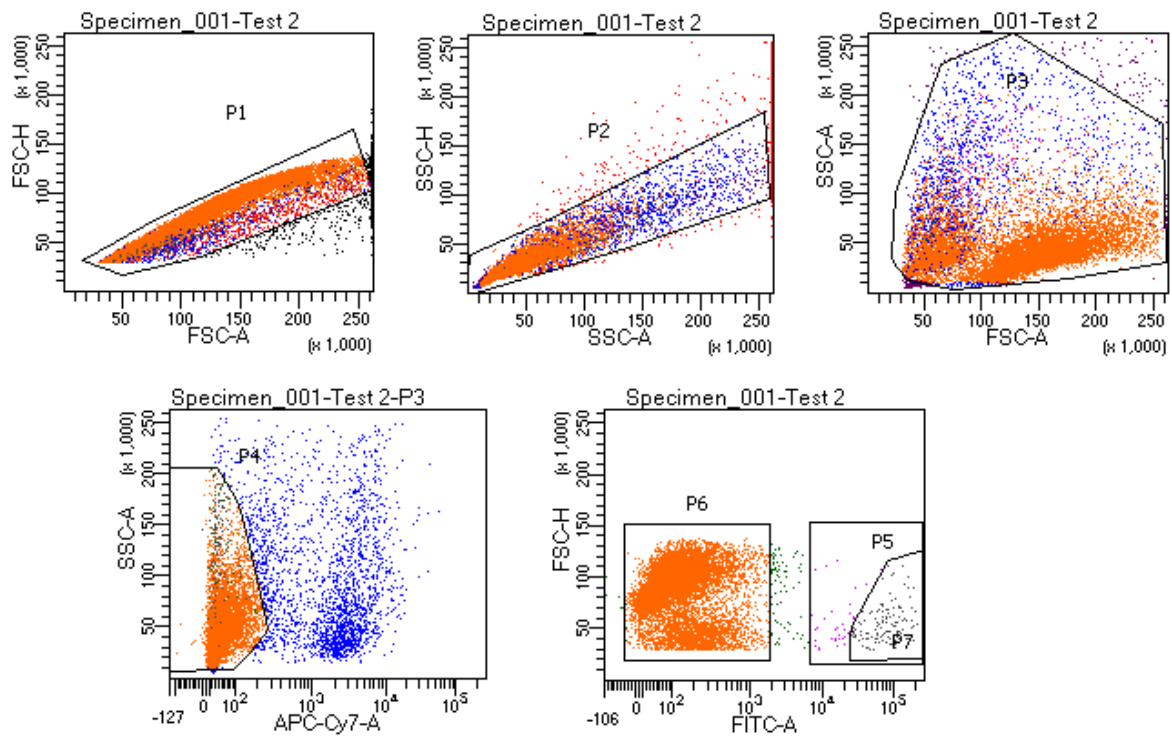

# BD FACSDiva 8.0.2

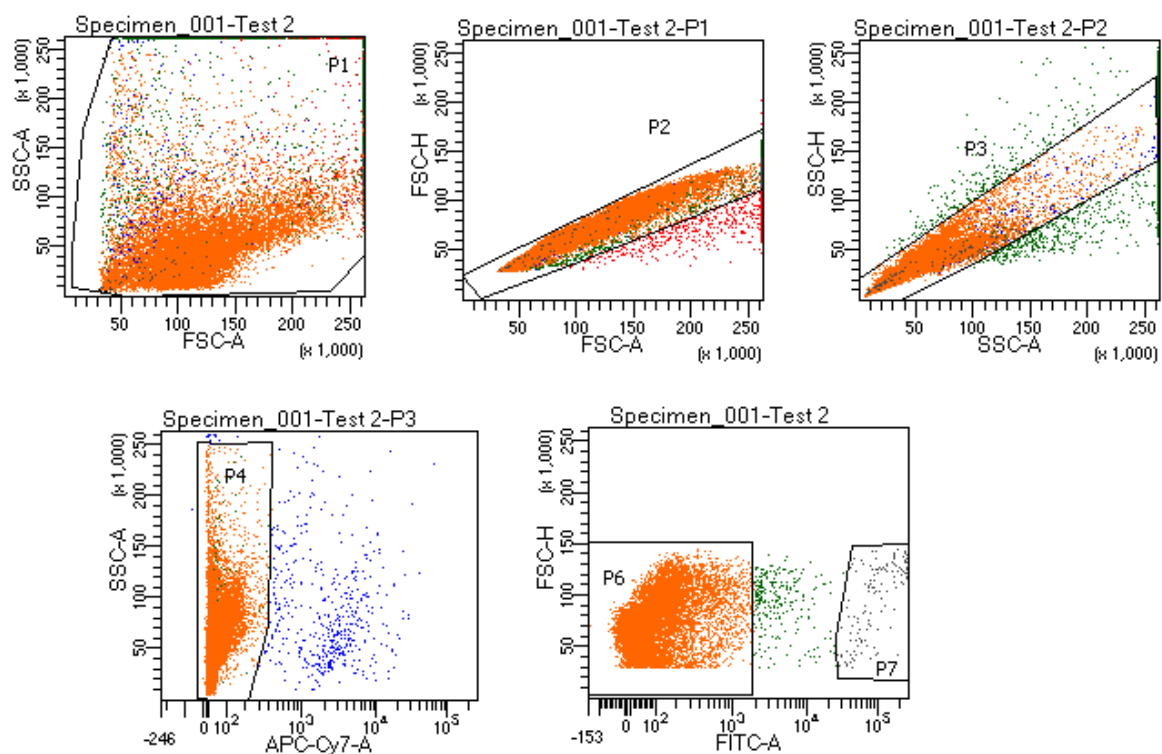

# BD FACSDiva 8.0.2

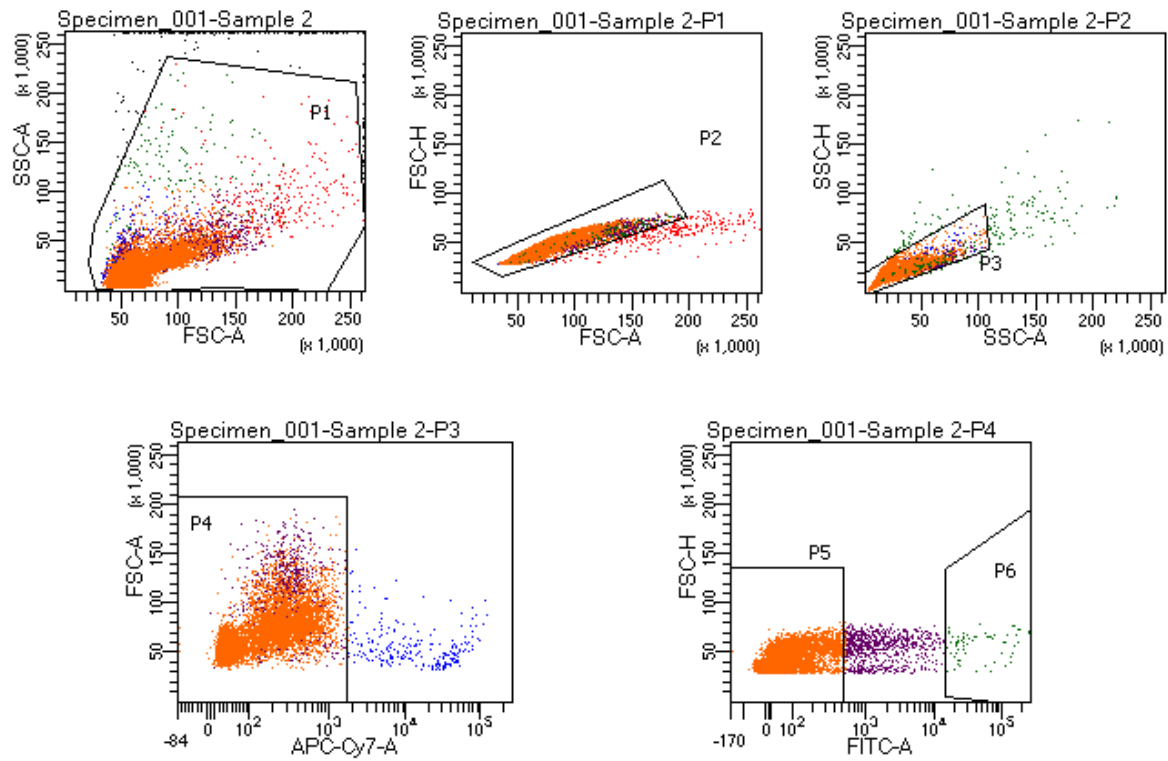

# BD FACSDiva 8.0.2

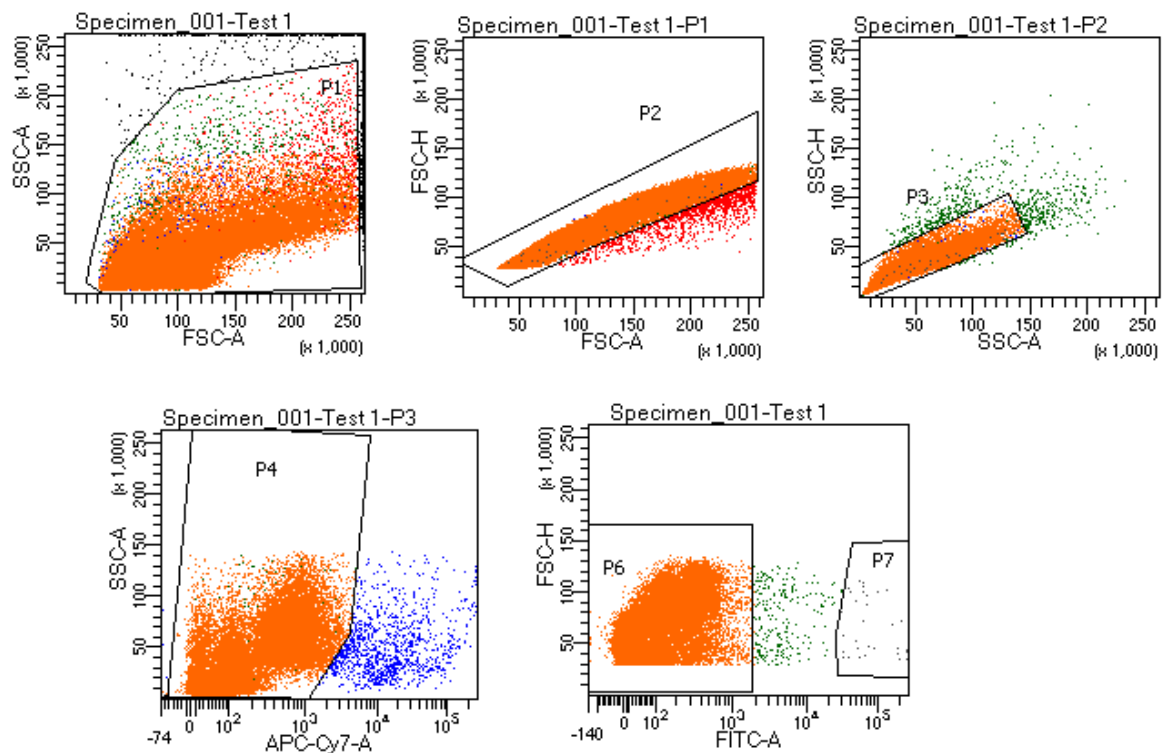

# BD FACSDiva 8.0.2

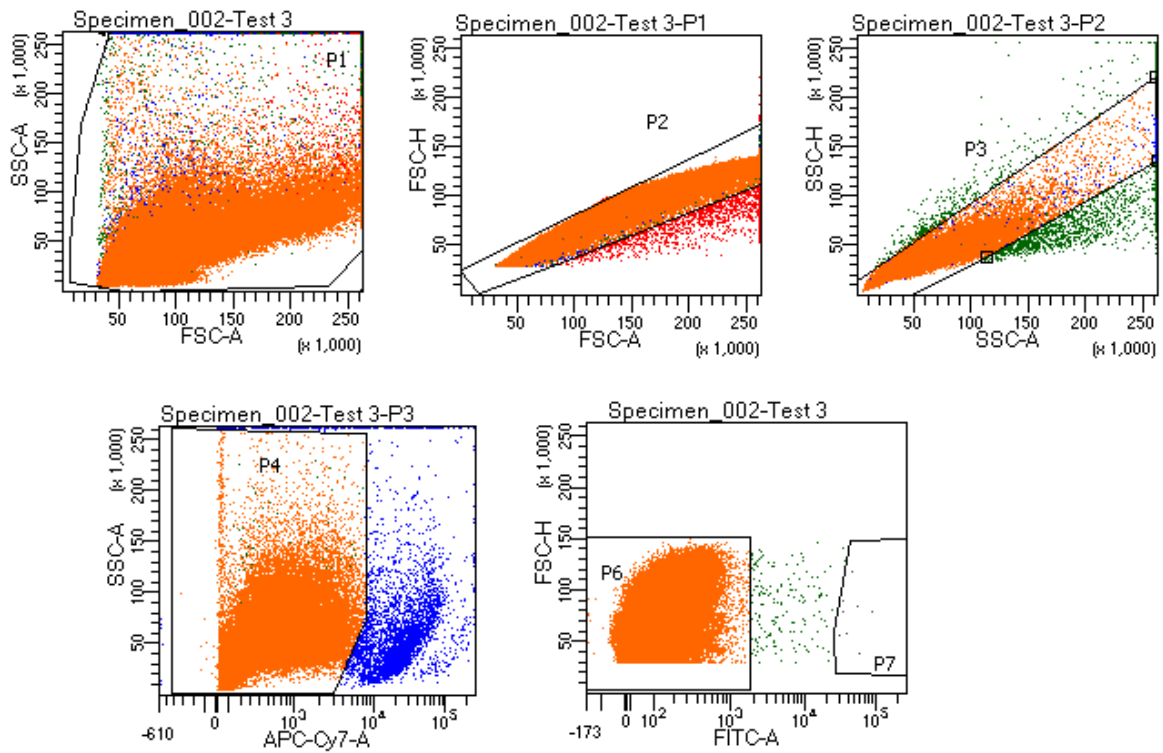

# BD FACSDiva 8.0.2

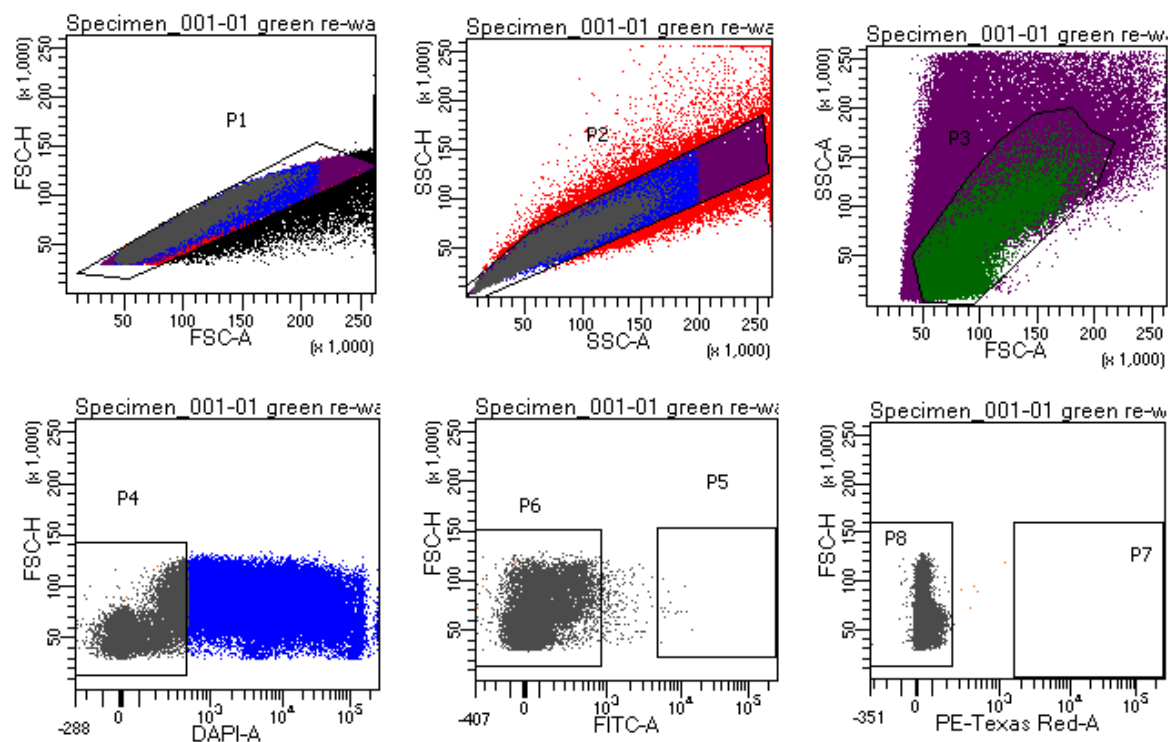

# BD FACSDiva 8.0.2

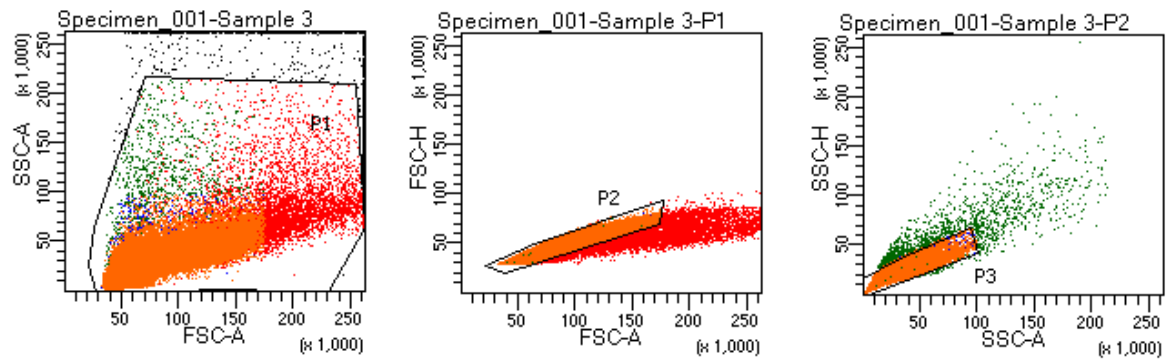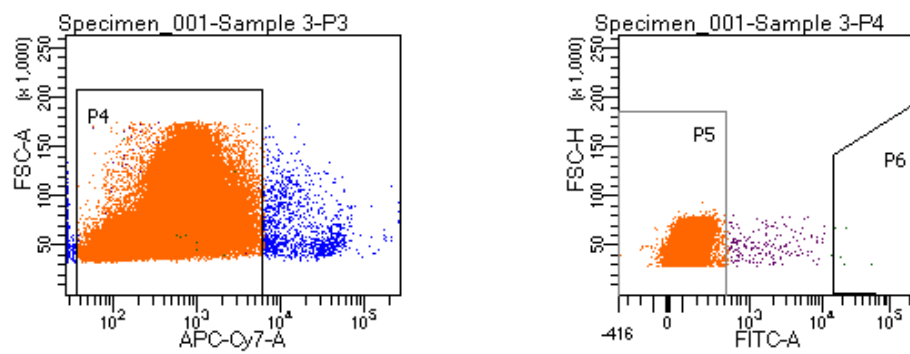

# BD FACSDiva 8.0.2

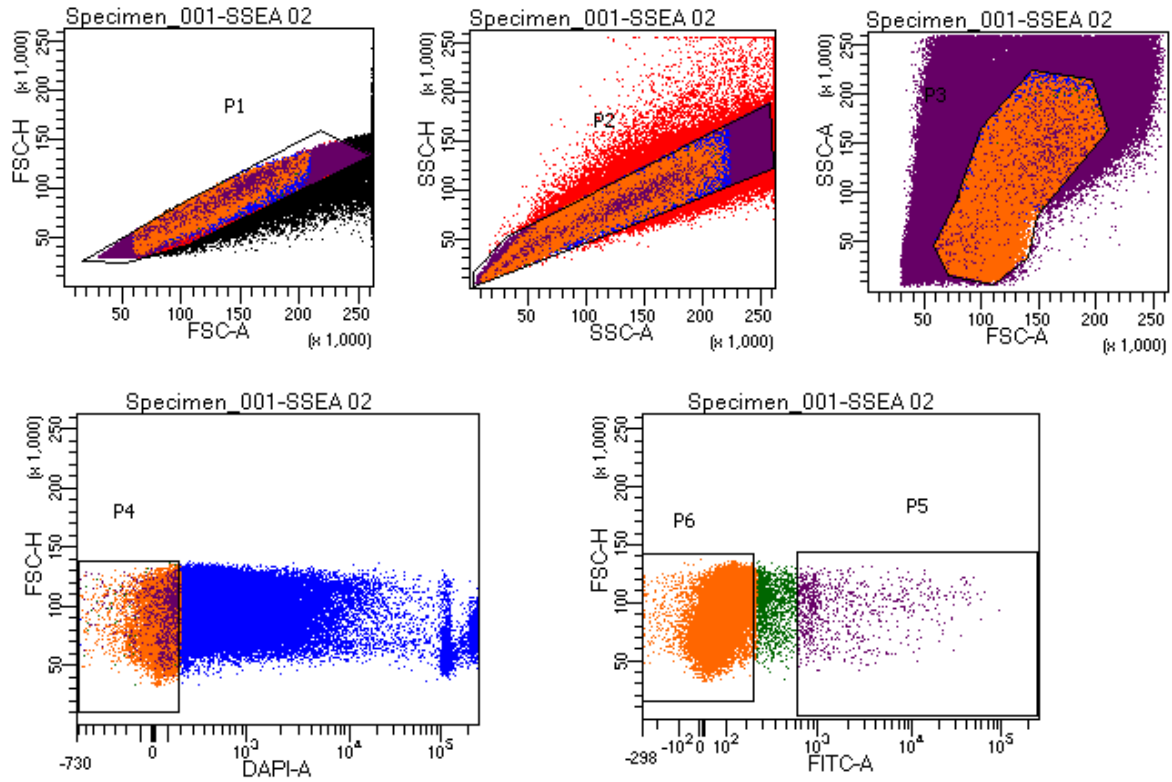

# BD FACSDiva 8.0.2

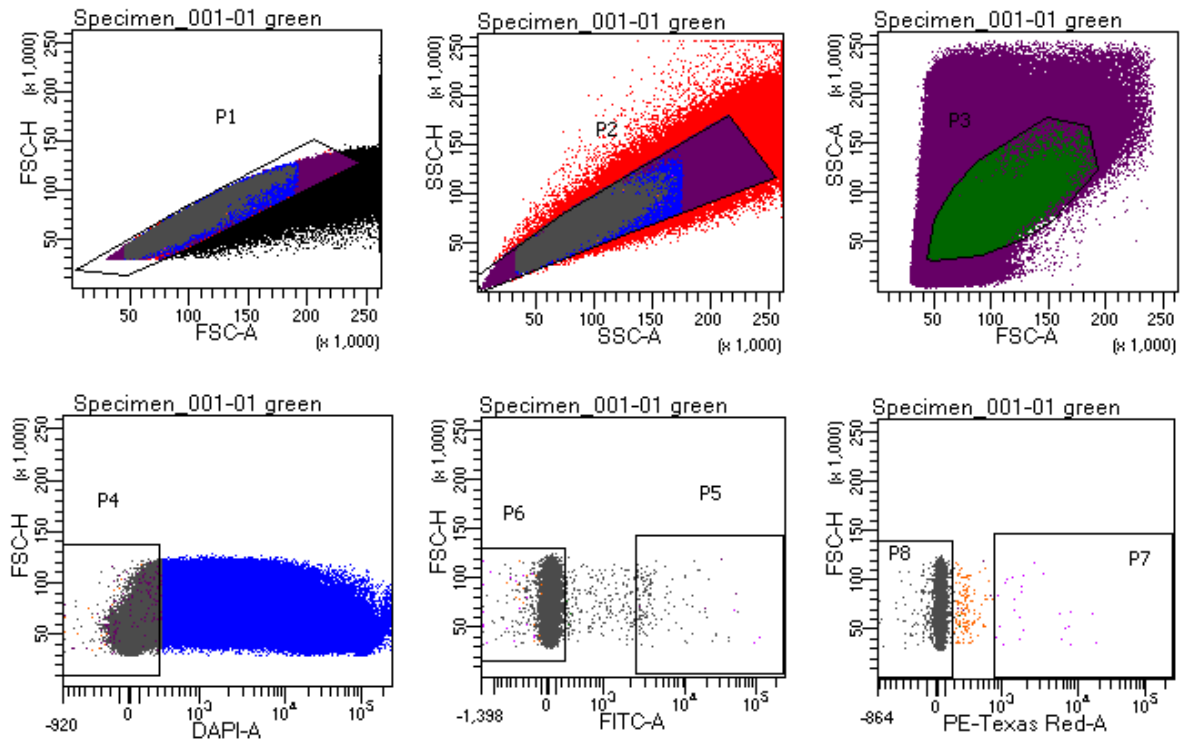

# BD FACSDiva 8.0.2

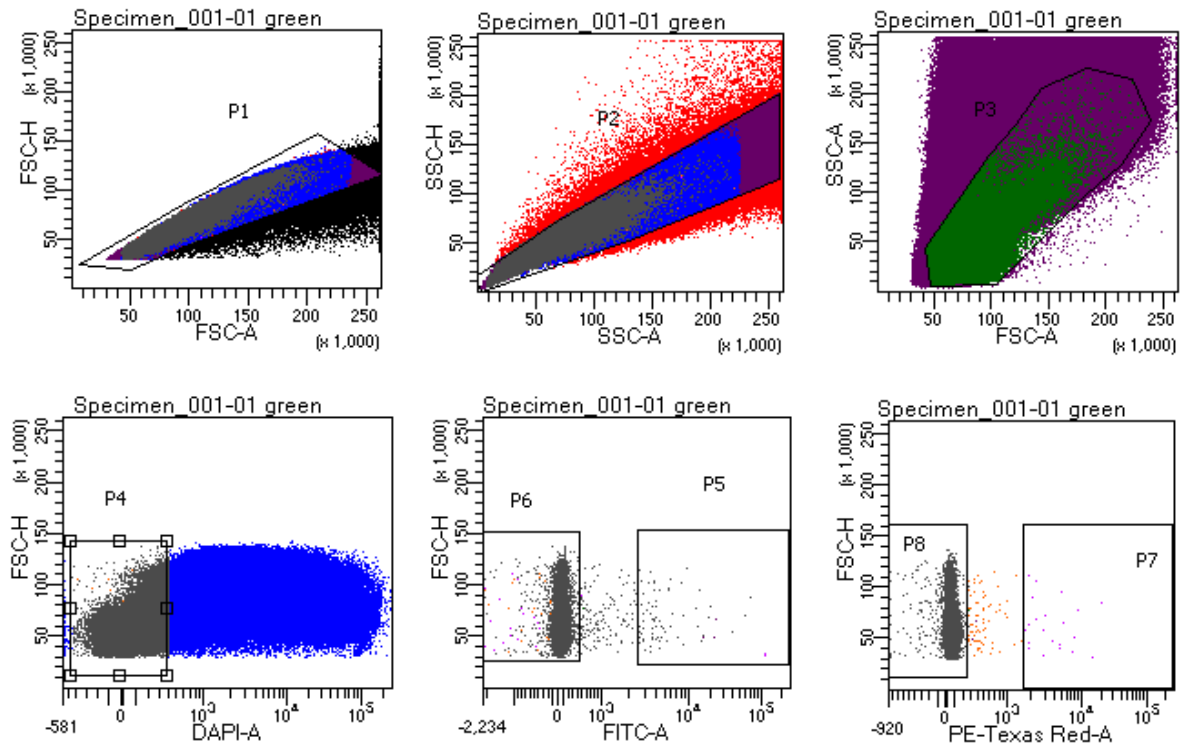

# BD FACSDiva 8.0.2

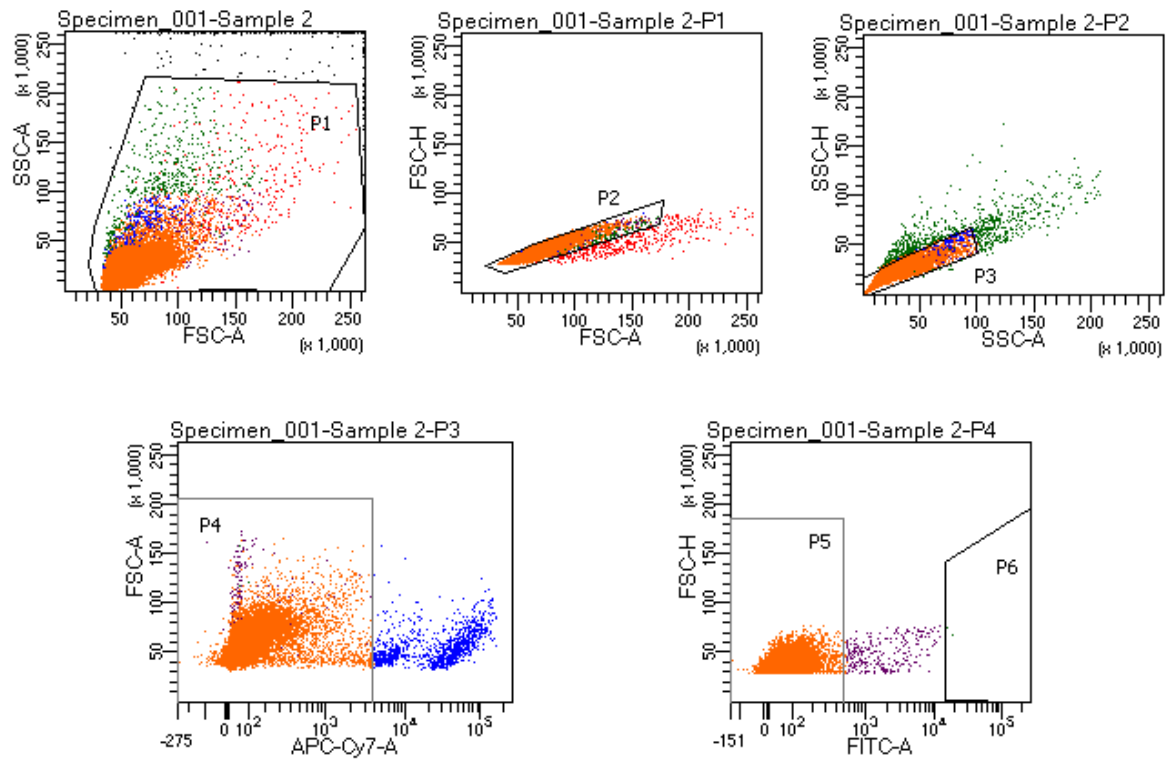

# BD FACSDiva 8.0.2

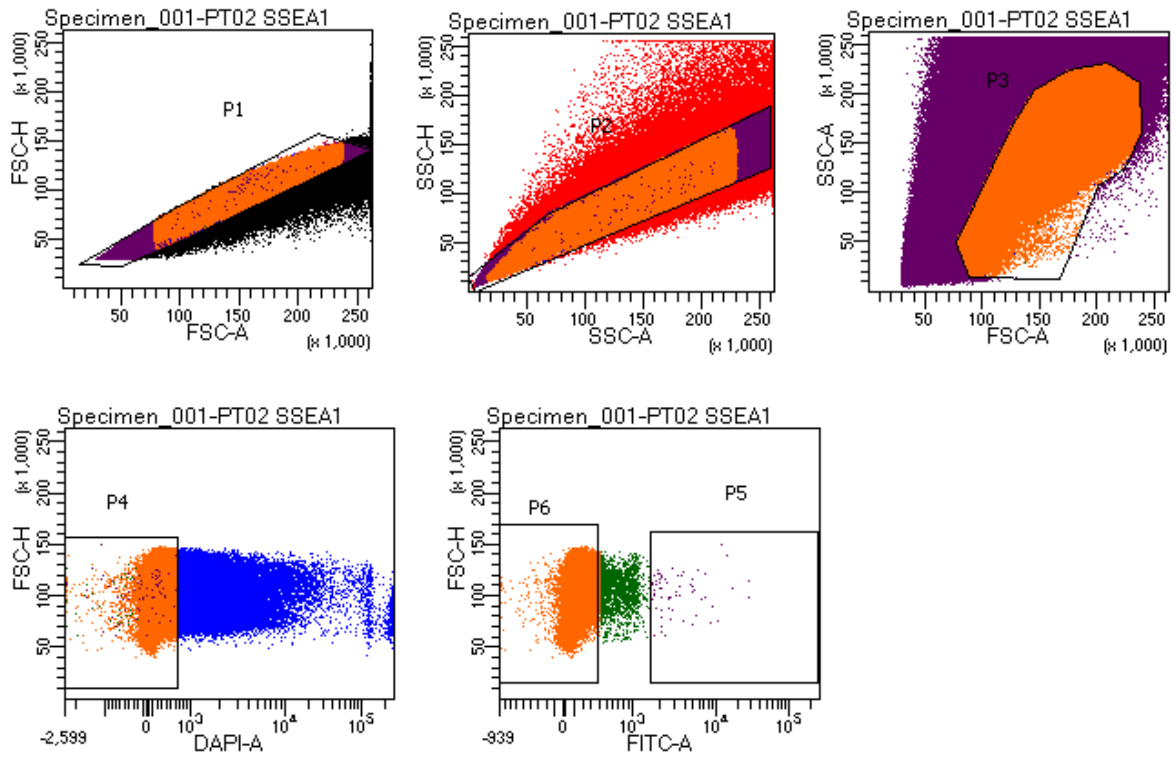

# BD FACSDiva 8.0.2

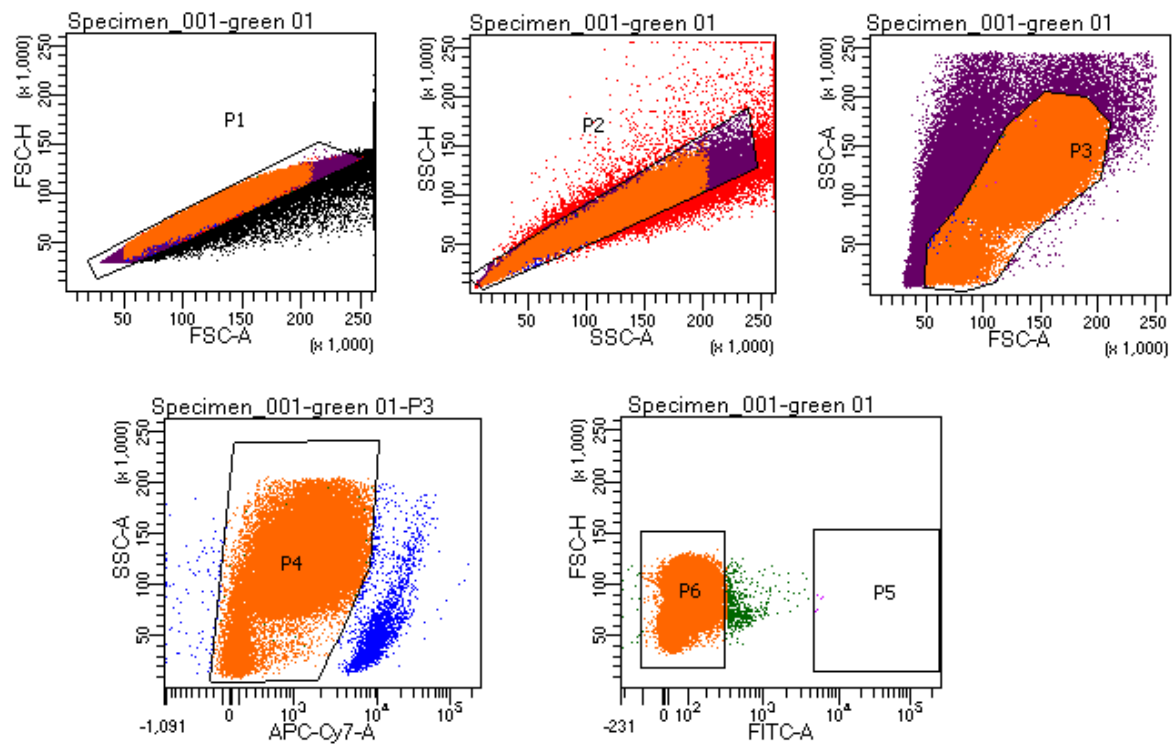

# BD FACSDiva 8.0.2

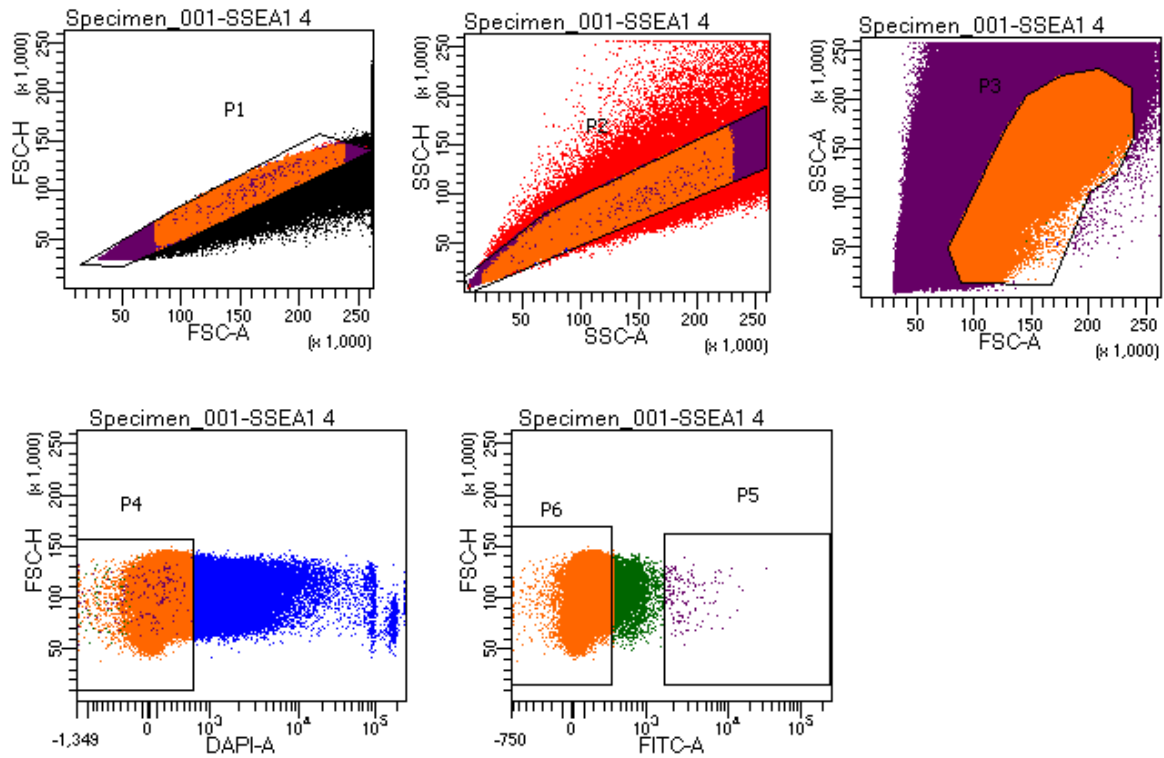

How the deposited data were processed for this re-analysis (not part of the article)

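The deposited data are RNA-sequencing values for 116 libraries of brushtail possum tissue, 70 labelled male and 46 labelled female. Of these, 13 came from different tissues of Sandy and 103 from other animals. The authors made single-end, strand-specific libraries from poly(A)-enriched RNA, trimmed the reads, aligned them to the paper's chromosome-level assembly and counted uniquely mapped reads on each gene of the NCBI annotation. The authors then log2-transformed the counts and corrected them for the total of each library, and the log2 values were used here as deposited. They are named RPKM, but every library's values were checked and correspond to whole reads scaled to a library total (CPM) without division by gene length. A gene without reads is written as 0.9 of a read, so the lowest value of a library depends on its depth. The table holds 23816 genes, and all 23435 gene names were found among the RefSeq symbols of the annotation.

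Reads on genes ranged from 308137 to 115914844 over all libraries, with a median of 20205474. With at most 3 reads in every library of a group, a difference from that group is given as a lower bound. Counting error limits the values of genes with few reads, and it does not cover differences between animals.

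Livers were grouped as the paper's figures group them, into 33 pouch young, 7 juveniles and 44 adults, with sex, age and library kit taken from the labels and the supplementary files. The 2 pouch young livers that the paper removed were not used in the main comparisons. For 1 animal the labels of the liver and kidney libraries disagree on the tissue. Its liver library was used as in the paper's figures, with an alternative without it, and its kidney library was not analysed as any condition. Allele counts, methylation, genome assembly and population data are not in the deposited table and were not analysed here.

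Groups were compared with limma (version 3.58.1 in R 4.3.3) on the deposited log2 values, with 1 fit for the 3 groups of liver and another for adult males and females. The fits covered the 19121 genes with reads in at least 7 of the 84 livers and the 17849 genes with reads in at least 7 of the 44 adult livers. Genes were counted at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 difference of at least 1. The procedure was tested on simulated data, where it recovered 200 of 200 changed genes and called 0 unchanged genes. The planted changes were larger than the threshold and lay in genes with enough reads, without a kit effect, and only pouch young were compared with adults. The simulation therefore does not show the error near the threshold, for genes with few reads or in the smaller comparisons.

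Means of gene sets and differences of single values were compared with two-sided permutation tests of 100000 resamples, whose smallest p-value is 1e-05, or with exact tests where a group had fewer than 10 animals. Correlations were tested by permutation within groups, and exactly in groups of fewer than 10. The spread between sexes was compared as the difference of the SDs, by permuting deviations from the median of each sex. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

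The genes named are those that the paper names for expression or as Y-linked or imprinted, of which 1 is not reported here by itself. To these were added, by a rule set before the data were examined, the 5 largest differences in each direction between pouch young and adults among genes whose groups did not overlap, the 5 largest in each direction between adult males and females, and the 5 highest and 5 lowest by correlation with the *GAL*/*CYP* ratio. Lists of genes typical of liver, kidney, brain, red cell precursors and eutherian fetal liver were fixed at the same time.

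The alternatives were a common floor that set values below 0 to 0, a pseudocount of 0.1, scaling to the 75th percentile, kit or sex as a covariate, each kit alone, the 2 removed livers included, no filter on low values, limma with a trend or with voom on the recovered reads, 6 pairs of mother and young, and each juvenile left out in turn. Alternatives for the ranks were Spearman's rho, pouch young or adults alone, and a library counted again. Some alternatives were chosen after seeing the data, and they are named where their effect is given.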

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

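All tests of explanations in this part were chosen only after the results were seen. The 24 groups of 4 to 10 libraries were examined for a value far from the others, and 8 groups had one, where chance gives about 1 in 20. Of these 8, 6 come from 1 juvenile, Sheila, and the other 2 from 1 adult female, and the measures of 1 library are not independent.

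Sheila's liver lay far from those of the other 6 juveniles in *AFP* (4.62), the *CYP* mean (8.05), the *GAL*/*CYP* ratio (-4.80), *H19* (-0.40), *vulpeculin* (8.26) and *ganderin* (6.86), all on the log2 scale. The library kit is argued against as the cause, since the other 2 juveniles of this kit had ratios of at least 5.54. An adult sample under Sheila's label cannot be told apart from a weaned juvenile by sex-linked genes, because Sheila is labelled female as 15 adults are, and the library had 0.759 Y-linked CPM where libraries labelled female had up to 2.64. The stage of the animal stays among the open explanations and was not tested.

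One adult female of the NEXTFLEX kit had no reads of *vulpeculin* or *ganderin*, both listed at -4.14, far below the other females of that kit. Low depth is argued against, since the lowest rate of *ganderin* in another adult female predicts 168 reads here, and a count of 0 allows at most 0.189 CPM. A liver of a pouch young in its place is argued against by the *GAL*/*CYP* ratio of -5.07, where the lowest pouch young had 5.09 and the other adults ranged from -6.95 to -3.07. The liver of a juvenile cannot be told apart by this ratio, because Sheila's was -4.80. A variant of this animal at the locus cannot be told apart from low expression, because 0 of the 10 other genes looked at in the region had a median of at least 10 reads in the other adults. No biological explanation was tested.

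The difference between pouch young and adults depended on sex for *vulpeculin*, by -4.02 (male minus female), and for *ganderin*, by -3.74. Each had a permutation p of 0.0001, the smallest that 10000 resamples can give, and an adjusted p of 0.001 over the 20 differences of this kind that were tested, of which these 2 were past 0.05. The adult side carries the dependence, since pouch young had few reads of either gene in both sexes. Sex of the animals stays an open explanation. Without the female that lacked reads the dependence was -3.21 (permutation p = 0.0003) and -3.13 (permutation p = 0.0001), and without the liver of 85 dpp that had no Y-linked reads it was -4.10 (permutation p = 0.0002) and -3.89 (permutation p = 0.0001).

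*AFP* had a median value of 9.64 in 9 pouch young kidneys (from 1.98 to 11.85), against 0.53 to 4.23 in 8 pouch young brains. The paper's text does not discuss *AFP* in kidney. Liver RNA carried into the kidney libraries is argued against as the whole cause, because the liver list lay below the level that the *AFP* reads would need by a median of -4.53 on the log2 scale, and by more than 2 in 7 of 9 kidneys. The exceptions were the kidneys of 42 and 85 dpp, at 0.42 and 2.45 above that level, for which liver RNA stays open. The kidney of 85 dpp had only 308137 reads on genes, and a gene without reads was written there as 0.83. Its *AFP* value of 1.98 and its liver list of 1.35 lie near that floor, so this library decides little. The liver list had 8 of its 10 genes in the table. Expression in the kidney itself was not tested.

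*LOC118832916*, which the paper does not discuss, had reads in all 46 libraries labelled female, with a median value of 5.44. Of the 69 libraries labelled male other than the liver of 1 pouch young of 85 dpp, 10 had reads, with at most 22 reads and a highest value of -0.70, and 7 of these 10 were tissues of Sandy. The gene was picked for its difference between adult females and males, and the pouch young livers were not used to pick it. Among them all 15 labelled female had reads and 2 of 18 labelled male (two-sided Fisher exact test, p = 1.47e-07), which is in line with the sex of the animals as the cause. The 2 males were the liver of 85 dpp, with 198 reads, and another with 2 reads, and the source of the few reads in males was not tested.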

How the results depend on the processing

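The alternatives were set before the data were examined, except the omission of 1 female or of the liver of 85 dpp, the pairs without a block, the mean absolute deviation, the combined setting for the ranks and the relations with age by kit other than that of the globin mean, which were chosen after seeing the data. Over 94 results, 876 of 951 alternative values kept the direction and the side of the threshold of the result as reported, or for a value without a test stayed within its limits. Where a value below is given without a reason, the cause was not tested. Among 42 single genes, 11 changed, with 20 changes to the weaker side and 0 to the stronger side. Of these, 8 came under NEXTFLEX libraries alone, 7 under pairs with a block, 2 under NEBNext libraries alone, 2 under the common floor and 1 under the pseudocount.

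With the common floor, 2314 genes were higher in pouch young than in adults, 913 were higher in juveniles than in adults, 329 were lower in pouch young than in juveniles, and 12 were higher in adult males. The floor takes away differences among values below it by construction. *H19* ranked 1 by correlation with the ratio, *vulpeculin* 43 and *ganderin* 64 from the lowest, and r of *H19* with the ratio in adults was 0.289 (p = 0.0556). With the pseudocount of 0.1, *H19* ranked 1.

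With 75th percentile scaling, 974 genes were higher and 850 lower in pouch young than in juveniles, as the scaling shifts all genes of a library, and the excess in SD of *ganderin* in females was 1.71 (p = 0.046). With kit as a covariate, 10 genes were higher in adult females, r of *H19* with the ratio in pouch young was 0.331 (p = 0.0598), and the excess in SD of *ganderin* was 1.52 (p = 0.0163). With the mean absolute deviation in place of the SD, the excess of *ganderin* was 0.79 (p = 0.0353), a choice made outside the plan.

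In NEXTFLEX libraries alone, 13 genes were higher and 4 lower in adult males. In the limma analysis, *LOC118842298* differed by 5.94 (adjusted p = 0.519, with the other alternatives down to 5.61e-08) and *LOC118843263* by 4.53 (adjusted p = 0.479, with the others down to 6.39e-09) between males and females. Juveniles exceeded adults by 1.18 in the globin mean (exact p = 0.130) and by 7.49 in *H19* (exact p = 0.0564), and the excess in SD of *vulpeculin* was 3.30 (exact permutation p = 0.118). The ranks were 13, 271 and 229 for *H19*, *vulpeculin* and *ganderin*. Within the 7 NEXTFLEX pouch young, r with age had the other sign for the *GAL* mean (0.532), the *CYP* mean (-0.533), the *GAL*/*CYP* ratio (0.583), *IGF2* (-0.0124) and *ganderin* (0.0219), with exact permutation p from 0.174 to 0.979. These analyses hold fewer animals. In NEBNext libraries alone, 7 genes were higher in adult females, the ranks of *vulpeculin* and *ganderin* were 10 and 14, r of *H19* with the ratio was 0.210 (p = 0.302) in pouch young and 0.313 (p = 0.096) in adults, and the excess in SD of *vulpeculin* was 0.51 (exact permutation p = 0.194).

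The ranks of *H19*, *vulpeculin* and *ganderin* were 5, 15 and 17 with the 2 removed livers, 75, 528 and 607 by Spearman's rho, 2366, 6078 and 10498 in pouch young alone, and 767, 5732 and 5857 in adults alone. With the 2 removed livers and 1 adult library counted again, they were 4, 15 and 17.

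In the 6 pairs of mother and young, 2282 genes were higher in pouch young with the pair as a block and 2233 without it, and fewer animals enter by construction. *DLK1* reversed to -0.35 with the block (adjusted p = 0.515, within 0.00126 to 1.00 over its alternatives). The deviations of mother and young from their groups correlated by -0.05 to 0.43.

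With each juvenile left out in turn, 1587 to 2225 genes were higher and 849 to 1393 lower in juveniles than in adults, and 1021 to 1576 were higher and 355 to 495 lower in pouch young than in juveniles. *AFP* in juveniles exceeded that in adults by 8.43 to 10.02, *H19* by 8.43 to 10.43 and *IGF2* by 0.83 to 1.28. Depth limits the lowest values, which ran from -7.09 to -1.81 between livers, and so limits differences of genes with few reads.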

Differences from the paper's values

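The paper's supplementary sheet of all genes includes the 2 livers that the paper removed, so its places rest on other samples than the ranks here. In that sheet, *AFP* (*LOC118852573*) holds place 69 by correlation with the *GAL*/*CYP* ratio, and here, without those livers, it ranked 1. Of the alternatives set before the data were examined, only the inclusion of the 2 livers that the paper removed brought it within the limits, at place 88. The same inclusion with 1 adult library counted again, chosen after seeing the values, gave place 84. In that sheet *LOC118841475* holds place 1, and here it ranked 4. It ranked 1 with the 2 removed livers, the only alternative set before the data were examined that closed the gap, and also 1 with the combined setting chosen after seeing the values. The copy of the sheet at hand holds 943 of its 23816 genes.

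The paper's text states that *H19* has the highest correlation with the ratio, while the paper's sheet lists it at place 2. Here it ranked 2 without the 2 removed livers. With those livers included, as in the sheet, it ranked 5, or 4 with 1 adult library counted again. *H19* reached rank 1 with a common floor and with a pseudocount of 0.1.

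The paper describes expression of *ganderin* as variable in females. The excess of its SD in females was 1.70 (permutation p = 0.056). It was past 0.05 with 75th percentile scaling (p = 0.046), with kit as a covariate (p = 0.0163) and with the mean absolute deviation in place of the SD (p = 0.0353). The last was run outside the plan, which had fixed the SD. It was not past 0.05 with the common floor (p = 0.0509), with the pseudocount of 0.1 (p = 0.0556), in NEXTFLEX libraries (exact permutation p = 0.243), in NEBNext libraries (exact permutation p = 0.447) or without the female that lacked reads (p = 0.224), the last chosen after seeing the values.

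Per library, values within 0.05 of the paper's were found in 84 of 84 livers for *AFP* and the *GAL* mean, 79 for the *CYP* mean and the ratio, 73 for *H19*, 72 for *ganderin*, 70 for the globin mean and 68 for *vulpeculin*. The liver of the animal with disagreeing tissue labels had the largest gap for *ganderin* (0.79), the globin mean (0.60), the ratio (0.55), the *CYP* mean (0.54) and *vulpeculin* (0.21). The total used for scaling was 1.63 times the mapped reads that the paper lists for this liver and 1.71 times for the removed liver of 41 dpp, and at most 0.939 times in all other libraries.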

Other observations

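The tests of the other splits for the contrasts with juveniles and for kits, of the direction of the kit differences, of the 2 removed livers and of the sex-linked genes were chosen only after the results were seen. The others in this part were planned.

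Of 100 splits of the livers of pouch young and adults into groups of the same sizes, 1 gave as many genes as the real one, which was the real one itself, and the largest other split gave 1102 genes. The count was also 1 of 100 for juveniles against adults (largest other 54), for pouch young against juveniles (975), for adult males against females (1) and for kits in adults (1). A few genes taking most of the counts are argued against as the cause of the difference between pouch young and adults, since 99.0% of the genes called remained with 75th percentile scaling, although the 10 most abundant genes took 36.6 ± 7.34% (SD) of reads in pouch young and 28.3 ± 4.85% in adults. The kit is argued against in the same way, since 97.1% of the genes called remained with kit as a covariate.

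Between kits, 353 genes were higher and 778 lower in NEBNext than in NEXTFLEX adult livers, with sex in the fit. Of these, 97.3% went the same way in pouch young, so the difference followed the kits in both stages. By the paper's methods, the libraries of the kits also differed in sequencer and read length. This comparison therefore cannot assign the difference to the kit itself. The direction threshold of the test was set with the test and not before it.

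The kit is argued against as the cause of the fall of the globin genes with age, with r of -0.925 within NEBNext libraries. A candidate explanation is the loss of red cell precursors from the liver. The 13 genes of the erythroid list in the table, of 16 listed, had a median r with age of -0.941, where 10000 random lists matched on mean value lay between -0.417 and 0.169 (95% of them). The mean of this list followed the globin mean with r of 0.949 and rho of 0.914 (permutation p = 1e-05 for both, the smallest the resamples can give), r without the 2 farthest of 0.941, and r of 0.819 and 0.964 within NEXTFLEX and NEBNext libraries. Adult livers also expressed 4 of the 13 genes, with a mean above 0. Reads do not tell cell loss from lower expression per cell, and this was not tested.

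Of the 9 genes of the list typical of eutherian fetal liver, 7 were higher in pouch young past both thresholds, and also 7 adjusted over the list alone. This is in line with stage of development, but the list is not independent evidence in full, because the paper discusses *AFP*, *H19* and *IGF2*, and *IGF2BP1* and *IGF2BP3* had been seen near the top of a supplementary sheet made from these libraries. Adults had at most 2 reads of *IGF2BP1*, 0 of *LIN28B* and 1 of *HMGA2*, so pouch young were at least 30.8-fold higher in the first and at least 3.30-fold in the second, and no bound can be given for the third. *GPC3* was lower (log2 difference -1.90) and *DLK1* did not reach a log2 difference of 1 (0.70). Over the alternatives, the log2 difference fell as low as 0.31 for *LIN28B* and 0.01 for *HMGA2*, and rose as high as 1.02 for *DLK1*. The count of 7 therefore depends on the processing.

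The 2 livers that the paper removed had low values of the liver list, -2.24 at 64 dpp and -1.81 at 41 dpp, where the 84 livers ranged from 10.58 to 12.40. Their correlations with Sandy's tissues are across genes, which are not independent replicates. Low quality or depth is argued against as the only cause, since the highest r of the 2 with Sandy's liver was 0.774 and the lower r with Sandy's spleen was 0.905, above the 0.841 that the other 83 livers reached. RNA of another tissue in place of liver is a candidate explanation, and the erythroid list, at 9.31 and 8.99, lay near that of Sandy's spleen (9.86). The spleen was found among 13 tissues of 1 animal.

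The liver library of 1 male pouch young of 85 dpp had 0 reads on the 18 genes of the 3 contigs used here as Y-linked, where the lowest rate in another male predicts 228 reads, so low depth is argued against. The library had 96.5 CPM on 2 transcripts of chromosome X that libraries labelled female have at 12.2 to 315.9 CPM and other libraries labelled male at no more than 0.617 CPM. A mislabelled sample is a candidate explanation. The kidney library of this animal had 395 reads on the Y-linked genes and 0 on the transcripts of chromosome X. The contigs and transcripts were chosen after their values were seen.

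The kidney list ranged from 6.71 to 8.56 in 9 kidneys, with 10 of 10 genes, and the brain list from 5.53 to 8.24 in 8 brains, with 8 of 10 genes. The animal with disagreeing labels had a liver list of 10.97 in the liver library and a kidney list of 7.58 in the kidney library. In Sandy's 13 tissues, *H19* ranged from 3.67 in spleen to 12.82 in muscle, *IGF2* from 4.96 in brain to 12.49 in muscle and *PEG10* from -5.05 in liver, where it had no reads, to 10.29 in brain, with 1 library per tissue.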
